# Species-specific PHYTOCHROME-INTERACTING FACTOR utilization in the plant morphogenetic response to environmental stimuli

**DOI:** 10.1093/plcell/koaf048

**Published:** 2025-03-14

**Authors:** Srinivas Kunta, Yardena Dahan, Shai Torgeman, Joanne Chory, Yogev Burko

## Abstract

PHYTOCHROME-INTERACTING FACTORs (PIFs) regulate growth-related gene expression in response to environmental conditions. Among their diverse functions in regulating signal responses, PIFs play an important role in thermomorphogenesis (the response to increased ambient temperature) and in the shade avoidance response. While numerous studies have examined the varied roles of PIFs in Arabidopsis (*Arabidopsis thaliana*), their roles in crop plants remain poorly investigated. This study delves into the conservation of PIFs activity among species by examining their functions in tomato (*Solanum lycopersicum*) and comparing them to known PIF functions in Arabidopsis using single and higher-order mutants of tomato *PIF* genes (*SlPIF*s). We demonstrate that, in contrast to Arabidopsis, PIFs are not required for thermomorphogenesis-induced stem elongation in tomato. In addition, whereas Arabidopsis PIF8 has a minor effect on plant growth, tomato SlPIF8a plays a key role in the low red/far-red (R/FR) response. In contrast, SlPIF4 and SlPIF7*s* play minor roles in this process. We also investigated the tissue-specific low R/FR response in tomato seedlings and demonstrate that the aboveground organs exhibit a conserved response to low R/FR, which is regulated by SlPIFs. Our findings provide insights into PIF-mediated responses in crop plants, which may guide future breeding strategies to enhance yield under high planting densities.

## Introduction

In agricultural settings, plants of the same species (monocultures) are usually grown at relatively high densities. This practice promotes competition for resources among neighboring plants, both above and below ground. The close proximity of neighboring plants associated with high plant densities limits the availability of light to drive photosynthesis, intensifying the importance of the competition for light. Most sun-loving plants have evolved adaptive strategies to escape from the shade cast by their neighbors through profound changes in their morphology and physiology (Morgan and Smith 1976; Morgan and Smith 1979; Villalobos et al. 1994; Libenson et al. 2002; Ballaré et al. 1997). This phenomenon, known as the shade avoidance syndrome (SAS), includes stem elongation, leaf hyponasty, inhibition of leaf expansion, adjustments in photosynthetic metabolism, and earlier initiation of the reproductive stage of development (Smith 1982; Neff et al. 2000; Libenson et al. 2002; Smith and Whitelam 1997; Casal 2012; Casal and Fankhauser 2023). SAS is initiated by photoreceptors, primarily phytochrome B (phyB), which senses changes in the ratio of red to far-red (R/FR) light. FR light reflected from neighboring leaves causes a reduction in the R/FR ratio, enabling the phyB in a particular plant to detect other nearby plants before that plant becomes fully shaded by its neighbors (i.e. neighbor detection; Ballaré et al. 1990, 2006). Mechanical signals derived from physical contact with the leaves of neighboring plants also contribute to the full SAS (de Wit et al. 2012).

Under high R/FR conditions, such as in direct sunlight, phyB is active (Pfr) and translocates to the nucleus, where it physically interacts with the bHLH transcription factors known as PHYTOCHROME-INTERACTING FACTORS (PIFs), causing their inactivation and degradation (Park et al. 2004; Al-Sady et al. 2006; Lorrain et al. 2008; Shen et al. 2008; Leivar and Quail 2011; Li et al. 2012). When the R/FR drops below1, as planting density increases, phyB is photoconverted into its inactive form (Pr). This inactivation releases PIFs from the phyB repression, enabling them to bind to their target gene promoters and regulate their expression (Franklin 2008; Lorrain et al. 2008; Franklin and Quail 2010; Casal 2013; Legris et al. 2019). phyB was also found to be able to sense temperature. In this scenario, warm temperatures promote the thermal reversion of phyB from its active form to its inactive form (Jung et al. 2016; Legris et al. 2016; Sellaro et al. 2019). This inactivation also releases PIFs from phyB repression, allowing them to regulate the transcription of growth-related genes, which promotes the thermomorphogenesis response.

The PIFs’ downstream target genes are associated with auxin, gibberellin (GA), and cell wall remodeling, which together promote growth (Oh et al. 2007; Hornitschek et al. 2012; Li et al. 2012; Leivar and Monte 2014; Filo et al. 2015; Mizuno et al. 2015; Pedmale et al. 2016; Krahmer and Fankhauser 2023). Arabidopsis (*Arabidopsis thaliana*) possesses at least 8 PIFs (PIF1 to PIF8), which regulate different aspects of the plant's responses to light and temperature (Leivar and Quail 2011; Jeong and Choi 2013; Pham et al. 2018). The dominant PIF controlling the low R/FR response is PIF7, with minor contributions from PIF1, PIF3, PIF4, and PIF5, whereas no detectable role has been observed for PIF8 (Lorrain et al. 2008; Leivar et al. 2012; Li et al. 2012; Oh et al. 2020). During the thermomorphogenesis response, PIF4 and PIF7 predominantly regulate the warm temperature-induced hypocotyl elongation (Koini et al. 2009; Raschke et al. 2015; Chung et al. 2020; Fiorucci et al. 2020; Kim et al. 2020; Bianchimano et al. 2023; Quint et al. 2023). Low R/FR and thermomorphogenesis are initiated by the binding of PIF7 and PIF4 to the promoters of auxin biosynthesis genes in the cotyledons (Franklin et al. 2011; Hornitschek et al. 2012). Subsequently, auxin travels to the hypocotyl and promotes hypocotyl elongation (Estelle 1998; Pierik et al. 2009; Keuskamp et al. 2010; Kozuka et al. 2010; Procko et al. 2014; Kohnen et al. 2016; Bellstaedt et al. 2019; Bianchimano et al. 2023). Recent studies that combined shade (low R/FR) with warm temperatures to mimic natural environments revealed that warm temperatures further enhance the elongation induced by shade (Weinig 2000; Romero-Montepaone et al. 2020; Romero-Montepaone et al. 2021; Burko et al. 2022; Casal and Fankhauser 2023). This interaction between shade and temperature is primarily regulated by PIF7 (Burko et al. 2022).

Tomato (*Solanum lycopersicum*) also possesses 8 PIFs: *SlPIF1a*, *SlPIF1b*, *SlPIF3*, *SlPIF4*, *SlPIF7a*, *SlPIF7b*, *SlPIF8a*, and *SlPIF8b*, which are homologous to 5 of the 8 Arabidopsis PIFs, with gene duplications occurring in *SlPIF1*, *SlPIF7*, and *SlPIF8* (Rosado et al. 2016). *SlPIF1a* and *SlPIF1b* have been shown to regulate seed germination, pigment biosynthesis, root hair elongation, flowering time, fruit growth, and fruit metabolism (Simon-Moya et al. 2021). *SlPIF1a* and *SlPIF3* regulate fruit metabolism in a light-dependent manner (Llorente et al. 2016; Gramegna et al. 2019), and *SlPIF4* regulates cold tolerance, fruit ripening, carotenoid levels, flowering time, fruit yield, and fruit size (Rosado et al. 2019; Wang et al. 2020; Pan et al. 2021). While tomato responses to low R/FR have been observed in the shoot and in the roots, the role of SlPIFs in these responses is poorly understood (Cagnola et al. 2012; Chitwood et al. 2015; Schrager-Lavelle et al. 2016; Rosado et al. 2022). SlPIF4 has been shown to play a role in regulating tomato hypocotyl elongation in young seedlings grown on media plates (Rosado et al. 2019; Sun et al. 2020; Zhu et al. 2024). However, evidence is mixed regarding the growth conditions under which SlPIF4 plays a role in regulating hypocotyl elongation. Sun et al. (2020) found that both *SlPIF4* mutants and overexpression lines displayed impaired hypocotyl elongation when grown under either continuous white light or continuous simulated shade (composed of R and FR light). In contrast, Rosado et al. (2019) reported that silencing *SlPIF4* led to shorter hypocotyls at 30 °C but not at 25 °C under white light with a 12-h/12-h photoperiod. Additionally, Wang et al. (2020) did not observe any changes in hypocotyl length in *SlPIF4* mutants or overexpression lines grown under white light (12-h/12-h photoperiod) or in darkness. Recently, the same group found that different mutant alleles of *slpif4* are associated with shorter hypocotyls under continuous white light at both 25 and 32 °C (Zhu et al. 2024).

The study of functional conservation among PIFs in crop plants may yield new resources for plant breeding, given the center role of PIFs in the shade response, which is a major yield-limiting factor in many crop plants such as potato (*Solanum tuberosum*), peanut (*Arachis hypogaea*), wheat (*Triticum aestivum*), maize (*Zea mays*), sunflower (*Helianthus annuus*), soybean (*Glycine max*), and rice (*Oryza sativa*) (Donald 1968; Villalobos et al. 1994; Robson et al. 1996; Libenson et al. 2002; Boccalandro et al. 2003; Tang and Liesche 2017; Wille et al. 2017; Chen et al. 2020; Hu et al. 2020; Lyu et al. 2021; Postma et al. 2021; Wang et al. 2022; Golan et al. 2023; Lyu et al. 2023). The role of PIF in regulating SAS and thermomorphogenesis in crop plants and the conservation of PIF activity across species has been poorly investigated. This study addresses these questions using single and high-order mutations of the tomato *SlPIF4*, *SlPIF7a*, *SlPIF7b*, *SlPIF8a, and SlPIF8b*.

## Results

### SlPIF8a regulates tomato plants’ response to low R/FR

In recent work, we found that in Arabidopsis, the enhanced response to low R/FR at warm ambient temperatures is mediated by the PIF7 transcription factor, with minor contributions from PIF4 and PIF5 (Burko et al. 2022). Here, we explored whether this hierarchy is also conserved in tomato. To address this question, we mutated 5 members of the *SlPIF* family: *SlPIF4* (*Solyc07g043580*), *SlPIF7a* (*Solyc03g115540*), *SlPIF7b* (*Solyc06g069600*), *SlPIF8a* (*Solyc01g090790*), and *SlPIF8b* (*Solyc10g018510*), using CRISPR–Cas9 (Supplementary Fig. S1A). *SlPIF4* and *SlPIF7s* were selected as they were the most similar to the Arabidopsis *PIF4* (*AT2G43010*) and *PIF7* (*AT5G61270*), respectively (Rosado et al. 2016) (Supplementary Fig. S1B), the main regulators of hypocotyl elongation in Arabidopsis in response to low R/FR, high ambient temperature, and their interaction (Koini et al. 2009; Li et al. 2012; Fiorucci et al. 2020; Burko et al. 2022).

It appears that *SlPIF7s* may have undergone quantitative subfunctionalization, resulting in lowered expression of both *SlPIF7a* and *SlPIF7b* (Rosado et al. 2016), which suggests that they might have lost their role in the tomato response to low R/FR. Therefore, we decided to mutate *SlPIF8a* and *SlPIF8b* as well. Although Arabidopsis PIF8 (At-PIF8) does not play a role in the response to low R/FR, its high sequence similarity to At-PIF7 (Supplementary Fig. S1B) led us to speculate that SlPIF8s may play a role in promoting stem elongation in tomato. We initially mutate *SlPIF8a* along with *SlPIF4*, *SlPIF7a*, and *SlPIF7b* as *SlPIF8a* is highly expressed in the vegetative tissues of tomato plants, in contrast to *SlPIF8b* (Supplementary Fig. S2, A and B).

As reported previously, exposure of wild-type (WT) tomato seedlings to low R/FR or warm ambient temperatures promotes the elongation of the hypocotyl and epicotyl and also increases the total plant height (Fig. 1, A–F and Supplementary Fig. S1C; Burko et al. 2022). Furthermore, the elongation response to low R/FR at warm temperatures was greater than that observed for each condition separately (Fig. 1, D–F and Supplementary Fig. S1C). To study the role of SlPIFs in promoting elongation in response to low R/FR and warm ambient temperatures, we generated a set of single, triple, and quadruple *slpif* mutants (Supplementary Fig. S1, A and B). We then grew those mutant plants under a long-day (LD, 16-h light/8-h dark) conditions and white light at 21 °C (21WL) until they were fully germinated (Supplementary Fig. S1D) and then either kept them under the same conditions or moved them to white light at 30 °C (30WL), low R/FR at 21 °C (21FR), or low R/FR at 30 °C (30FR, warm shade) (see Materials and methods and Fig. 1A). In response to low R/FR at 21 °C (21FR) or 30 °C (30FR), *slpif8a* and *slpif47a7b8a* (*slpifq*) mutants showed impaired elongation, whereas *slpif47a7b* (*slpift*) plants elongated similarly to the WT seedlings (Fig. 1, C–F and Supplementary Fig. S1E). These results suggest that, in tomato, SlPIF8a is a key regulator of the elongation response at 21FR and 30FR. Under our growth conditions, SlPIF4, SlPIF7a, and SlPIF7b each played a minor role that could be observed by the enhanced phenotype of *slpifq*, as compared to the *slpif8a* single mutant. To determine whether this is a unique scenario under LD conditions, we also exposed these mutants to low R/FR conditions under short-day (SD, 8:16) and day-neutral (12:12) light settings. While both *slpif8a* and *slpifq* mutants showed impaired elongation in response to low R/FR under day-neutral conditions, only *slpifq* exhibited reduced elongation under SD conditions (Supplementary Fig. 3, A and B). Surprisingly, all tested *slpif* mutants responded to warm temperatures similarly to WT seedlings under white-light (high R/FR) LD, SD, and day-neutral conditions (Fig. 1, D–F and Supplementary Figs. S1E and S3, C and D).

**Figure 1.**
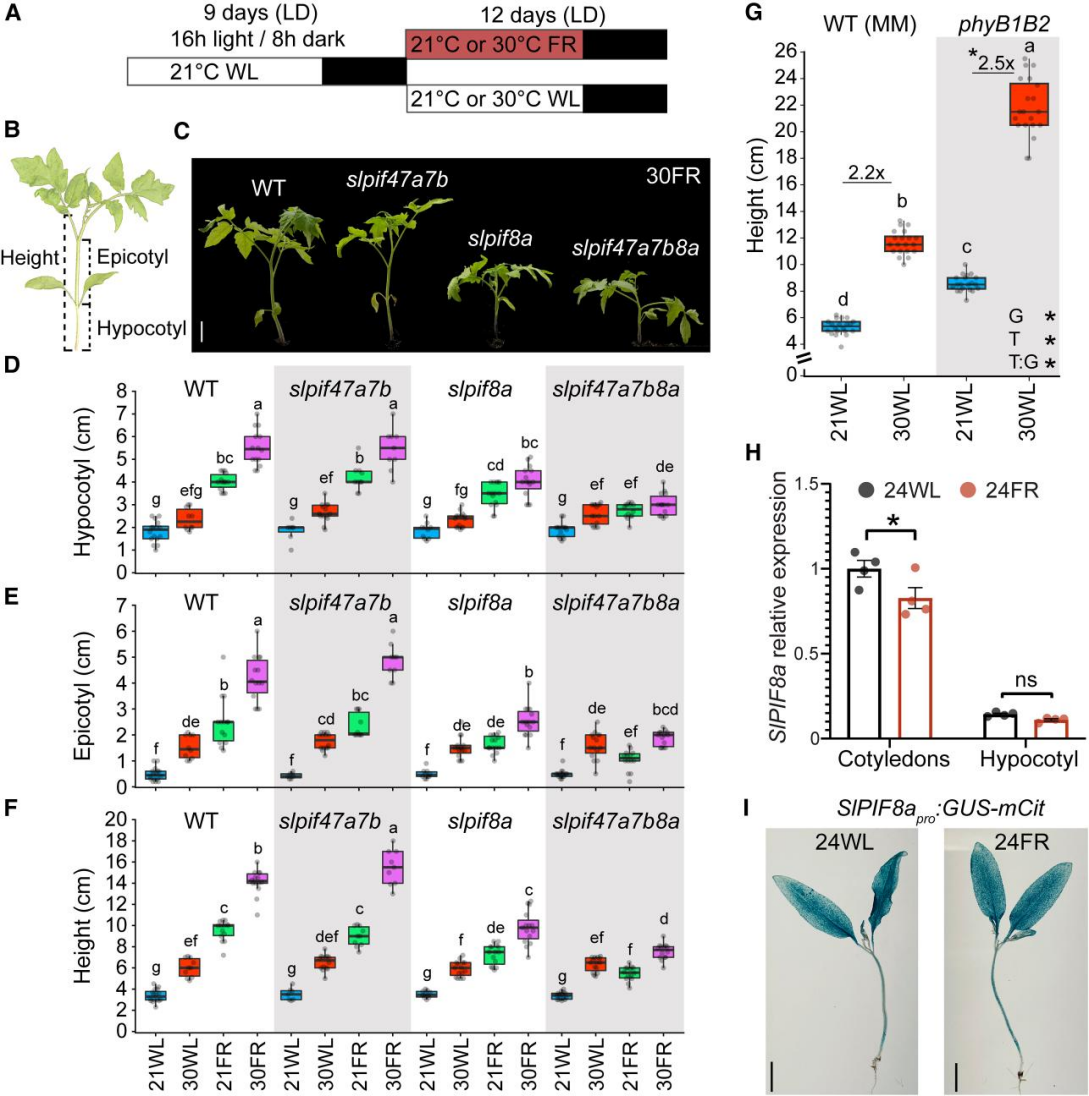
*SlPIF8a* plays a pivotal role in the response of tomato seedlings to low R/FR at 21 and 30 °C. **A)** Schematic illustration of the experimental design. Tomato seedlings were grown under LD conditions (16-h light/8-h dark) at 21 °C under white light (21WL, ∼200 *µ*mol m^−2^ s^−1^) for 9 days and then moved to LD + 21 °C + white light supplemented with FR light (21FR, ∼200 *µ*mol m^−2^ s^−1^, R/FR = 0.6), or LD + 30 °C + white light (30WL, ∼200 *µ*mol m^−2^ s^−1^), or LD + 30 °C + white light supplemented with FR light (30FR, ∼200 *µ*mol m^−2^ s^−1^, R/FR = 0.6), or kept at 21WL. **B)** A diagram of a tomato seedling in which the parts used for the measurements in this study are marked. **C)** Representative images of 21-day-old tomato seedlings of the indicated genotypes grown at LD 21WL for 9 days and then moved to LD 30FR for 12 more days. Images were digitally extracted for comparison. Scale bar = 3 cm (applicable to all images). WT, wild-type. **D)** Hypocotyl length, **E)** epicotyl length, and **F)** height of 21-day-old WT and *slpif* mutant seedlings grown as described in **A)**. Different letters denote statistical differences (*P* < 0.05) among samples, as assessed by 3-way ANOVA and Tukey's HSD. *n* > 7 seedlings per sample. **G)** Height of 21-day-old WT (cv. Moneymaker, MM) and *phyB1B2* mutant seedlings grown as described in **A)**. *n* > 18 seedlings per sample. The average fold change between 30 and 21 °C is presented. Different letters denote statistical differences (*P* < 0.05) among samples, as assessed using 2-way ANOVA and Tukey's HSD. An asterisk indicates a significant difference (*P* < 0.05), according to Student's *t*-test or ANOVA. T, temperature treatment; G, genotype; T:G, the interaction between temperature treatment and genotype. **H)** Relative expression of *SlPIF8a* in the cotyledons and hypocotyls of 9-day-old WT seedlings grown under LD conditions at 24 °C under white light (24WL, ∼200 *µ*mol m^−2^ s^−1^) and either kept under the same conditions or moved after 2 h of light to 24 °C supplemented with FR light (24FR, ∼200 *µ*mol m^−2^ s^−1^, R/FR = 0.6) for 4 h. Gene expression was assayed using RT-qPCR relative to the reference gene *EXPRESS* and normalized to the expression in the cotyledons at 24WL. The average values of 4 biological replicates per condition ± SE are shown. *ns*, not significant; *, significant differences at *P* < 0.05 according to Student's *t*-test. **I)** Images of GUS staining in the whole tomato seedlings carrying the *SlPIF8a_pro_:GUS-mCitrine* reporter gene. Plants were grown as described in **H)**, plus 24 h under the indicated condition. Scale bar = 1 cm. In **D)–G)**, boxes indicate the first and third quartiles, whiskers indicate the minimum and maximum values, the lines within the boxes indicate the median values, and the dots indicate individual data points.

To elaborate on the role of SlPIF in tomato thermomorphogenesis, we tested whether the phyB-PIF module mediates this response by comparing the elongation response of the *phyB1B2* mutant with its corresponding wild type (cv. Moneymaker). Similar to the *slpif* mutants, we found that the relative response of the *phyB1B2* mutant is comparable to, or slightly stronger than the WT response to warm ambient temperatures under white-light LD, SD, and day-neutral conditions, as well as under LD at higher temperatures (Fig. 1G and Supplementary Fig. S3, E–G).

These results suggest that, in contrast to Arabidopsis, in tomato, SlPIF4, SlPIF7a, SlPIF7b, and SlPIF8a are not required for thermomorphogenesis-induced stem elongation under high R/FR (white-light) conditions across all the growth conditions that we tested. Notably, under low R/FR conditions, warm temperatures exacerbate the stem elongation response in an SlPIF-dependent manner (Fig. 1F, compare 21FR with 30FR). Therefore, we propose that while SlPIFs are not required to promote thermomorphogenesis-induced stem elongation under white-light conditions, under low R/FR conditions, when phyB repression of SlPIFs is lifted, their effect on elongation is enhanced by warm temperatures. This may also explain the slightly stronger response observed for *phyB1B2* under LD and SD conditions (Fig. 1G and Supplementary Fig. S3F).

Next, we explored whether the expression levels of *SlPIF8a* can explain its key role in the response to low R/FR. While *SlPIF8a* was expressed at higher levels in the cotyledons, as compared to the hypocotyl, its transcript level did not increase in response to low R/FR (Fig. 1H). Similarly, the expression levels of *SlPIF1a*, *SlPIF1b*, *SlPIF4*, *SlPIF7a*, and *SlPIF7b* did not increase in response to low R/FR (Supplementary Fig. S2C), as also demonstrated by Sun et al. (2020). Interestingly, *SlPIF3* expression in the cotyledons was upregulated in an SlPIF8a-dependent manner in response to low R/FR, suggesting that SlPIF3 may play a role in this response downstream of SlPIF8a (Supplementary Fig. S2C). In agreement with the RT-qPCR results, in response to low R/FR, no change was observed in the *SlPIF8a* expression domain in transgenic plants expressing *SlPIF8a_pro_:GUS-mCit* (Fig. 1I). We conclude that *SlPIF8a*'s response to low R/FR conditions at the transcript level cannot explain its dominant activity in regulating this response.

Since the Arabidopsis PIF8 has not been previously associated with the response to low R/FR and its role in regulating Arabidopsis light signaling is very subtle, as compared to the other PIF family members (Oh et al. 2020), we performed additional experiments to verify our findings. To that end, we studied the responses to low R/FR of a segregate plant; homozygote in *slpif4*, *slpif7a*, and *slpif7b*; and heterozygote in *slpif8a*. While seedlings with an active *SlPIF8a* allele elongated in a manner similar to that of the WT, seedlings homozygous for the *slpif8a* mutant allele failed to elongate (Supplementary Fig. S4A). In addition, we generated another allele of *slpif8a,* named *slpif8a^CR-2^* (Supplementary Fig. S4B), and found that the second allele perfectly mimicked the activity of *slpif8a^CR-1^* (the main allele used in this study; Supplementary Fig. S4C). Finally, we conducted a rescue experiment by expressing *SlPIF8a* in the *slpif8a* or *slpif47a7b8a* (*slpifq*) background. While the expression of *SlPIF8a* under its native promoter partially rescued *slpif8a* elongation, *SlPIF8a* driven by the constitutive *35S* promoter nearly fully rescued the elongation of *slpifq* plants in response to low R/FR (Supplementary Fig. S4, D and E).

Previous work has shown that SlPIF4 plays a role in the elongation response of tomato plants (Sun et al. 2020). However, in the current study, SlPIF4 did not contribute to the elongation response at 21 or 30 °C under low R/FR conditions. This could be due to the different tomato backgrounds used in the different studies. In the previous study, *slpif4* was generated in an indeterminate (ID) tomato background, carrying an active *SELF PRUNING* (*SP*) allele; whereas the current study was conducted in a determinant (D) background, that included the *sp* mutant allele, leading to early termination of the shoot apical meristem (Pnueli et al. 2001). Therefore, we introduced the *slpif4* and *slpif8a* mutants to the ID (*SP*/*SP*) background using crosses. Similar to the results observed in the D background, it was SlPIF8a and not SlPIF4 that played the major role in regulating the elongation response to low R/FR in the ID tomato plants (Supplementary Fig. S5A). Moreover, the *slpif4* mutants described by Sun et al. (2020) had no effect on tomato elongation under our growth conditions (Supplementary Fig. S5B).

Together, these results suggest that while SlPIF transcription factors mediate the response to low R/FR in tomato, they do not play a role in the plant's response to warm temperatures under white light under any of the examined growth conditions. Additionally, unlike in Arabidopsis, in which At-PIF7 plays the dominant role in mediating the response to low R/FR, in tomato, SlPIF8a mediates this response under LD and day-neutral conditions, but not under SD conditions. Notably, under different growth conditions and at various developmental stages, other SlPIFs may also play a role, as demonstrated by SlPIF4 during the early seedling stage (Rosado et al. 2019; Sun et al. 2020).

### Partially redundant role of SlPIFs

Our results place SlPIF8a at the center of the tomato response to low R/FR at 21 or 30 °C. However, we observed that *slpif47a7b8a* (*slpifq*) plants were slightly shorter than *slpif8a* plants under these conditions; whereas *slpif47a7b* did not affect plant height (Figs. 1F and 2). This suggests that SlPIF4, SlPIF7a, and SlPIF7b may play roles in the low R/FR response, which are masked by the dominant activity of SlPIF8a. To address this possibility and any possible redundancy among the SlPIFs, we examined the elongation of single, double, triple, and quadruple *slpif* mutants at 30FR. We found that while *slpif4* plants had WT-like responses to low R/FR, in the double mutant, *slpif48a* repressed the elongation response to the same extent as *slpifq* did (Fig. 2 and Supplementary Fig. S6A). Similarly, *slpif7a7b8a* plants mimicked the *slpifq* elongation phenotype, whereas *slpif7a7b* plants had WT-like responses and *slpif7a8a* and *slpif7b8a* plants had *slpif8a*-like responses (Fig. 2 and Supplementary Fig. S6, A and B).

**Figure 2.**
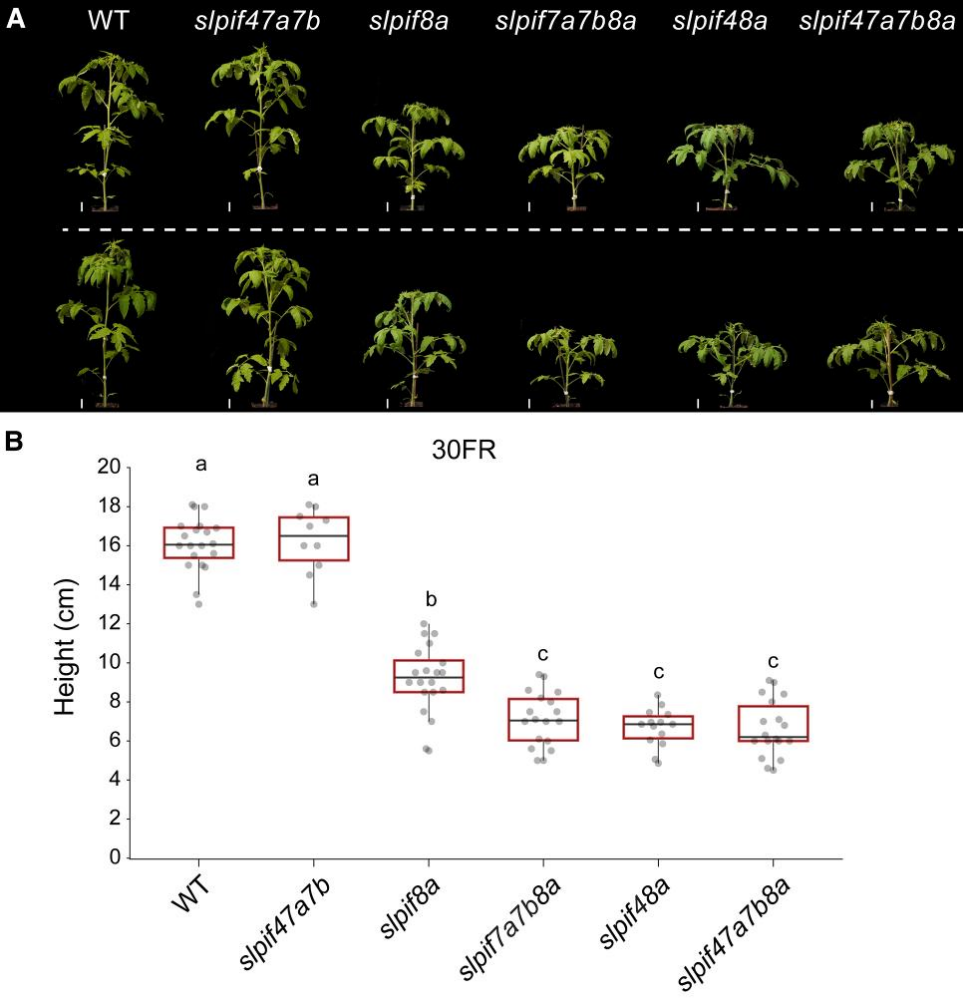
*SlPIF4* and *SlPIF7s* play minor roles in tomato plants’ response to low R/FR. **A)** Representative images of 32-day-old tomato seedlings of the indicated genotypes grown under LD conditions (16-h light/8-h dark) at 21 °C under white light (21WL, ∼200 *µ*mol m^−2^ s^−1^) for 9 days and then moved to LD + 30 °C + white light supplemented with FR light (30FR, ∼200 *µ*mol m^−2^ s^−1^, R/FR = 0.6) for 23 more days. Images were digitally extracted for comparison. Scale bar = 3 cm. WT, WT. **B)** Total height of 21-day-old WT, *slpif8a*, and the indicated *slpif* mutant plants. Seedlings were grown at 21WL for 9 days and then moved to 30FR for 12 more days. *n* > 10 seedlings per sample. Different letters denote statistical differences (*P* < 0.05) among samples as assessed by 1-way ANOVA and Tukey's HSD. Boxes indicate the first and third quartiles, whiskers indicate the minimum and maximum values, lines within the boxes indicate the median values, and the dots indicate the individual data points.

In addition, since we identified SlPIF8a as the dominant SlPIF that regulates the low R/FR response, under our growth conditions, we examined whether *slpif8b*, the second tomato homolog of the Arabidopsis *PIF8*, plays a role in the low R/FR response. To that end, we generated *slpif8b* single and *slpif8a8b* double mutant plants. In agreement with the very low expression levels of *slpif8b* in the vegetative tissue (Supplementary Fig. S2A), the *slpif8b* mutant had a WT-like response and *slpif8a8b* plants had an *slpif8a*-like response, suggesting that, unlike SIPIF8a, SlPIF8b does not play a role in the response to low R/FR (Supplementary Fig. S6, A and C).

Altogether, we conclude that while SlPIF8a is sufficient to promote stem elongation in response to low R/FR (observed by the WT-like response of the *slpif47a7b* mutant), in the absence of SlPIF8a (*slpif8a* plants), SlPIF4, SlPIF7a, and SlPIF7b make relatively small, yet notable contributions to that response. In addition, our results suggest that SlPIF8b does not play a role in the response to low R/FR.

### SlPIF8a regulates gene expression and is regulated at the protein level similarly to Arabidopsis PIF7

We identified that, in tomato, SlPIF8a plays a role in promoting the response to low R/FR, much like the role played by PIF7 in Arabidopsis. We, therefore, wondered whether SlPIF8a acts via target pathways that are similar to those used by PIF7 in Arabidopsis and whether these factors are regulated similarly at the protein level. To address these questions, we explored the effect of SlPIF8a on known At-PIF7 target genes and whether SlPIF8a protein modification during the response to low R/FR is similar to that observed for At-PIF7. Since we did not observe any effect of SlPIFs on warm temperature-mediated elongation of tomato seedlings grown under white light, and in order to work at the optimum tomato growth temperature, we performed all of the experiments discussed from this point forward at a temperature of 24 °C, focusing mainly on the low R/FR response. We first confirmed that the role of the SlPIFs in the response to low R/FR at 24 °C is similar to the 1 we observed at 21 and 30 °C (Figs. 1F and 3A). In Arabidopsis, At-PIF7 is phosphorylated in high R/FR and dephosphorylated in low R/FR light (Li et al. 2012; Willige et al. 2021). Therefore, we asked whether the modification of the SlPIF8a protein also changes in response to low R/FR. To that end, we generated tomato plants carrying the *SlPIF8a_pro_:SlPIF8a-YFP-2xHA* constructs and grew them under white light or exposed them to low R/FR light before extracting their protein. We found that while the SlPIF8a-*YFP-2xHA* protein under white light (high R/FR) ran as 2 bands, the protein under low R/FR ran as 1 band, implying a modification of the SlPIF8a protein in response to low R/FR light (Fig. 3B), similar to that observed for At-PIF7.

**Figure 3.**
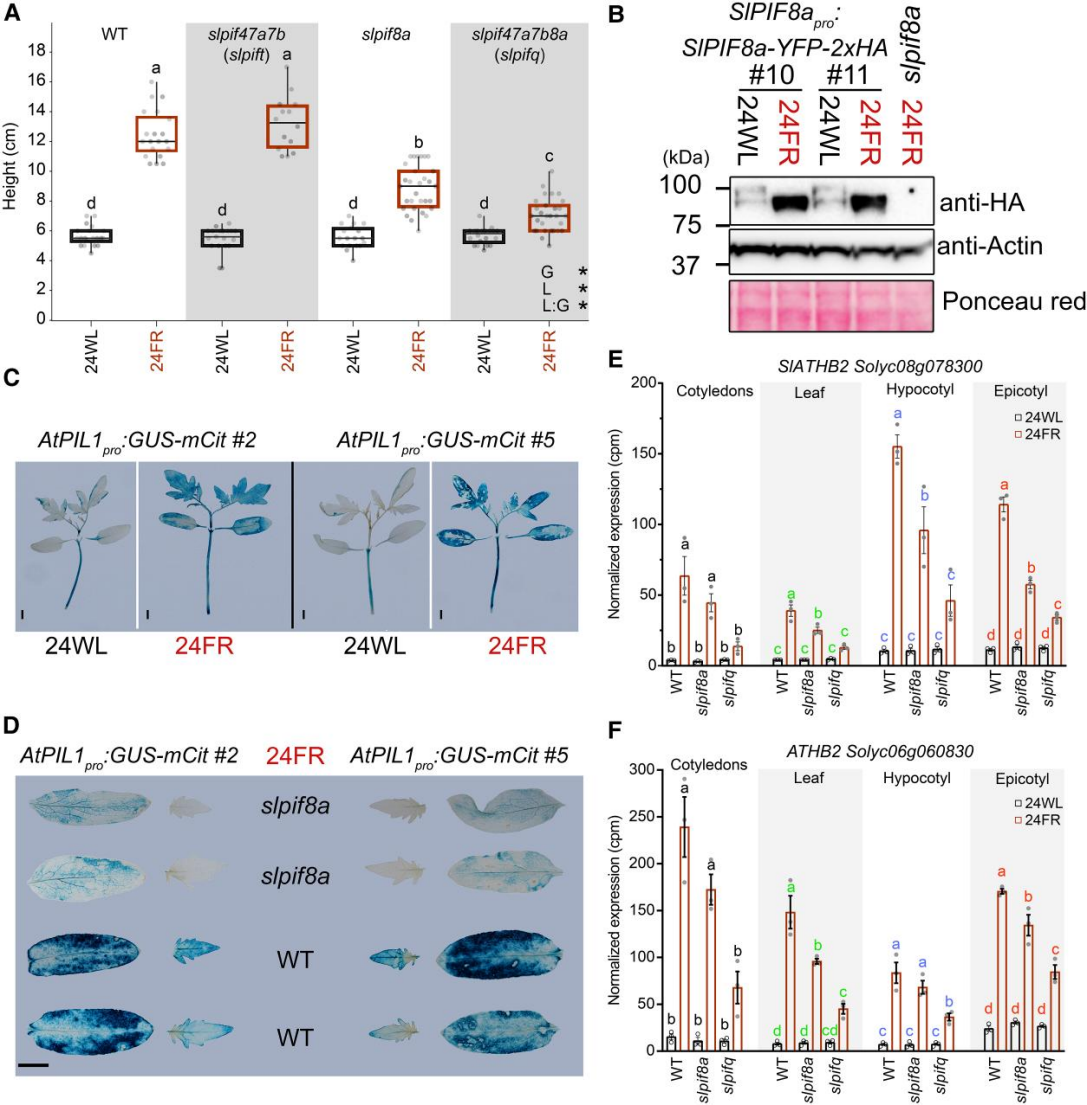
*SlPIF8a* is regulated by low R/FR and regulates gene expression much like Arabidopsis PIF7 does. **A)** Total height of 21-day-old WT plants and the indicated *slpif* mutants. The seedlings were grown under LD conditions (16-h light/8-h dark) at 24 °C under white light (24WL, ∼200 *µ*mol m^−2^ s^−1^) for 9 days and then moved to LD + 24 °C + white light supplemented with FR light (24FR, ∼200 *µ*mol m^−2^ s^−1^, R/FR = 0.6) for 14 more days. *n* > 14 seedlings per sample. Different letters denote statistical differences (*P* < 0.05) among samples, as assessed using 2-way ANOVA and Tukey's HSD. An asterisk indicates a significant difference (*P* < 0.05); L, light; G, genotype; L:G, the interaction between light condition and genotype. Boxes indicate the first and third quartiles, and whiskers indicate the minimum and maximum values. The lines within the boxes indicate the median values, and dots indicate the individual data points. **B)** Immunodetection of SlPIF8a-YFP-2xHA protein levels using anti-HA antibody. Total protein extract from the cotyledons of 2 lines was collected from 9-day-old *SlPIF8a_pro_:SlPIF8a-YFP-2xHA* (*slpif8a*) seedlings grown at 24WL, followed by 24 h at 24FR or 24WL. Anti-ACTIN blots and Ponceau red are shown below as loading controls. **C)** Images of GUS staining of 2 different tomato lines carrying the *AtPIL1_pro_:GUS-mCitrine* reporter gene. Plants were grown at 24WL for 12 days, followed by 12 h under the indicated condition. Images were digitally extracted for comparison. Scale bar = 0.7 cm. **D)** Images of GUS-stained WT or *slpif8a* cotyledons from plants carrying the *AtPIL1_pro_:GUS-mCitrine* reporter gene. The transgenic lines and growth conditions are the same as in **C)**. Images were digitally extracted for comparison. Scale bar = 0.7 cm (applicable to all images). Expression levels (derived from the RNA-seq data) of the tomato homologs of *At-ATHB2*: *Solyc08g078300*  **(E)** and *Solyc06g060830*  **(F)**. The expression levels in the indicated organs of WT, *slpif8a*, and *slpifq* plants, grown as described in Fig. 4B plus 6 h of 24FR or 24WL are shown. Data are presented as normalized cpm mapped reads. The average values of 3 biological replicates per condition ± SE are presented. Different letters denote statistical differences (*P* < 0.05) among samples as assessed by 1-way ANOVA and Tukey's HSD for each organ separately.

To test whether SlPIF8a can regulate At-PIF7 target genes, we compared the activity of the Arabidopsis *PHYTOCHROME-INTERACTING FACTOR 3-LIKE 1* (*PIL1*) promoter (*At-PIL1_pro_*), a well-studied promoter target of At-PIF7 (Li et al. 2012; Jiang et al. 2019), in WT and *slpif8a* mutant plants. To that end, we transformed tomato plants with *At-PIL1_pro_:GUS-mCit* and introduced the *slpif8a* mutation into 2 independent *At-PIL1_pro_:GUS-mCit* lines. We first confirmed that, as in Arabidopsis, *At-PIL1_pro_* is highly responsive to the low R/FR condition in tomato seedlings (Fig. 3C). Next, we found that the response to low R/FR of *At-PIL1_pro_:GUS-mCit* plants decreased when SlPIF8a was inactive (Fig. 3D).

To further explore the role of SlPIFs and, specifically, the role of SlPIF8a in regulating the responses of known At-PIF7 target genes to low R/FR (Willige et al. 2021), we compared the expression of the Arabidopsis *ARABIDOPSIS THALIANA HOMEOBOX2* (*ATHB2*) gene homologs *SlATHB2* (*Solyc08g078300*) and *ATHB2* (*Solyc06g060830*) among WT, *slpif8a*, and *slpifq* plants. 

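RNA from the cotyledons, first leaf, hypocotyl and epicotyl of WT, *slpif8a* and *slpifq* seedlings was sequenced after 6 h in 24WL or 24FR, with 3 biological replicates of each genotype, organ and light, which makes 72 libraries. *slpifq* carries mutations in *SlPIF4*, *SlPIF7a*, *SlPIF7b* and *SlPIF8a*, and each replicate pooled the organ from 4 seedlings. The authors aligned single-end reads with STAR, counted them on genes with HTSeq in its intersection-strict mode, and deposited the counts of every gene without normalization, together with a table of counts scaled to library size (CPM). Between 15905765 and 33913236 reads per library were counted on genes, with a median of 26215205.5. A level of 3 counts, taken as the floor, stood at 0.074 to 0.222 CPM depending on the library, and a group with every replicate under it is reported as at the floor. This floor covers counting error only. From the counts, CPM were computed with edgeR after its TMM normalization, and levels are given as the mean CPM ± SD over the 3 replicates. The 17460 genes above 5 CPM in at least 3 libraries were tested in a model with a mean for each genotype, organ and light, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes. A gene was called differentially expressed at an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction. Whether a mutation changed the response was tested as an interaction, the log2 fold change of 24FR against 24WL in the mutant minus that in WT, called at an adjusted p under 0.05. Where replicates were compared directly, the test was an exact two-sided permutation test, whose smallest possible p with 3 replicates against 3 is 0.1.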

To expand our question to the tissue level, we examined their expression levels in the cotyledons, hypocotyl, first leaf, and epicotyl. We observed that, as in Arabidopsis, in response to low R/FR, the levels of *SlATHB2* and *ATHB2* were significantly upregulated in all tissues (Fig. 3, E and F). In addition, the expression of *SlATHB2* and *ATHB2* was highly dependent on SlPIF activity in all of the tested organs, as observed by the expression gradient, with the highest levels of expression observed in the WT, lower levels in the *slpif8a* plants, and the lowest level of expression observed in *slpifq* plants (Fig. 3, E and F). These changes in the expression of *SlATHB2* and *ATHB2* are consistent with the stronger phenotype of *slpifq* plants, as compared to *slpif8a* plants, under these conditions (Fig. 3A).

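In WT, *SlATHB2* (*Solyc08g078300*) stood at 3.80 ± 0.342 CPM in the cotyledons after 6 h of 24WL and at 63.5 ± 23.6 CPM after 6 h of 24FR (SD, n = 3). The corresponding levels were 4.22 ± 0.127 and 39.1 ± 7.08 CPM in the first leaf, 10.5 ± 2.06 and 155 ± 14.3 CPM in the hypocotyl, and 11.3 ± 1.69 and 115 ± 9.34 CPM in the epicotyl. Its log2 fold change was 4.07 in the cotyledons, 3.21 in the first leaf, 3.88 in the hypocotyl and 3.34 in the epicotyl, with standard errors from 0.25 to 0.29. The adjusted p from edgeR's quasi-likelihood test was 2.29e-16, 3.26e-13, 3.74e-17 and 3.17e-15 in the same order. *ATHB2* (*Solyc06g060830*) rose from 15.3 ± 5.62 to 239 ± 55.4 CPM in the cotyledons, from 7.90 ± 2.55 to 148 ± 30.5 CPM in the first leaf, from 7.19 ± 2.02 to 83.6 ± 19.1 CPM in the hypocotyl, and from 24.1 ± 4.80 to 171 ± 4.68 CPM in the epicotyl. The log2 fold changes of *ATHB2* were 3.98, 4.22, 3.54 and 2.83 in these organs, and the largest adjusted p of the quasi-likelihood test in edgeR was 9.45e-10, in the epicotyl. Every 24FR replicate of both genes lay above every 24WL replicate of the same organ, the most extreme arrangement that 3 against 3 allows (exact permutation test, two-sided p = 0.1). All 12 alternative analyses called both genes in every organ, and the highest adjusted p among them, 0.00421 for *ATHB2* in the cotyledons, was within the threshold. With any library left out, the log2 fold change of *SlATHB2* in the cotyledons stayed between 3.73 and 4.26.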

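In *slpif8a*, *SlATHB2* reached 44.4 ± 11.2 CPM in the cotyledons, 25.2 ± 3.79 CPM in the first leaf, 96.0 ± 28.7 CPM in the hypocotyl and 58.0 ± 5.26 CPM in the epicotyl after 6 h of 24FR (SD, n = 3). In *slpifq* it reached 13.8 ± 5.37, 12.9 ± 2.24, 46.2 ± 19.2 and 34.5 ± 3.51 CPM in the same organs. For *ATHB2* these levels were 172 ± 28.5, 96.1 ± 5.10, 68.2 ± 12.1 and 135 ± 19.4 CPM in *slpif8a*, and 68.0 ± 29.7, 45.3 ± 9.40, 36.5 ± 6.80 and 85.0 ± 13.0 CPM in *slpifq*. The order of the means in 24FR, WT above *slpif8a* above *slpifq*, was therefore the same for both genes in all 4 organs. In 24WL neither mutant differed from WT in either gene, and the smallest adjusted p in edgeR was 0.480. In 24FR, *slpifq* was lower than WT in every organ, with log2 differences of *SlATHB2* of -2.20, -1.59, -1.75 and -1.74 in the cotyledons, first leaf, hypocotyl and epicotyl, and of *ATHB2* of -1.81, -1.72, -1.20 and -1.01, and each was called. The call of *ATHB2* in the epicotyl was lost with any of 4 of the 6 libraries left out (highest adjusted p in edgeR 0.0919 without 24FR replicate 3 of *slpifq*). The difference of *slpif8a* from WT in 24FR was called for neither gene. It came closest for *SlATHB2* in the epicotyl, with a log2 difference of -0.99 and an adjusted p of 0.00416 in edgeR's quasi-likelihood test, short of the fold-change minimum. The interaction between *slpifq* and light, which compares the responses themselves, was called for *SlATHB2* in all 4 organs, at -2.33, -1.76, -1.90 and -1.90 on the log2 scale, with adjusted p of 0.000233, 0.0166, 0.000519 and 0.000527 from the same edgeR test. A fit to the compared groups alone called almost no gene for this interaction in the cotyledons. A call in that organ therefore depends on which libraries the spread was estimated from. For *ATHB2* the interaction of *slpifq* was called in the first leaf (-1.91, adjusted p = 0.0381 in edgeR), and the other organs gave -1.32, -1.26 and -1.17, with adjusted p of 0.0653, 0.194 and 0.323 in the cotyledons, hypocotyl and epicotyl. The alternatives changed which organs were called, and over them the adjusted p in edgeR, DESeq2 or limma ran from 0.0129 to 0.421 in the cotyledons, 0.00235 to 0.0849 in the first leaf, 0.0343 to 0.278 in the hypocotyl and 0.00362 to 0.467 in the epicotyl. The call in the first leaf rested on single libraries, since the adjusted p rose to 0.178 without 24FR replicate 3 of *slpifq* in edgeR. The interaction between *slpif8a* and light was called for neither gene in any organ, with log2 values of *SlATHB2* from -1.24 in the epicotyl to -0.19 in the cotyledons.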

Together, these results suggest that while PIFs mediate the response to low R/FR in both tomato and Arabidopsis, a different PIF plays the dominant role in mediating this response in each species: PIF7 in Arabidopsis and in tomato under our growth conditions it is SlPIF8a. Both PIFs are likely regulated in a similar manner at the protein level and can regulate similar genes.

### SlPIF8a regulates the response to low R/FR in all aerial organs

While we found that SlPIF8a regulates gene expression similarly to At-PIF7, to expand our understanding of the role of SlPIFs, in general, and SlPIF8a, specifically, in mediating the tomato response to low R/FR, we performed RNA-seq. 

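The mutated genes themselves were still transcribed in the mutants. *SlPIF8a* (*Solyc01g090790*) stood at 304 ± 13.6 CPM in WT cotyledons in 24WL, at 209.6 ± 29.8 CPM in *slpif8a* and at 215 ± 21.8 CPM in *slpifq* (SD, n = 3). In 24FR the cotyledons held 249 ± 37.4, 149 ± 7.11 and 151 ± 12.9 CPM in the same order, log2 differences from WT of -0.74 (adjusted p = 0.000959, edgeR) and -0.72 (adjusted p = 0.000294). In the epicotyl in 24WL, by contrast, *SlPIF8a* was higher in *slpif8a* (119 ± 9.60 CPM) than in WT (88.6 ± 9.25 CPM). *SlPIF4* (*Solyc07g043580*) was lower in *slpifq* than in WT in 24FR, with log2 differences of -0.36 in the cotyledons, -0.50 in the first leaf, -0.64 in the hypocotyl and -0.70 in the epicotyl, and the adjusted p in edgeR was 0.00502 in the hypocotyl and 0.00399 in the epicotyl. *SlPIF7a* (*Solyc03g115540*) fell short of significance in *slpifq* in every organ and light. *SlPIF7b* (*Solyc06g069600*) was at or near the floor in the hypocotyl and epicotyl of every genotype, and in the first leaf in 24WL it stood at 11.1 ± 2.25 CPM in WT, 6.87 ± 0.916 CPM in *slpif8a* and 4.88 ± 0.930 CPM in *slpifq*. In 24FR, *SlPIF7b* was higher in *slpif8a* cotyledons (9.00 ± 2.74 CPM) than in WT (2.35 ± 1.34 CPM, adjusted p = 0.00240 in edgeR). None of the 4 genes passed both the adjusted p and the fold-change minimum as lower in a mutant, in either light. By correlation with the mean profile of each group over the 2000 most variable genes, all 72 libraries were nearest to a group of their own organ, and 44 were nearest to the group of their own organ, genotype and light.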

We compared the response to low R/FR among WT, *slpif8a*, and *slpifq* plants, in the hypocotyls, epicotyls, cotyledons, and first leaves of those plants (Fig. 4, A and B). Since it was recently shown that the expression levels of *PIFs* can determine their dominant activity (Kim et al. 2024), we first asked whether the expression level of *SlPIF8a* relative to all other *SlPIF*s can explain its dominant role in the response to low R/FR. We found that in young tomato seedlings grown in white light, *SlPIF8a* is expressed at substantially higher levels than *SlPIF7s* (in fact, at the highest level compared with all other *SlPIF*s), especially in the cotyledons and the first leaf, which are the organs that initiate the response (Fig. 4C and Supplementary Fig. S7A). This observation suggests that the dominant nature of *SlPIF8a* activity is at least partly due to its expression level in white light, before a plant is exposed to the low R/FR condition. 

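Transcript levels of the 8 *SlPIF* genes were read from the WT libraries kept in 24WL for 3, 6 and 24 h, with 3 replicates of each organ and time. The 3 h samples were taken at ZT5. To compare genes of different length, CPM were divided by each gene's length in kilobases, which was recovered from the ratio of CPM to the RPKM in the paper's Supplementary Data. It was 1.88 kb for *SlPIF8a*, 2.15 kb for *SlPIF4* and 1.33 kb for *SlPIF7a*. At 3 h, *SlPIF8a* reached 216 against 102 CPM per kilobase for *SlPIF4*, the next highest, in the cotyledons, 126 against 47.3 in the first leaf and 49.4 against 26.1 in the epicotyl, ratios of 2.12 ± 0.0706, 2.66 ± 0.218 and 1.89 ± 0.135 (SD, n = 3). In the hypocotyl at 3 h *SlPIF8a* ranked 3, at 21.5 CPM per kilobase against 38.9 for *SlPIF1b*. It again ranked 3 in the hypocotyl at 6 h, at 15.5 against 64.0 for *SlPIF1b*, and it was the highest in that organ at 24 h, at 36.4 against 22.8 for *SlPIF4*. In the other organs *SlPIF8a* was the highest at every time, by a ratio to *SlPIF4* of 1.55 at 6 h and 2.67 at 24 h in the cotyledons, 1.95 and 3.09 in the first leaf, and 1.25 and 1.62 in the epicotyl. In these comparisons the replicates of *SlPIF8a* and of the next gene did not overlap (exact permutation test, two-sided p = 0.1). Over *SlPIF7a*, the ratio was 11.3, 7.97 and 26.5 at 3, 6 and 24 h in the cotyledons, and 10.5, 8.18 and 28.9 in the first leaf. With the libraries scaled by their totals alone or by DESeq2's size factors, the ranks stayed the same in every organ and at every time.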

Interestingly, in Arabidopsis, *At-PIF7*, which dominantly regulates the low R/FR response, is not expressed at a level higher than that of all the other *At-PIFs* (Supplementary Fig. S7B; Kohnen et al. 2016).

**Figure 4.**
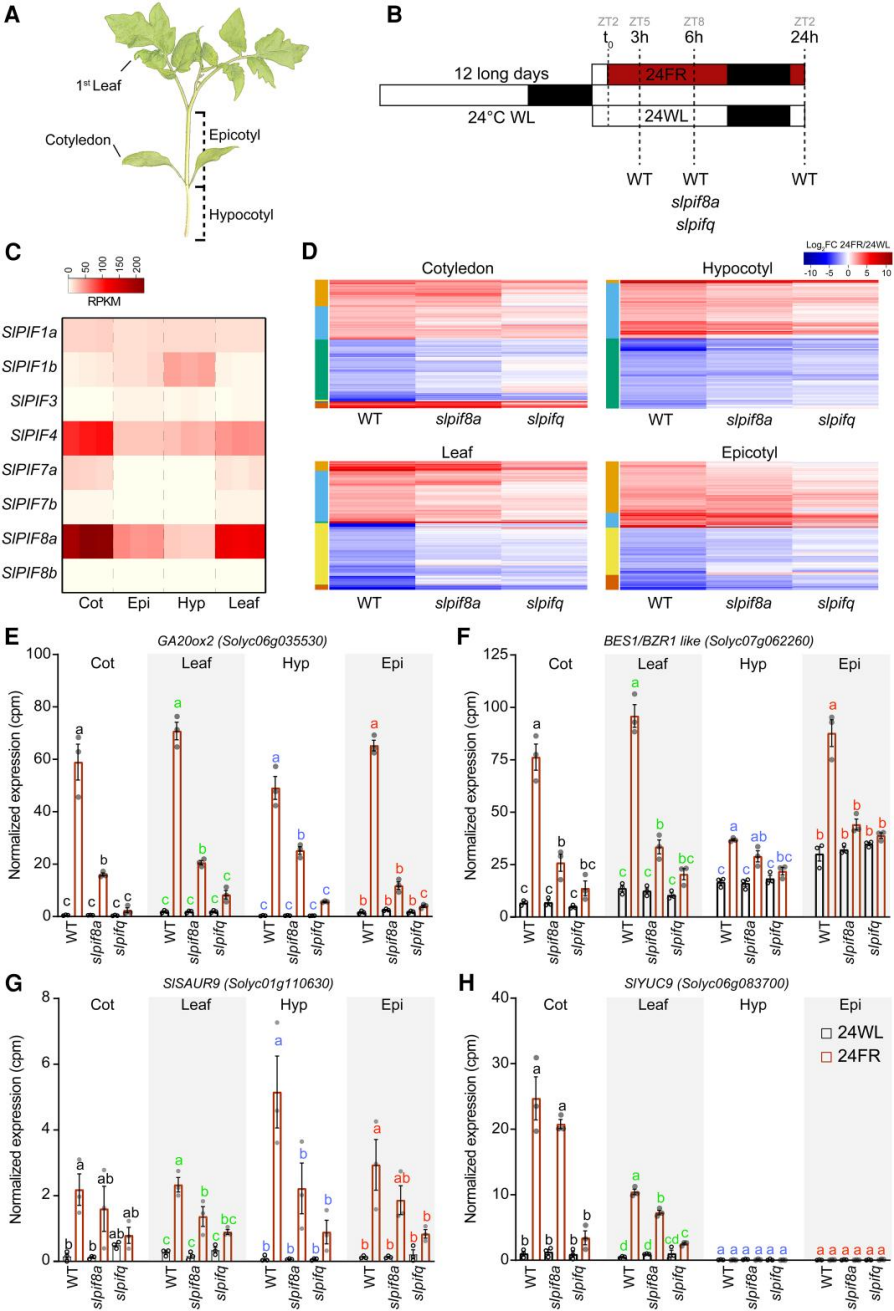
Tomato plants’ response to low R/FR is regulated by SlPIF4, SlPIF7a, SlPIF7b, and SlPIF8a. **A)** A diagram of a tomato seedling; the organs used for the RNA-Seq analysis are highlighted. **B)** A diagram of the experimental setup used for the RNA-Seq experiments. ZT, zeitgeber; *t*_0_, the time at which the FR light was turned on. WT, wild-type. 24WL, LD conditions (16-h light/8-h dark) at 24 °C under white light (∼200 *µ*mol m^−2^ s^−1^). 24FR, LD + 24 °C + white light supplemented with FR light (∼200 *µ*mol m^−2^ s^−1^, R/FR = 0.6). **C)** Tissue-specific expression levels (derived from the RNA-seq data) of tomato *SlPIF* genes in WT seedlings exposed to 5 h of white light (ZT5). The color scale represents the reads per kilobase per million mapped reads. **D)** Tissue-specific expression profiles of differentially expressed genes (FDR < 0.05 and FC > 1 or < −1) in WT, *slpif8a*, and *slpifq* plants at 6 h in 24FR relative to 24WL in WT seedlings. The color scale represents the log2 fold change relative to 24WL. The colors of the column on the left indicate the cluster numbers in each heatmap. Expression levels (derived from the RNA-Seq data) of tomato *GA20ox2* (*Solyc06g035530*, **E**), *BES1/BZR1-like* (*Solyc07g062260*, **F**), *SlSAUR9* (*Solyc01g110630*, **G**), and *SlYUC9* (*Solyc06g083700*, **H**). Data are presented as normalized cpm mapped reads. The average values of 3 biological replicates per condition ± SE are presented. Different letters denote statistical differences (*P* < 0.05) among samples, as assessed by 1-way ANOVA and Tukey's HSD for each organ separately. For **C)** and **D)**, see **Supplementary Data set 1**. In **D)–H)**, the expression levels in the indicated organs of WT, *slpif8a*, and *slpifq* plants grown as described in **B)**, and exposed to 6 h of 24FR or 24WL are presented. In **C**) and **E)–H)**, Cot, cotyledons; Leaf, first leaf; Hyp, hypocotyl; Epi, epicotyl.

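After 6 h, 484 genes were called in WT cotyledons, 251 of them higher in 24FR, together with 326 in the first leaf (153 higher), 717 in the hypocotyl (341 higher) and 395 in the epicotyl (207 higher). The genes named here are the first 2 of each organ in each direction by fitted log2 fold change. Where a group is at the floor this value depends on the prior count, so the order is no ranking by fold. In the cotyledons, *Solyc04g010285* (protein of uncharacterized function) and *Solyc01g066980* (Flowering-promoting factor 1) rose at least 264-fold and at least 86.3-fold, *Solyc08g014000* (lipoxygenase A) fell at least 7.51-fold, and *Solyc09g065100* (bHLH150) fell by 4.49 on the log2 scale. The fall of *Solyc08g014000* rested on single libraries (highest adjusted p 0.0774 in edgeR, without 24FR replicate 1 of WT). In the first leaf, *Solyc02g070430* (gibberellin 2-oxidase 1) and again *Solyc01g066980* rose at least 2.43-fold and at least 8.89-fold, and *Solyc12g088170* (acyl-transferase) and *Solyc12g010020* (leucine aminopeptidase A1) fell by 5.86 and 5.32. The call of *Solyc02g070430* was lost in 1 of the 12 alternatives, over which its adjusted p in edgeR, DESeq2 or limma ran from 4.14e-06 to 0.179. In the hypocotyl, *Solyc08g078840* (Root meristem growth factor 6) and *Solyc01g110790* (SAUR20) rose at least 11.1-fold and at least 53-fold, and *Solyc08g080040* (oxygenase) and *Solyc03g006910* (bHLH019) fell by 4.88 and 4.74. In the epicotyl, *Solyc05g008240* (myb-related protein Hv1) rose at least 21.4-fold and *Solyc10g079320* (glycosyltransferase) by 6.32, and *Solyc08g080040* and *Solyc12g088170* fell by 4.73 and 4.11. A fold given as at least so much is measured against the floor, where the libraries of the lower light lay. Of the alternative analyses, limma on the deposited CPM with a pseudocount of 1 lowered these counts to 390, 262, 563 and 268 in the cotyledons, first leaf, hypocotyl and epicotyl, and a fit to the 6 cotyledon libraries alone gave the lowest count of that organ, 233. The hypocotyl reached its highest count, 891, without a filter on low counts. The libraries were regrouped into all 10 splits of the 6 libraries of each organ into 3 and 3, and only the real one gave this many genes in each of the 4 organs. The highest count of another split was 359 in the cotyledons, whose replicates varied most, and at most 2 in the other organs.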

Next, we plotted all of the genes whose expression levels changed significantly in response to low R/FR, by organ. This revealed that *slpif8a* and *slpifq* suppressed the response to low R/FR in a gradual manner in all organs, reflecting their gradual effect on plant height at low R/FR (Figs. 3A and 4D and Supplementary Data Set 1). This suppression was evident among both genes that are upregulated by low R/FR and genes that are downregulated by low R/FR (Supplementary Fig. S7C). 

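In *slpif8a*, 373, 153, 389 and 367 genes were called between 24FR and 24WL in the cotyledons, first leaf, hypocotyl and epicotyl, and in *slpifq* 386, 48, 198 and 83. Of the genes called in WT, 53.5%, 35.3%, 45.3% and 51.1% were also called in *slpif8a*, and 27.9%, 12.6%, 18.4% and 15.4% in *slpifq*. Calls alone depend on a threshold, so the size of the response was compared as well. For each gene called in WT, the log2 fold change in the mutant was divided by that in WT. The median of this ratio was 0.737 in the cotyledons, 0.564 in the first leaf, 0.673 in the hypocotyl and 0.700 in the epicotyl for *slpif8a*, and 0.403, 0.343, 0.437 and 0.402 for *slpifq* in the same order. The response ran in the order WT, *slpif8a*, *slpifq* from strong to weak for 57.0%, 67.2%, 78.2% and 69.9% of these genes, a share raised by their choice for a change in WT. Averaged over the genes with the sign of the WT change, the 24FR replicates stood at 1.44 ± 0.06 (SD, n = 3) on the log2 scale in WT cotyledons, 1.11 ± 0.07 in *slpif8a* and 0.56 ± 0.11 in *slpifq*. The first leaf gave 1.47 ± 0.04, 0.86 ± 0.02 and 0.52 ± 0.11, the hypocotyl 1.36 ± 0.05, 0.93 ± 0.18 and 0.60 ± 0.13, and the epicotyl 1.30 ± 0.07, 0.96 ± 0.05 and 0.53 ± 0.11. No replicate of a genotype overlapped with those of the next in any organ (exact permutation test, two-sided p = 0.1 for each of the 12 comparisons). Each 24FR replicate is set against the mean 24WL level of its genotype and organ. The SD and the permutation test therefore leave out the spread of the 24WL libraries, and the separation may look clearer than it is. Genes are picked here for a large change in WT, which favours WT, and picking them on 2 WT replicates and reading their change from the replicate left out removed this advantage. In the first leaf, hypocotyl and epicotyl, WT then stayed above *slpif8a* and *slpif8a* above *slpifq* for each replicate left out, among the genes that rise and among those that fall. In the cotyledons, the genes that rise no longer separated WT from *slpif8a*, at 1.37, 1.24 and 1.29 for WT against 1.27, 1.26 and 1.33 for *slpif8a* with replicate 1, 2 and 3 left out. Tested gene by gene over all genes, the interaction with light was called for 30, 12, 13 and 15 genes in *slpif8a* and 880, 54, 234 and 89 genes in *slpifq*, and among the genes called in WT for 15, 11, 12 and 11 and 152, 35, 138 and 58. The response of these WT genes was smaller in the mutant in every case but 1, in the hypocotyl of *slpifq*. When the genotype labels were regrouped at random within each light, 29, 7, 21 and 12 of 100 splits, the real one included, gave as many interaction calls for *slpif8a*, and 15, 10, 9 and 9 of 100 for *slpifq*. Of the 84 splits that moved the labels in both lights, 20, 0, 10 and 1 did for *slpif8a* and 12, 3, 0 and 1 for *slpifq*. The other splits keep the labels of a light, and with them part of the interaction. The count of *slpifq* in the cotyledons depended on the analysis, with 28 genes when the model was fitted to the cotyledon libraries alone, 1 when it was fitted to the 4 compared groups alone and 1134 by the Wald test of DESeq2. With a library left out it ran from 283 (without 24FR replicate 2 of WT) to 2103 (without 24FR replicate 3 of WT). Calls of single genes for this interaction in the cotyledons share this dependence, and the fit to the compared groups alone keeps at most 1 of them. From the heatmaps of these responses the paper concludes that *slpif8a* and *slpifq* suppressed the response in a gradual manner, and it relates this to the gradual effect of the mutations on plant height at low R/FR.

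**Figure D1:**
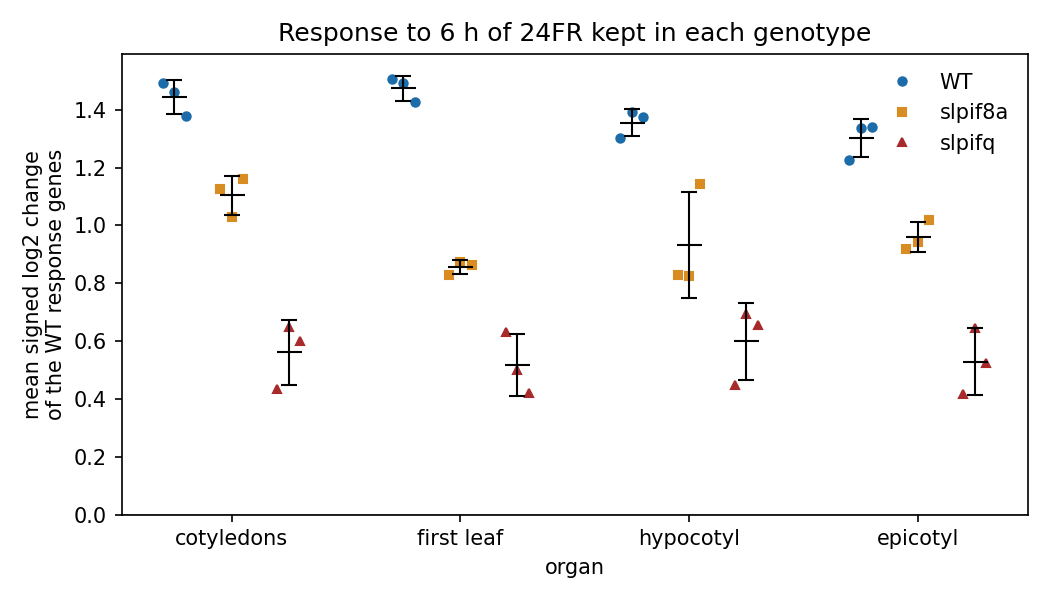
Mean signed log2 change, 24FR against 24WL after 6 h, of the genes called in WT in each organ (vertical axis) by organ (horizontal axis). Each point is a 24FR replicate of WT, *slpif8a* or *slpifq*, and the bars give the mean and the SD (n = 3). Changes are taken against the mean 24WL level of the same genotype and organ, whose spread the bars leave out. In the cotyledons the means fall from 1.44 in WT to 1.11 in *slpif8a* and 0.56 in *slpifq*. Picking the genes on the same WT replicates favours WT. Read from a WT replicate left out of the picking, the rising genes of the cotyledons did not separate WT from *slpif8a*.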

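The first 2 genes of each direction and organ by fitted interaction of *slpifq* with light were these. A positive value means a weaker fall or a stronger rise in *slpifq* than in WT, and no value is given where a group was at the floor. In the cotyledons they were *Solyc02g062490* (oxygenase) and *Solyc02g070040* (ethylene-responsive nuclear protein) (3.35) on the positive side, and *Solyc06g062460* (bHLH136) and *SlGA20ox2* (-4.27) on the negative side. In the first leaf they were *Solyc12g088170* (3.85), *Solyc05g053600* (pleiotropic drug resistance protein) (3.61), *SlGA20ox2* (-3.07) and *SlPIF3* (*Solyc01g102300*, -2.35). In the hypocotyl they were *SlGA2ox9*, *Solyc08g080040* (3.45), *Solyc10g079320* (-5.82) and *Solyc06g035520* (alpha/beta-hydrolase), and in the epicotyl *Solyc08g080040* (3.30), *Solyc12g088170* (2.86), *Solyc10g079320* (-5.23) and *SlGA20ox2* (-4.15). With a library left out, the adjusted p in edgeR rose above the threshold for *Solyc02g070040* (0.105 without 24WL replicate 2 of WT), *Solyc06g062460* (0.119 without 24WL replicate 2 of *slpifq*), *Solyc05g053600* (0.266 without 24FR replicate 3 of *slpifq*), *Solyc06g035520* (0.216 without 24WL replicate 1 of *slpifq*) and, in the epicotyl, *Solyc10g079320* (0.207 without 24WL replicate 2 of *slpifq*).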

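Among the genes that rose in WT, the median ratio of the mutant's log2 fold change to that of WT was 0.925, 0.741, 0.711 and 0.824 for *slpif8a* in the cotyledons, first leaf, hypocotyl and epicotyl, and 0.523, 0.393, 0.417 and 0.451 for *slpifq*. Among the genes that fell, it was 0.602, 0.411, 0.649 and 0.600 for *slpif8a* and 0.265, 0.291, 0.446 and 0.361 for *slpifq*. The replicates of the 3 genotypes did not overlap for either set in any organ (exact permutation test, two-sided p = 0.1), apart from the genes that fell in the first leaf, where *slpif8a* stood at 0.65 ± 0.03 and *slpifq* at 0.46 ± 0.22 (SD, n = 3; exact permutation test, two-sided p = 0.4). In the cotyledons the genes that fell were not stable between WT replicates. The 526 genes called on the first 2 replicates showed a mean change of 0.00 on the log2 scale in the replicate left out, replicate 3, against 0.65 in *slpif8a*. With replicate 1 or 2 left out instead, 185 and 192 genes were called, and the WT change read from the replicate left out was 1.19 and 1.21, against 0.86 and 0.87 in *slpif8a*.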

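*EXPANSIN A11* (EXPA11, *Solyc04g081870*) rose in WT from 40.3 ± 5.54 to 132 ± 47.9 CPM in the cotyledons, from 38.9 ± 4.05 to 103 ± 18.6 CPM in the first leaf, from 42.3 ± 5.97 to 225 ± 32.2 CPM in the hypocotyl, and from 48.3 ± 10.2 to 142 ± 31.8 CPM in the epicotyl (SD, n = 3). In *slpifq* it reached 56.7 ± 24.3, 63.9 ± 22.4, 80.1 ± 14.3 and 89.2 ± 13.4 CPM in 24FR. Its log2 fold change in 24FR was 1.71, 1.41, 2.41 and 1.55 in WT and 0.45, 0.73, 1.17 and 1.04 in *slpifq*. The interaction with light was called in the cotyledons (-1.26, adjusted p = 0.0236 in edgeR) and in the hypocotyl (-1.24, adjusted p = 0.0475), but not in the first leaf (adjusted p = 0.666) or the epicotyl (adjusted p = 0.777). Both calls rested on single libraries, and the adjusted p of edgeR rose to 0.121 in the cotyledons without 24FR replicate 1 of WT and to 0.136 in the hypocotyl without 24FR replicate 1 of WT. The level of *EXPA11* in 24FR was called lower in *slpifq* than in WT in the hypocotyl (-1.49, adjusted p = 1.51e-05 in edgeR), also with any library left out. It was called lower in the cotyledons too (-1.22, adjusted p = 0.000507 in edgeR), where leaving out 2 of the 6 libraries lost the call. Neither the first leaf nor the epicotyl gave such a call. *XTH16/BR1* (*Solyc09g092520*) was called in WT in every organ, with log2 fold changes of 1.86, 1.50, 2.59 and 2.41. The call in the first leaf depended on single libraries (highest adjusted p 0.132 in edgeR, without 24WL replicate 3 of WT). In *slpifq* its log2 fold change was 1.98, 0.79, 1.84 and 1.43. In the cotyledons the fitted value was not below that of WT, with an interaction of 0.13. The sign of this interaction was not stable, since limma with a pseudocount of 1 gave -0.26 and single libraries left out also changed it. The interaction was called in no organ, and the lowest adjusted p in edgeR was 0.775. In 24FR itself, *XTH16/BR1* was lower in *slpifq* than in WT in the hypocotyl (-1.49, adjusted p = 0.0238 in edgeR) and the epicotyl (-1.47, adjusted p = 0.0392), calls that single libraries decided (highest adjusted p in edgeR 0.147 without 24FR replicate 1 of *slpifq* and 0.190 without 24FR replicate 1 of *slpifq*).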

Among the genes found to be regulated by low R/FR and to be expressed in an SlPIFs-dependent manner were the cell wall-modifying genes *EXPANSIN A11* (EXPA11, Solyc04g081870) and *XYLOGLUCAN ENDOTRANSGLUCOSYLASE/HYDROLASE* (*XTH16/BR1*, *Solyc09g092520*) (Supplementary Fig. S8), which have also been shown to be regulated in tomato by a brassinosteroid (Koka et al. 2000). 

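Of the hormone-related genes, *SlGA20ox2* (*Solyc06g035530*) rose from 0.507 ± 0.171 to 58.8 ± 11.9 CPM in WT cotyledons, from 1.88 ± 0.494 to 70.9 ± 5.84 CPM in the first leaf, from 0.333 ± 0.154 to 49.1 ± 7.63 CPM in the hypocotyl, and from 1.65 ± 0.515 to 65.6 ± 3.56 CPM in the epicotyl (SD, n = 3). In 24FR it reached only 16.0 ± 1.03, 20.6 ± 1.42, 25.2 ± 2.51 and 11.9 ± 2.46 CPM in *slpif8a* and 2.37 ± 1.61, 8.35 ± 2.83, 5.64 ± 0.265 and 3.96 ± 0.771 CPM in *slpifq*. The interaction of *slpifq* with light was -4.27, -3.07, -2.98 and -4.15 on the log2 scale, with adjusted p of 1.83e-05, 2.79e-07, 0.000519 and 9.37e-12 in edgeR, and that of *slpif8a* was called in the first leaf (-1.74) and the epicotyl (-3.07). *BES1/BZR1-like* (*Solyc07g062260*) rose by 3.48, 2.81, 1.15 and 1.54 on the log2 scale in WT, and the interaction of *slpifq* was called in the cotyledons (-1.98), first leaf (-1.85) and epicotyl (-1.39), and not in the hypocotyl (-0.89, adjusted p = 0.129 in edgeR). *SlSAUR19* (*Solyc01g110630*, labelled *SlSAUR9* in the legend of Fig. 4) rose by 3.93, 3.08, 5.80 and 4.48, and the interaction of *slpifq* was called in the cotyledons (-3.26, adjusted p = 0.0492 in edgeR). *CKX5* (*Solyc04g016430*) rose by 1.98, 1.43, 1.66 and 1.31 in WT and changed by 0.04, -0.05, 0.17 and -0.21 in *slpifq*, a difference called in the cotyledons (adjusted p = 0.00526 in edgeR). *SlGA2ox9* (*Solyc10g007570*) fell in WT by 2.63 in the cotyledons, 2.15 in the first leaf and 2.70 in the epicotyl, and at least 11.6-fold in the hypocotyl, where 24FR was at the floor. Its interaction with *slpifq* was called in the hypocotyl (adjusted p = 0.00596 in edgeR, 0.000376 to 0.316 over the alternatives) and not in the epicotyl (adjusted p = 0.0898 in edgeR), where 6 of the 12 alternatives called it (0.0210 to 0.588). *BAS1* (*Solyc12g006860*) rose in WT cotyledons (3.08), first leaf (1.57) and hypocotyl (1.77) but not in the epicotyl (-0.12, adjusted p = 0.903 in edgeR), and no interaction of *BAS1* was called. Over the alternatives the adjusted p of its interaction with *slpifq* in the cotyledons ran from 0.00575, with limma and a pseudocount of 1, the only call, to 0.475. *ACO3* (*Solyc07g049550*) was called in WT in the hypocotyl only (1.86), where the interaction of *slpifq* was -1.65 (adjusted p = 0.00381 in edgeR). *ACS3* (*Solyc02g091990*) and *NCED3* (*Solyc05g053530*) stayed under the filter and were read from a fit without it. *ACS3* was called in WT in every organ, reaching 3.32 ± 0.548 CPM in the first leaf. *NCED3* was called in WT in every organ but the hypocotyl, and rose at least 30-fold in the epicotyl, from 0.0272 ± 0.0260, at the floor, to 2.67 ± 0.410 CPM. No interaction was called for either gene in edgeR without the filter. Over the alternatives in edgeR, DESeq2 or limma, the adjusted p for *NCED3* ran from 1.89e-13 to 0.153 for *slpif8a* in the epicotyl, and for *slpifq* from 0.0184 to 1 in the cotyledons, 0.0243 to 1 in the first leaf and 8.38e-14 to 0.245 in the epicotyl. Limma on the deposited CPM with a pseudocount of 1 called each of these, and the likelihood ratio test on the genes of the deposited table called those of the epicotyl. In the cotyledons, most calls of the *slpifq* interaction were lost in a fit to the compared groups alone, which called almost no gene there. Single libraries decided some of the calls of the hormone-related genes. The adjusted p in edgeR rose to 0.266 without 24WL replicate 2 of *slpif8a* for the interaction of *SlGA20ox2* with *slpif8a* in the first leaf, to 0.115 without 24FR replicate 1 of WT for that of *SlSAUR19* with *slpifq* in the cotyledons, to 0.0623 without 24WL replicate 2 of WT and to 0.0665 without 24WL replicate 2 of WT for the rise of *BAS1* in the first leaf and hypocotyl, and to 0.0829 without 24WL replicate 2 of WT for the rise of *CKX5* in the epicotyl. Over the 12 of these genes and the *ATHB2* and cell wall genes that passed the filter, the interaction of *slpifq* had an adjusted p under 0.05 for 7, 4, 5 and 3 over all genes tested and for 10, 9, 8 and 7 adjusted over the list alone. The study picked these genes on the same libraries, so the latter is not independent evidence.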

A similar pattern was also found for the hormone-related genes gibberellin (GA) biosynthetic gene *GA 20-oxidase 2* (*SlGA20ox2, Solyc06g035530*), GA-catabolic gene *GA 2-oxidases 9* (*SlGA2ox9, Solyc10g007570*), the brassinosteroid (BR) biosynthetic genes *PHYB ACTIVATION TAGGED SUPPRESSOR 1* (*BAS1, Solyc12g006860*) and BR signaling transcription factor *BES1/BZR1-like* (*Solyc07g062260*), the ethylene biosynthetic genes 1-AMINOCYCLOPROPANE-1-CARBOXYLATESYNTHASE 3 (*ACS3*, *Solyc02g091990*) and *1-aminocyclopropane-1-carboxylate oxidase 3* (*ACO3, Solyc07g049550*), the cytokinin (CK) catabolic gene *CK OXIDASE 5* (*CKX5*, *Solyc04g016430*), the abscisic acid biosynthetic (ABA) gene *NINE-CIS-EPOXYCAROTENOID DIOXYGENASE 3* (*NCED3*, *Solyc05g053530*), and the auxin-response gene *SlSAUR19* (*Solyc01g110630*) (Fig. 4, E–G and Supplementary Fig. S9). The auxin biosynthetic gene *SlYUC9* (*Solyc06g083700*) was expressed only in the cotyledons and the first leaf, and its expression was also dependent on SlPIFs (Fig. 4H). 

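*SlYUC9* rose in WT cotyledons from 0.988 ± 0.615 to 24.7 ± 5.72 CPM after 6 h of 24FR, in *slpif8a* from 1.26 ± 0.692 to 20.7 ± 1.27 CPM, and in *slpifq* from 0.903 ± 0.759 to 3.41 ± 1.84 CPM (SD, n = 3). In the first leaf it rose from 0.479 ± 0.146 to 10.4 ± 0.710, from 0.942 ± 0.0656 to 7.30 ± 0.590 and from 1.01 ± 0.917 to 2.50 ± 0.270 CPM in the same genotypes. The log2 fold changes were 4.58, 4.08 and 1.85 in the cotyledons, and 4.41, 2.95 and 1.37 in the first leaf. The interaction of *slpifq* with light was -2.74 in the cotyledons (adjusted p = 0.0205 in edgeR) and -3.05 in the first leaf (adjusted p = 0.0672), and the interaction of *slpif8a* was called in neither organ. The call in the cotyledons rested on single libraries, as the adjusted p in edgeR rose to 0.172 without 24WL replicate 2 of *slpifq*. In the hypocotyl and the epicotyl no library of any genotype held more than 0.204 CPM of *SlYUC9*, near the floor, so a response there was not detectable at this depth.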

On a global scale, Gene Ontology (GO) analysis of the genes regulated by low R/FR and SlPIFs revealed common categories across all organs, including auxin response, GA response, and flavonoid biosynthesis (Supplementary Fig. 10).

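The genes regulated by both low R/FR and SlPIFs were taken, as in Supplementary Fig. S10, as the overlap of the genes called between 24FR and 24WL in WT with the genes called between *slpifq* and WT in 24FR. The latter numbered 350, 116, 363 and 179 in the cotyledons, first leaf, hypocotyl and epicotyl, and the overlap held 193, 94, 247 and 129 genes, where 9.70, 2.17, 14.9 and 4.05 would be shared by chance (Fisher's exact test, two-sided, odds ratios of 70.9, 315, 75.1 and 164 and p = 3.47e-218, 2.75e-146, 2.23e-267 and 1.64e-178). Every shared gene had opposite signs in the comparisons, that is, its level in *slpifq* was shifted back toward that of WT in 24WL. The lists share the WT libraries in 24FR, which alone makes the changes run opposite. In 20 simulations in which *slpifq* was drawn without any difference from WT, no gene was called, and the correlation across genes of the log2 changes had a median of -0.23, -0.25, -0.22 and -0.25, against -0.61, -0.72, -0.73 and -0.67 observed. Genes are not independent replicates, so these values describe the libraries only. In the cotyledons another split of the same libraries gave 298 genes for *slpifq* against WT in 24FR, more than any simulation. The simulations may therefore be too quiet to set a chance level in that organ. With the WT genes taken instead from the 3 and 24 h libraries, which share no sample with *slpifq* or its control, the overlap held 130, 73, 189 and 121 genes (odds ratios of 26.1, 248, 31.6 and 38.5), and without the fold-change minimum the odds ratios fell to 5.85, 34.1, 13.2 and 44.7. The tomato genes that the paper's table lists under response to auxin were followed in these data, since the files hold no annotation of all tested genes from which an enrichment could be computed. Of those tested, 14 of 17, 8 of 8, 21 of 24 and 13 of 14 rose in WT in 24FR, with median log2 fold changes of 2.65, 3.01, 3.14 and 3.05 in WT and 0.89, 1.33, 1.50 and 1.30 in *slpifq*. Every one of them responded less in *slpifq*, and the interaction was called for 8, 3, 6 and 4. Those calls in the cotyledons were mostly lost in a fit to the compared groups alone. Under response to gibberellin, 4 of 5, 3 of 3, 7 of 7 and 4 of 5 rose, with medians of 3.36, 5.21, 2.86 and 2.37 in WT and 2.31, 1.52, 0.57 and 0.77 in *slpifq*. The paper's own FDR for this term was 0.122, 0.367, 0.032 and 0.143, and for response to auxin 0.000556, 0.0125, 9.72e-05 and 1.99e-05. The lists were drawn from genes already called in both comparisons, so the direction of a list is a description and not a test.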

Interestingly, a previous study found that the photosynthesis- and flavonoid-related genes are overrepresented (mainly downregulated) during tomato's response to low R/FR (Cagnola et al. 2012). However, our study only found the flavonoid-related genes to be overrepresented (Supplementary Fig. 10). This suggests that while SlPIFs regulate flavonoid-related genes, genes related to photosynthesis are regulated by low R/FR in an SlPIF-independent manner.

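Of the tested genes that the paper's table lists under flavonoid biosynthetic process, 12 of 13, 5 of 5, 10 of 11 and 8 of 9 fell in WT in 24FR in the cotyledons, first leaf, hypocotyl and epicotyl. Their median log2 fold change was -2.31, -3.45, -2.72 and -2.30 in WT and -0.96, -1.66, -1.25 and -0.91 in *slpifq*, and the interaction was called for 10, 3, 8 and 8 of them. The calls in the cotyledons were mostly lost in a fit to the compared groups alone, which called almost no gene for this interaction. *Solyc05g053550*, annotated as chalcone synthase 2, fell by 2.38 in the cotyledons, by 3.46 in the hypocotyl and by 2.26 in the epicotyl of WT. In *slpifq* it fell by 1.57, by 1.58 and by 0.91, with adjusted p of the interaction in edgeR of 0.0263, 2.86e-07 and 0.000187. *Solyc03g025190*, annotated as an anthocyanin permease, was listed in all 4 organs and fell by 3.49, by 3.45, by 2.53 and by 2.61 in WT, and the interaction of *slpifq* was called in each. The exception was *Solyc10g079320*, a predicted glycosyltransferase that rose by 3.94 in the cotyledons, 6.50 in the hypocotyl and 6.32 in the epicotyl.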

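The response over time was sequenced in WT only, in the cotyledons, first leaf, hypocotyl and epicotyl after 3, 6 and 24 h in 24WL or 24FR, with 3 biological replicates each. Of these 72 libraries, the 24 of 6 h are the WT libraries of the comparison between genotypes, and their counts are identical in both tables that the authors deposited. A median of 24522336 and at most 32898950 reads per library were counted on genes, the lowest total was that of the genotype experiment, and the floor stood at 0.071 to 0.209 CPM. Normalization, filter and test were applied anew to these libraries, which left 17469 genes, and the model had a mean for each organ, light and time. At 3 h, 224, 123, 245 and 125 genes were called between 24FR and 24WL in the cotyledons, first leaf, hypocotyl and epicotyl, at 6 h 538, 392, 780 and 439, and at 24 h 448, 197, 739 and 1212. In the epicotyl at 24 h, 757 of the 1212 genes fell. Of the alternatives, a fit to the compared groups alone took the count of the cotyledons to 111 at 3 h and 235 at 6 h, and limma on the deposited CPM with a pseudocount of 1 took that of the epicotyl at 24 h to 743. Whether organs responded differently was tested as the difference between their log2 fold changes at the same time, called at an adjusted p under 0.05.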

To assess the similarity of the responses that occur in the cotyledons and the first leaf, as well as the similarity of the responses that occur in the hypocotyl and the epicotyl, we examined the genes that responded to low R/FR at least once and in at least one of these organs. This analysis revealed that the overall response in the cotyledons is very similar to the response in the first leaf (Fig. 5, A and C and Supplementary Data Set 2). 

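In at least 1 of the 3 times, 824 genes were called in the cotyledons and 465 in the first leaf, and 356 were called in both organs, all of them in the same direction. By chance 21.9 would be shared (Fisher's exact test, odds ratio 115). The shared genes made up 43.2% of those of the cotyledons and 76.6% of those of the first leaf. Without the fold-change minimum the odds ratio was 7.97, the lowest among the alternatives. Across the 17469 genes, the log2 fold changes of the pair had a Pearson r of 0.516 at 3 h, 0.702 at 6 h and 0.661 at 24 h, and a Spearman rho of 0.426, 0.616 and 0.529. These are correlations across genes, which are not independent replicates, and the values of the other organ pairs, hypocotyl and epicotyl aside, were between 0.286 and 0.573 (Pearson). The difference between the organs was called for 28 genes at 3 h, 34 at 6 h and 305 at 24 h. As many were called in 24, 49 and 14 of 100 splits, the real one included, in which the light labels of each organ were regrouped at random. Most such splits mix the lights within a group and widen its spread, so they do not calibrate the difference. Among the genes called in either organ, those called for the difference were 5.95%, 4.17% and 13.9%. Of the 284 genes called in the cotyledons alone at 24 h, 48 were called for the difference, and of the 33 called in the first leaf alone none was (12 at an unadjusted p under 0.05), so most genes called in a single organ were not shown to differ between them.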

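In the hypocotyl 1230 genes were called at 3, 6 or 24 h, and in the epicotyl 1408. Both organs shared 620 of them, 50.4% of the hypocotyl's and 44% of the epicotyl's, against 99.1 by chance (Fisher's exact test, odds ratio 19.9). With the calls of the 3 times pooled, the direction was the same for 598 of the shared genes and opposite for 22. Among the genes called in both organs at the same time, 0 were opposite at 3 h, 0 at 6 h and 1 at 24 h. Taken time by time, the odds ratio was 134 at 3 h, 68.9 at 6 h and 16.9 at 24 h, and it fell to 3.83 without the fold-change minimum. The log2 fold changes of these organs had a Pearson r across genes of 0.482, 0.723 and 0.604 at 3, 6 and 24 h, and a Spearman rho of 0.369, 0.702 and 0.574.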

At first glance, the overall response in the hypocotyl also seems similar to the response in the epicotyl (Fig. 5, B and D and Supplementary Data Set 2). However, upon comparing the GO categories for these 2 organs, we found that the epicotyl is exclusively enriched in categories related to the cell cycle and cell cytokinesis, whereas the hypocotyl shows enrichment in categories related to cell expansion, which were not found in the epicotyl (Supplementary Data Set 3). Therefore, we screened the differentially expressed genes in each organ, focusing on those associated with the cell cycle, cell cytokinesis, and cell expansion, and plotted their expression during the response to low R/FR in the hypocotyl, epicotyl, and first leaf, as a control (Fig. 5, E–G). 

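The difference between the log2 fold changes of the hypocotyl and the epicotyl was called for 30 genes at 3 h, 208 at 6 h and 4443 at 24 h. Among 100 random splits of the light labels, the real one included, 12, 14 and 9 gave as many, and of the 84 that changed the labels of both organs, 0, 2 and 0 did. Changed labels mix the lights within a group and widen its spread, so these splits do not calibrate the difference between organs. Of the 4443 genes called at 24 h, 2482 had the higher log2 fold change in the epicotyl and 1961 in the hypocotyl, and 626 differed by more than 1 on the log2 scale. They included 801 of the 1598 genes called in either organ at 24 h (50.1%), against 13.2% at 6 h and 4.03% at 3 h. Of the genes called at 24 h in the epicotyl alone, 528 of 859 were called for the difference, and of those called in the hypocotyl alone, 182 of 386. A fit to the 4 groups compared, without the other organs and times, called 6257 genes at 24 h, the largest count among the alternatives. By fitted value, the first 2 differences toward the epicotyl were those of *Solyc07g016215* (organ specific protein) and *Solyc09g084440* (proteinase inhibitor), at 4.05 and 3.42 on the log2 scale, and the first 2 toward the hypocotyl those of *Solyc12g041960* (O-methyltransferase), with a group at the floor, and *Solyc09g082660* (caffeoyl-CoA O-methyltransferase), at -4.89. The difference of *Solyc12g041960* was no longer called with a library left out (highest adjusted p 0.206 in edgeR). The enrichment of GO categories was not recomputed, since the files hold no annotation of all tested genes to serve as a background.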

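The 5 cell cycle genes followed in Fig. 5 were *CYCLIN B1* (*Solyc01g009040*), *CYCLIN B2* (*Solyc02g082820*), *CYCLIN B2;7* (*Solyc03g032190*), *CYCLIN B2;4* (*Solyc04g082430*) and *CYCLIN A1* (*Solyc11g005090*). *CYCLIN B2* stood at 20.7 ± 0.830 CPM in the epicotyl after 24 h of 24WL and at 48.7 ± 3.18 CPM after 24 h of 24FR (SD, n = 3), a log2 fold change of 1.24 (standard error 0.17, adjusted p = 1.77e-08 in edgeR). In the hypocotyl it stood at 9.35 ± 0.489 and 11.8 ± 1.05 CPM, a log2 fold change of 0.33 (adjusted p = 0.161 in edgeR). The other *CYCLIN* genes rose in the epicotyl by 0.97, 1.19, 1.05 and 0.76 in the order above. The 5 genes of cytokinesis were *TANGLED1* (*Solyc01g099270*), *KINESIN* (*Solyc01g108670*), *MAPS3* (*Solyc03g007130*), *KINESIN-like NACK1* (*Solyc07g042560*) and *KIN12B* (*Solyc09g097860*). *KINESIN* rose from 77.1 ± 1.31 to 158 ± 11.4 CPM in the epicotyl at 24 h and stood at 46.5 ± 2.84 and 57.4 ± 4.27 CPM in the hypocotyl. The log2 fold changes of the cytokinesis genes in the epicotyl were 1.13, 1.04, 1.21, 1.16 and 1.08. All 10 genes had an adjusted p in edgeR of at most 1.27e-05 in the epicotyl at 24 h, and 8 of them passed the fold-change minimum. In the hypocotyl their log2 fold changes at 24 h lay between 0.08 and 0.42, and *CYCLIN B2;4* alone had an adjusted p under 0.05 (0.0388 in edgeR). In the cotyledons and the first leaf, and in every organ at 3 and 6 h, none of the 10 genes was called. The difference between epicotyl and hypocotyl at 24 h was called for each of the 10 genes, at 0.62 to 0.91 on the log2 scale, with adjusted p in edgeR from 0.000819 to 0.0352 over all genes, and all 10 were also called when adjusted over the list alone. The study picked these genes on the same libraries, so this is not independent evidence. For *CYCLIN B2;4*, *CYCLIN A1* and *KINESIN*, the adjusted p of this difference in edgeR rose to 0.0822 without 24FR replicate 3 of the hypocotyl, to 0.0691 without 24WL replicate 2 of the hypocotyl and to 0.0823 without 24FR replicate 3 of the hypocotyl.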

We observed that *CYCLIN* genes, which regulate the cell cycle, and *KINESIN* genes, which are associated with cell division, were specifically upregulated in the epicotyl. In contrast, genes such as *EXPA2, EXPA5, XTH1,* and *XTH33*, which are associated with cell elongation, were specifically upregulated in the hypocotyl (Fig. 5, E–G). These observations suggest that the elongation of the tomato shoot in response to low R/FR occurs through 2 distinct mechanisms: cell elongation in the hypocotyl and cell division in the epicotyl.

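*EXPA5* (*Solyc02g088100*) rose in the hypocotyl from 113 ± 20.2 to 418 ± 29.2 CPM at 6 h and from 91.9 ± 14.9 to 330.1 ± 15.1 CPM at 24 h (SD, n = 3), log2 fold changes of 1.89 and 1.84. In the epicotyl it stood at 205 ± 23.4 and 209 ± 13.1 CPM at 24 h, and the difference between the organs was -1.35 at 6 h (adjusted p = 2.11e-05 in edgeR) and -1.82 at 24 h (adjusted p = 1.68e-09). *XTH33* (*Solyc05g005680*) rose in the hypocotyl from 49.4 ± 17.5 to 169 ± 46.0 CPM at 6 h, and the difference from the epicotyl was -1.95 (adjusted p = 6.34e-06 in edgeR). At 24 h it was -0.83 (adjusted p = 0.0175 in edgeR), which rose to 0.117 without 24WL replicate 3 of the epicotyl. *XTH1* (*Solyc01g099630*) rose in the hypocotyl by 0.52, 0.88 and 1.25 on the log2 scale at 3, 6 and 24 h, to 1793 ± 115 CPM, and in the epicotyl by 0.51 at 24 h (adjusted p = 0.000823 in edgeR). The organs differed by -0.74 at 24 h (adjusted p = 0.00197 in edgeR). *EXPA2* (*Solyc06g049050*) rose in the hypocotyl by 1.20 at 6 h and 1.16 at 24 h, and the difference from the epicotyl was not significant, at -1.02 (adjusted p = 0.353 in edgeR) and -0.82 (adjusted p = 0.135). For the gene listed as EXPA like 1 (*Solyc01g112000*) it was not significant either (adjusted p = 0.843 and 0.274 in edgeR), and leaving out 24FR replicate 3 of the hypocotyl raised the adjusted p of its rise in the hypocotyl at 24 h from 0.0188 to 0.276. In the cotyledons *XTH33* was called at 6 h (1.93, adjusted p = 0.00711 in edgeR). In the cotyledons and the first leaf *EXPA5* and *XTH1* also rose at 24 h, by 0.91 and 0.87 in the cotyledons (adjusted p = 4.91e-06 and 1.08e-06 in edgeR) and by 0.85 and 0.43 in the first leaf (adjusted p = 5.58e-05 and 0.0351). The difference between epicotyl and hypocotyl at 24 h had an adjusted p under 0.05 for 3 of the 5 expansion genes over all genes tested and for 3 adjusted over the list alone, and at 6 h for 2 and 4, on the libraries the genes were picked from.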

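Averaged over the genes of each list, the log2 change of the 24FR replicates at 24 h was 1.09 ± 0.09 (SD, n = 3) in the epicotyl and 0.29 ± 0.09 in the hypocotyl for cytokinesis, and 1.02 ± 0.08 and 0.23 ± 0.12 for the cell cycle. The cotyledons gave 0.20 ± 0.02 and 0.26 ± 0.12 for these lists and the first leaf -0.24 ± 0.25 and -0.21 ± 0.22. For cell expansion, the hypocotyl stood at 1.46 ± 0.14 at 6 h and 1.24 ± 0.12 at 24 h, and the epicotyl at 0.30 ± 0.02 and 0.25 ± 0.13. The same list rose in the cotyledons by 0.48 ± 0.12 and 0.45 ± 0.07 and in the first leaf by 0.28 ± 0.09 and 0.25 ± 0.07. In each of these contrasts between hypocotyl and epicotyl the replicates did not overlap (exact permutation test, two-sided p = 0.1). Each 24FR replicate is set against the mean of the 24WL libraries of its organ and time, whose spread the SD and this test leave out. The paper reasons from the *CYCLIN* and *KINESIN* genes in the epicotyl and the *EXPA* and *XTH* genes in the hypocotyl, and proposes that the shoot elongates through cell division in the epicotyl and cell elongation in the hypocotyl. The libraries measure transcripts of whole organs, and neither cell number nor cell length is part of them.

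**Figure D2:**
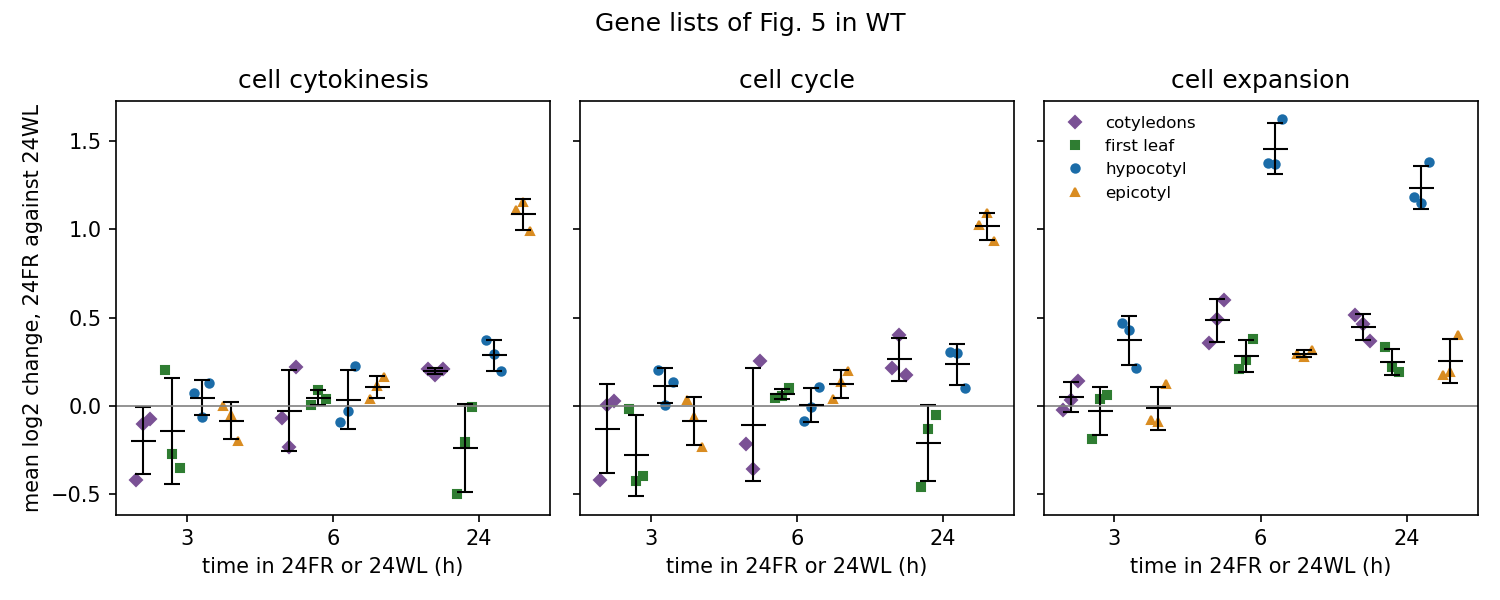
Mean log2 change, 24FR against 24WL, of the genes of cell cytokinesis, the cell cycle and cell expansion in WT (vertical axis) after 3, 6 and 24 h (horizontal axis). Each point is a 24FR replicate of an organ, and the bars give the mean and the SD (n = 3). Changes are taken against the mean 24WL level of the same organ and time, whose spread the bars leave out. At 24 h the epicotyl lies apart for cytokinesis, at 1.09, and the hypocotyl for cell expansion, at 1.24.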

**Figure 5.**
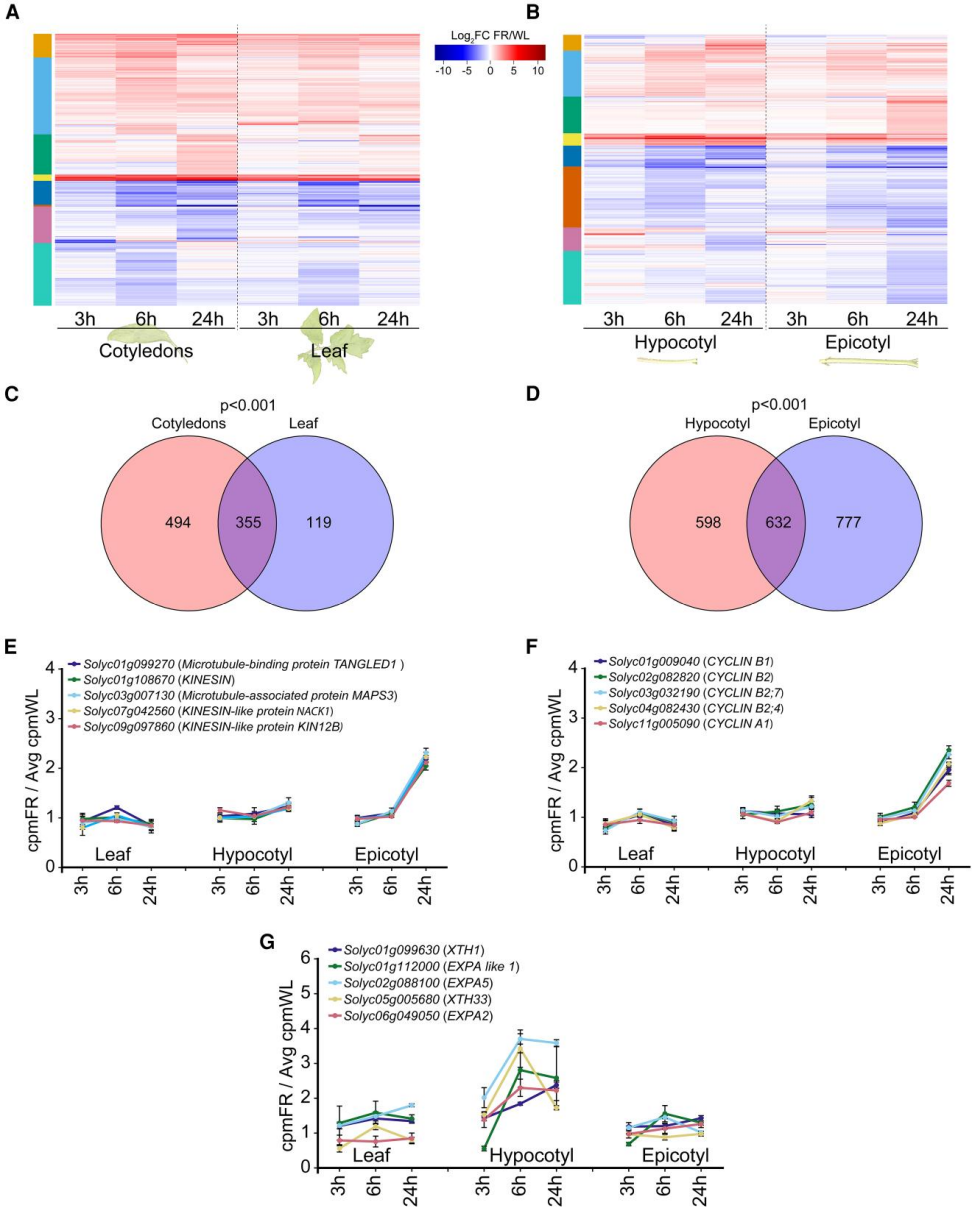
Response to low R/FR across the cotyledons and the first leaf and across the hypocotyl and the epicotyl. Expression profiles of genes differentially expressed in the cotyledons or the first leaf (24FR relative to 24WL, FC > 1 or < −1, FDR < 0.05) of WT plants **(A)** and in the hypocotyl or epicotyl **(B)** at at least 1 time point. For a list of genes in each organ and at each time point, see **Supplementary Data Set 2**. The color scale represents the log2 fold change relative to 24WL at the indicated time. The colors of the column on the left indicate the cluster numbers in each heatmap. Venn diagram comparing the genes expressed differentially at 24FR, at at least 1 time point, in the cotyledons as compared to the first leaf **(C)** and the hypocotyl as compared to the epicotyl **(D)**. The number of genes in each group is presented. Fisher's exact test was used to test for overrepresented gene overlap. For a list of genes in each group, see **Supplementary Data Set 2**. Relative expression at the indicated time point (cpm at 24FR/average cpm at 24WL), derived from RNA-seq data, for genes associated with **E)** cell cytokinesis, **F)** the cell cycle, and **G)** cell expansion in the first leaf, hypocotyl, and epicotyl. In **A)–G)** 24WL, LD conditions (16-h light/8-h dark) at 24 °C under white light (∼200 *µ*mol m^−2^ s^−1^) and 24FR, LD + 24 °C + white light supplemented with FR light (∼200 *µ*mol m^−2^ s^−1^, R/FR = 0.6).

Altogether, the results we present suggest that, as in Arabidopsis, in response to low R/FR, auxin is produced and accumulates in the tomato cotyledons and the leaves, from which it is most likely transported to the hypocotyl and the epicotyl, respectively, to promote elongation (Tao et al. 2008; Kozuka et al. 2010; Procko et al. 2014; Procko et al. 2016). Unlike Arabidopsis, in tomato, among all of the *SlPIF* genes, *SlPIF8a* was the most highly expressed in the cotyledons and first leaf. In addition, under the growth conditions used in this study, SlPIF8a is the main PIF regulating the response to low R/FR, while SlPIF4, SlPIF7a, and SlPIF7b play minor and redundant roles. In addition, we show that, like the hypocotyl and the epicotyl, the cotyledons and the first leaf exhibit overall similar responses to low R/FR, with the exception of cell division-associated genes, which are exclusively upregulated in the epicotyl, and cell elongation genes, which are exclusively upregulated in the hypocotyl.

## Discussion

Plants evolve to respond to their neighbors, to adapt to their local environment and better cope with population density. This response is initiated when the R/FR ratio drops below 1, triggering the photoconversion of phyB into its inactive form. PIF transcription factors have been shown to be the major factors that mediate the low R/FR response downstream of phyB. Using CRISPR–Cas9, we generated a set of mutants in the tomato *SlPIF* family, to reveal the roles of different SIPIFs in the response to low R/FR, study their activity hierarchy, and test their redundancy.

By studying the roles of tomato SlPIFs under low R/FR conditions and in the context of thermomorphogenesis responses, we revealed that, unlike in Arabidopsis, PIF8 plays a key role in regulating tomato's response to low R/FR. We identified SlPIF8a as a major player in mediating the low R/FR response in tomato under our growth conditions, while SlPIF4, SlPIF7a, and SlPIF7b play more subtle roles in this response. Surprisingly, under our white-light growth conditions, the phyB-PIF module in tomato is not required to promote the elongation response to warm ambient temperatures (Fig. 1, F and G and Supplementary Fig. S3). However, it is possible that, in tomato, other phytochromes and SlPIFs not examined in this study, such as homologs of phyA, PIF1, or PIF3, may also contribute to this response. Additionally, under different conditions, the phyB-PIF module may play a role in tomato response to warm temperatures. For example, Zhu et al. (2024) showed a loss of temperature responsiveness in *phyB1B2* and *slpif4* mutant seedlings, Rosado et al. (2019) showed a loss of temperature responsiveness in *SlPIF4*-silenced seedlings, and Sun et al. (2020) described shorter hypocotyls of *slpif4* mutant seedlings under white-light and shade conditions. The differences between our results and previous reports could be due to differences in growth conditions (such as light, humidity, and seedling stages), as well as the type of growing media (media plates versus soil) used in the different studies. Indeed, when we grew the *slpif4* line reported by Sun et al. (2020) under our growing conditions, we did not observe any change in hypocotyl length. Similarly, Wang et al. (2020) found no difference in tomato hypocotyl length in the presence of different alleles of *slpif4* mutant plants. Additionally, in the studies that observed phenotypic changes in *slpif4* mutants (Rosado et al. 2019; Sun et al. 2020; Zhu et al. 2024), seedlings were exposed to the tested conditions at a very early stage. Since tomato hypocotyl length is influenced by germination rate, we speculate that the differences in hypocotyl length observed in different studies may be attributed to variations in germination timing. In the current study, we minimized the impact of the differences in germination rate by transferring only fully germinated seedlings (9 days old) to the tested growing conditions. Moreover, we measured epicotyl length, total plant height, and hypocotyl length. Therefore, while *SlPIF4* does play a role in regulating hypocotyl elongation in very young seedlings and under specific growth conditions, the results presented in this study suggest that this is not the case in slightly more mature plants. It is worth noting that in the *slpif8a* background, *SlPIF4* played a minor role in mediating the low R/FR response (Fig. 2).

### Evolution of species-specific PIF activity

Eight PIF-encoding loci have been identified in the *S. lycopersicum* genome: *SlPIF1a*, *SlPIF1b*, *SlPIF3*, *SlPIF4*, *SlPIF7a*, *SlPIF7b*, *SlPIF8a*, and *SlPIF8b*. It has been suggested that *SlPIF1*, *SlPIF7,* and *SlPIF8* duplications may have occurred during the *Solanum* lineage polyploidization event 71 (± 19.4) MYA, prior to the divergence of tomato and potato species (Rosado et al. 2016). That same study suggested that, in tomato, *SlPIF7a* and *SlPIF7b* may have gone through quantitative subfunctionalization that reduced their expression levels (Rosado et al. 2016). The substantially lower expression of *SlPIF7s* relative to *SlPIF8a*, the dominant function of SlPIF8a, and the minor role of SlPIF7s in the response to low R/FR support the hypothesis that tomato SlPIF7s lost their functionality or acquired a new function. Similar to what we observed in tomato, *CaPIF8* has been shown to be the most highly expressed of all of the *CaPIFs* in pepper (*Capsicum annuum*) leaves and may potentially regulate plant height (Yang et al. 2021). This suggests that the loss of PIF7 activity may have occurred early in the evolution of the *Solanaceae*. In addition, it has been suggested that in *Populus* trees, which lack an *At-PIF7* homolog, PIF8 may regulate plant height, as in tomato (Ding et al. 2021). Yet, it is still not known what evolutionary events led to the specific activities of PIF7 in Arabidopsis and SlPIF8 in tomato.

It will be necessary to study the role of PIFs in mediating the shade response in additional species, to better understand the evolutionary process that has led to their species-specific activity. Overexpression of different *PIFs* in Arabidopsis has been shown to promote elongation even in the light, while their mutants suggest that the different PIFs play specific roles within a particular process (Li et al. 2012; Oh et al. 2020; Kim et al. 2024). Therefore, it appears that their roles are determined through a delicate regulatory system that includes their expression levels, activity (stability and binding to target genes), and interaction with other proteins (Kim et al. 2024). Our finding that SlPIF8a can regulate the *At-PIL1* promoter together with the observation that, in Arabidopsis, both At-PIF7 and At-PIF8 bind to the *PIL1* promoter, but only At-PIF7 regulates the response to low R/FR (Li et al. 2012; Oh et al. 2020), argues against the possibility that the binding targets may be a major factor in determining the specificity of At-PIF7 and SlPIF8a. However, LONG HYPOCOTYL IN FAR-RED (HFR1), which interacts with and represses the activity of At-PIF7 in Arabidopsis (Hornitschek et al. 2009; Paulisic et al. 2021), is not present in the tomato genome, suggesting a different protein–protein interaction in Arabidopsis as compared to tomato, which might determine the species-specific function of the PIFs. In line with this idea, Paulisic et al. (2021) compared HFR1-PIF in Arabidopsis and *Cardamine hirsuta* and found enhanced total HFR1 activity to be accompanied by attenuated PIF activity in *C. hirsuta*, which reduced PIF activity and attenuated other PIF-mediated responses.

Interestingly, the tomato SlPIF8a and SlPIF7s did not acquire or conserve (respectively) the role of At-PIF7 in regulating the Arabidopsis thermomorphogenesis response under white light (Chung et al. 2020; Fiorucci et al. 2020; Burko et al. 2022). In addition, Rosado et al. (2016) suggested an evolutionarily conserved function of the PIF4 clade based on coincident expression patterns between tomato *SlPIF4* and Arabidopsis *PIF4* and *PIF5*. However, our finding that SlPIF4 does not play a role in the warm-temperature response and that the *slpif4* single mutant exhibited no visible phenotype in response to low R/FR suggests that their activity across these 2 plant species is not conserved.

Since in our white-light growth conditions SlPIF4, SlPIF7s, and SlPIF8a do not play any roles in the elongation response under warm temperatures, it could be that other SlPIF family members have acquired this function, especially in the light of the substitution between the activity of At-PIF7 and SlPIF8a. Alternatively, as tomato's natural growth temperatures are warmer than those of Arabidopsis, it might be that, in tomato, the PIFs were lost or did not acquire a role in mediating stem elongation in response to warm temperatures. While we did observe an elongation response to warm temperatures under white light and warm temperatures enhanced the low R/FR response, future studies might aim to identify the mechanism that mediates this response, which is likely independent of PIF.

### Organ-specific response to low R/FR

Studying the response to low R/FR in a caulescent plant such as tomato enabled us to compare the response to low R/FR of the hypocotyl with that of the epicotyl and the response of the cotyledons with that of the first leaf. In Arabidopsis, the response to low R/FR is elicited by both local and distal auxin signals. The distal auxin response depends on the upregulation of auxin biosynthetic genes in the cotyledons; whereas the local response can be observed in both hypocotyl and cotyledons at early time points (Kohnen et al. 2016).

Our results suggest that the tomato response also follows a very similar pattern. As shown previously for several plant species (Procko et al. 2014; Kohnen et al. 2016; Procko et al. 2016), we observed the upregulation of auxin biosynthetic genes specifically in the cotyledons and the first leaf, as well as the upregulation of auxin-, BR-, and GA-response genes in all of the examined organs (Fig. 4, E–H, Supplementary Figs. S8 and S9, and Supplementary Data Set 4). However, our time-course resolution was not high enough to allow us to determine the order of these events. In addition to auxin, genes involved in the biosynthesis of GA, BR, ethylene, CK, and ABA have been shown to be regulated by low R/FR in Arabidopsis (Hisamatsu et al. 2005; Kohnen et al. 2016; Hayes et al. 2019; Liu et al. 2021). Similarly, in tomato, we found that the expression of these genes was induced by low R/FR (Supplementary Fig. S9). In addition, and as in Arabidopsis, in which the genes’ responses to low R/FR in the hypocotyl, petiole, and lamina are PIF-dependent (Li et al. 2012; Michaud et al. 2017; Pantazopoulou et al. 2017; Burko et al. 2022; Oskam et al. 2024), the expression of many genes involved in the response of tomato plants to low R/FR was also found to be SlPIFs-dependent in all of the examined organs (Fig. 4, D–H, Supplementary Figs. S8 to S10, and Supplementary Data Set 5). Notably, their expression was not fully suppressed in the *slpifq* mutant (Figs. 3, E and F and 4, D–H), which was reflected by the slight elongation of the stem in *slpifq* mutant (Figs. 1, D–F and 3A). In contrast, in Arabidopsis, the genes induced by low R/FR are almost entirely abolished in the *pif457* mutant (Ince et al. 2022; Pastor-Andreu et al. 2024), consequently leading to the full suppression of the hypocotyl elongation. These observations suggest that in tomatoes, other SlPIFs may play a role, though minor, in regulating the response to low R/FR.

In addition, in Arabidopsis, the expression of a member of the GA-biosynthetic gene family, *At-GA20ox*, was low R/FR-induced in hypocotyls, and the expression of the GA-catabolic gene *At-GA2ox8* was low R/FR-induced in the cotyledons (Leivar and Quail 2011; Kohnen et al. 2016). However, in tomato, *SlGA20ox* and *SlGA2ox* were upregulated or downregulated, respectively, by low R/FR in all of the examined organs, in an SlPIFs-dependent manner (Fig. 4E and Supplementary Fig. S9F). In support of our observation that low R/FR regulates auxin, GA, and BR in a SlPIF-dependent manner, a recent paper demonstrated the importance of these hormones in tomato internode elongation and in response to low R/FR (Li et al. 2024).

All together and in contrast to Arabidopsis, in which the expression of low R/FR-response genes follows an opposite pattern in the hypocotyls as compared to the cotyledons, in tomato, many genes are expressed in a similar pattern in the hypocotyl, cotyledons, first leaf, and epicotyl. These observations suggest different responses to low R/FR in Arabidopsis, a rosette plant, and tomato, a caulescent plant with a very different growth habit. Our observation that genes associated with cell elongation were mainly upregulated in the hypocotyl, while genes associated with cell division were exclusively upregulated in the epicotyl in response to low R/FR emphasizes the differences between the Arabidopsis and tomato elongation responses (Fig. 5, E–G). Additionally, these observations suggest that the elongation of the tomato shoot in response to low R/FR, and potentially other environmental signals as well, proceeds via 2 distinct mechanisms: cell elongation in the hypocotyl, as described for the Arabidopsis and *Brassica rapa* hypocotyl (Gendreau et al. 1997; Procko et al. 2014; Das et al. 2016; Pastor-Andreu et al. 2024), and cell division in the epicotyl. This hypothesis will need to be addressed in future research, along with the role of SlPIFs in regulating both elongation mechanisms in an organ-dependent manner.

### Relevance for agriculture

Maximizing crop yield and quality while minimizing inputs and negative environmental impact is essential for sustainable food production. Unraveling the intricate molecular mechanisms underlying plant growth and development is necessary to achieve these goals. The multifaceted roles of PIF transcription factors in regulating plant growth, development, and stress responses highlight their potential importance for crop improvement programs. PIFs have been associated with fruit ripening, carotenoid levels, flowering time, and fruit size in tomato; with grain size and yield in rice; and with anthocyanin accumulation in apple (*Malus domestica*) (Llorente et al. 2016; Gao et al. 2018; Gramegna et al. 2019; Ji et al. 2019; Rosado et al. 2019; Wang et al. 2020; Pan et al. 2021; Simon-Moya et al. 2021; Liu et al. 2022). In addition, *TaPIF3* has been shown to regulate stem elongation and head length in wheat and *GhPIF4a* has been shown to be associated with cotton (*Gossypium hirsutum*) flowering time in a temperature-dependent manner (Sibbett 2018; Liu et al. 2023).

The harnessing of the regulatory functions of PIFs and their species-specific activity offers promising avenues for enhancing crop productivity, resilience, and sustainability in the face of global food-security challenges. The development of crops with altered PIF expression levels through genetic engineering or classical breeding approaches could mitigate yield losses associated with shade avoidance, improving crop productivity under high-density planting regimes. Our identification of SlPIF8a as a major factor controlling this response in tomato positions it as a feasible target for such manipulation.

PIFs also play roles in plant responses to other abiotic and biotic stresses. For example, PIF8 may be involved in cold and salt stress in pepper, in powdery mildew resistance in melon (*Cucumis melo*), and in seasonal growth in *Populus* (Ding et al. 2021; Yang et al. 2021; Wang et al. 2023). In addition, suppression of shade-induced upward leaf movement in the Arabidopsis *pif7* mutant has been shown to increase its ability to compete with invasive plants (Pantazopoulou et al. 2021). These observations emphasize the importance of a broad view of how an impairment in the response to low R/FR could affect a plant's ability to cope with a dynamic environment. Further research into the molecular mechanisms underlying PIF-mediated processes and their interactions with environmental factors should facilitate the development of innovative crop improvement strategies for a changing world.

## Materials and methods

### DNA constructs and plant transformation

The multisite Gateway system (Invitrogen) was used for the reporter *SlPIF8a_pro_:GUS-mCit* and expression lines *SlPIF8a_pro_:SlPIF8a-YFP-2xHA* and *35S_pro_:SlPIF8a*. To clone the *SlPIF8a* promoter, a 1,766-bp fragment upstream of the *SlPIF8a* start codon was amplified by PCR from M82 genomic DNA and inserted into pDONR221 P4-P1r. To clone *SlPIF8a,* its coding sequence was amplified by PCR from M82 cDNA and inserted into pDONR221 P1 to P2. *SlPIF8a_pro_:GUS-mCitrine* was generated by recombining *SlPIF8a* promoter (in pDONR221 P4 to P1r) with *GUS* (in pDONR221 P1 to P2) and *mCitrine* (in pDONR221 P2r to P3) (Procko et al. 2016) into the destination vector pK7m34GW.

*SlPIF8a_pro_:SlPIF8a-YFP-2xHA* was generated by recombining the *SlPIF8a* promoter (in pDONR221 P4 to P1r) with the *SlPIF8a* coding sequence (in pDONR221 P1 to P2) and the *YFP-2xHA* tag (HA-YFP-HA in pDONR221 P2r to P3) (Burger et al. 2017) in the destination vector pK7m34GW. *35S_pro_:SlPIF8a* was generated by recombining the 2*×35S* promoter (in pDONR221 P4 to P1r) with the *SlPIF8a* coding sequence (in pDONR221 P1 to P2) and the linker sequence “aagctcggatcccgggtacctcgg” (in pDONR221 P2r to P3) in the destination vector pK7m34GW. The Arabidopsis (*Arabidopsis thaliana*) *PIL1p:GUS-mCit* cloning was described in Burko et al. (2022).

For the CRISPR–Cas9 lines, the Golden Gate assembly method was used (Werner et al. 2012; Brooks et al. 2014) to generate a binary vector containing a CRISPR cassette with *35S_pro_:Cas9* and either 2 or 8 guide RNAs (gRNAs). To check the specificity of each gRNA target site, including the PAM site (NGG), BLAST analyses were performed against the tomato genome (SL2.50) using CRISPR-P (Liu et al. 2017). For the CRISPR/Cas9 construct targeting the *SlPIF*s coding region, 2 gRNA target sites (with a minimum of 4 mismatches to off-target sites) were selected for each gene (Supplementary Figs. S1A, S4B, and S6C). To produce each of the gRNAs, a PCR was carried out with a primer containing the gRNA sequence and a universal primer (Supplementary Table S1), using the plasmid pICH86966:: AtU6p::gRNA_PDS (Addgene plasmid 46966) as a template. To generate the *slpifq-*quadruple mutant plant (carrying the mutant alleles *slpif4^CR-1^*, *slpif7a^CR-1^*, *slpif7b^CR-1^*, and *slpif8a^CR-1^*), each gRNA was first assembled into Level 1 vectors together with pICSL01009_U6pro (Addgene plasmid 46968) using BsaI enzyme. gRNA1 and gRNA8 were cloned into pICH47751 (Addgene plasmid 48002), gRNA2 was cloned into pICH47761 (Addgene plasmid 48003), gRNA3 was cloned into pICH47772 (48004), gRNA4 was cloned into pICH47781 (Addgene plasmid 48005), gRNA5 was cloned into pICH47791 (Addgene plasmid 48006), gRNA6 was cloned into pICH47732 (Addgene plasmid 48000), and gRNA7 was cloned into pICH47742 (Addgene plasmid 48001). All 8 gRNAs were then assembled into 2 intermediate Level M vectors: pAGM8055 (Addgene plasmid 48039) with pICH50927 (Addgene plasmid 48049) or pAGM8093 (Addgene plasmid 48043) with pICH50892 (Addgene plasmid 48046), using BpiI enzyme. The Level 1 vectors pICH47732-NOSpro::NPTII (Addgene plasmid 51144), pICH47742-35S*_pro_*:Cas9 (Addgene plasmid 49771), pAGM8055 (Addgene plasmid 48039), pAGM8093 (Addgene plasmid 48043), and pICH41766 (Addgene plasmid 48018) were then assembled into the binary Level 2 vector pAGM4723 (Addgene plasmid 48015), using BpiI and BsaI enzymes to obtain the final binary plasmids containing all 8 gRNAs. To generate *slpif8a^CR-3^ slpif8b^CR-2^* double, *slpif8b^CR-1^* and *slpif8a^CR-2^* single alleles (Supplementary Figs. S4B and S6C), their gRNAs were cloned into Level 1 vectors pICH47751 (gRNA1), pICH47761 (gRNA2), pICH47772 (gRNA3), and pICH47781 (gRNA4). Level 1 constructs pICH47732-NOSpro::NPTII, pICH47742-35S*_pro_*:Cas9, pICH41822 end-link (Addgene plasmid 48021), and the Level 1 vectors containing the gRNAs were then assembled in the binary Level 2 vector pAGM4723 using BpiI enzyme.

*Agrobacterium tumefaciens* GV3101 and the cotyledon transformation method (McCormick 1997) were used to transform *SlPIF8a_pro_:SlPIF8a-YFP-2xHA* and *35S_pro_:SlPIF8a* into *slpif8a* and *slpifq*, respectively. All other constructs were transformed into M82 plants. Segregation analysis of antibiotic resistance was used to isolate single-insertion homozygous transgenic lines and specific primers for the Cas9 sequence were used to isolate *slpif* mutants, free of the CRISPR cassette (Supplementary Table S1).

### Genetic material

All tomato (*S. lycopersicum*) plants generated during this work had the M82 (*sp*) background. Unless otherwise specified, the *slpif* mutant alleles used in this study were: *slpif4^CR-1^*, *slpif7a^CR-1^*, *slpif7b^CR-1^*, and *slpif8a^CR-1^*. T_0_ plants carrying the 8-gRNA cassette were crossed with M82 (*sp*) to generate the *slpif47a7b8a (slpifq)*, *slpif47a7b (slpift), slpif7a7b8a*, *slpif7a7b*, *slpif48a*, *slpi7a8a*, *slpif7b8a*, *slpif4*, and *slpif8a* mutants free of CAS9. All assays were conducted using T3 or T4 seedlings. To generate the *slpif4* and *slpif8a* single mutant in the ID background, the *slpifq* plant was crossed with an M82 ID (*SP/SP*) plant. To get the *PIL1p:GUS-mCit* in the *slpif8a* background, 2 different lines of *PIL1p:GUS-mCit* were crossed with a *slpif8a* mutant plant and the *slpif8a* homozygote plants were identified using PCR (primers listed in Supplementary Table S1). The *slpif4* mutant in Ailsa Craig's background was described previously (Sun et al. 2020). “Moneymaker” (accession LA2706) and *phyB1B2* (accession LA4364) seed were obtained from the UCDavis/C.M. Rick Tomato Genetics Resource Center (TGRC), University of California, Davis.

### Growth conditions and stem measurements

Tomato plants were germinated in standard growing soil within a growth chamber equipped with LED white light, under LD (16-h light/8-h dark) conditions. Exceptions are noted in Supplementary Fig. S3, A–F, where fluorescent light was used (see light spectrum in Supplementary Fig. S11, B and C). The plants were grown at 21 °C (∼200 *µ*mol m^−2^ s^−1^, Supplementary Fig. S11A) for 9 to 12 days and then either kept under the same conditions (**21WL**) or transferred to LD at 30 °C (**30WL**, ∼200 *µ*mol m^−2^ s^−1^, R/FR = 14) or LD at 21 °C supplemented with FR light during the day-time (**21FR**, ∼200 *µ*mol m^−2^ s^−1^, R/FR = 0.6, Supplementary Fig. S11A) or LD at 30 °C supplemented with FR during the day-time (**30FR**, ∼200 *µ*mol m^−2^ s^−1^, R/FR = 0.6), for the period of time described in each figure legend. All temperatures were kept constant during the day and the night. The same settings were used for the 24 °C experiments, except that the plants germinated and grew at a constant 24 °C. The hypocotyls, epicotyls, and total height were measured with a ruler at the end of each experiment.

### Immunoblot analysis

Western blotting was performed on protein extracts from the cotyledons of 4 *SlPIF8a_pro_:SlPIF8a-YFP-2xHA* seedlings. The tissue was homogenized and boiled in 4X loading buffer with 3.6% β-mercaptoethanol (NuPAGE LDS sample buffer—ThermoFisher NP008) for 5 min and then diluted 1:1 with water. Extracts were run on a Bis-tris 4 to 12% acrylamide gradient gel (Invitrogen, Carlsbad, CA, USA) and then transferred to a 0.4-*µ*m nitrocellulose membrane by wet transfer. The membrane was cut in half to detect both the SlPIF8a-YFP-2xHA and the actin. The primary antibody anti-HA-HRP (1:2,000, catalog no. 12013819001, Roche) was used to detect SlPIF8a-YFP*-*2xHA. Antiactin (1:20,000, catalog no. A0480, Sigma) and the secondary goat antimouse IgG (H + L)-HRP conjugate (1:20,000, catalog no. 1706516, Bio-Rad) were used to detect the actin. The Sapphire Biomolecular Imager (Azure Biosystems) was used for imaging.

### Phylogenetic analysis

For the phylogenetic analysis, MEGA software 10.0.13 (Tamura et al. 2021) was used with the neighbor-joining method and Poisson model, pairwise deletion, and bootstrap (1,000 replicates; random seed) parameters. See Supplementary Files 1 and 2 for alignment and tree files.

### GUS staining

GUS (β-glucuronidase) staining was performed as described previously (Ori et al. 2000). Briefly, plant tissue was vacuum-infiltrated in staining solution (25 mm phosphate buffer, pH 7, 0.25% Triton X-100, 1.25 mm potassium ferricyanide, 1.25 mm potassium ferrocyanide, 0.25 mm EDTA, 1 mg/ml 5-bromo-4-chloro-3-indolyl β-D-glucuronide X-Gluc) and then incubated overnight at 37 °C. The tissue was then cleared in 95% ethanol and gradually brought to 50% ethanol with sequential washes and then to 50% glycerol.

### Reverse transcription quantitative PCR

For reverse transcription quantitative PCR (RT-qPCR), RNA was extracted from the hypocotyl, epicotyl, cotyledons, or first leaf of 4 tomato seedlings per biological replicate using the RNeasy Micro Kit (Qiagen). cDNA synthesis was performed using the Maxima first-strand cDNA synthesis kit (Thermo Fisher Scientific) with 1 *µ*g of RNA. RT-qPCR analysis was carried out using CFX384 Real-Time PCR Detection System (Bio-Rad), with Premix Ex Taq II (TaKaRa, #RR820A). Levels of mRNA were calculated relative to *EXPRESS* (*Solyc07g025390*) as an internal control. The primers used for the RT-qPCR analysis are listed in Supplementary Table S1.

### Statistical analyses

The statistical significance of differences was evaluated using Student's *t*-test, where “*” indicates significant differences at *P* < 0.05, or by 1-way, 2-way, or 3-way ANOVA followed by Tukey's HSD multiple comparison test which was performed using R (Supplementary Data Set 6). Different letters indicate significant differences at *P* < 0.05.

### RNA-seq experiments and analysis

Three biological replicates of WT, *slpif8a*, and *slpifq* plants were collected and snap-frozen in liquid nitrogen (Fig. 4, A and B). Total RNA was isolated from the hypocotyls, cotyledons, epicotyls, and first leaves of 4 tomato seedlings per biological replicate, using the RNeasy Micro Kit (Qiagen). Stranded mRNA-seq libraries were prepared using the Illumina TruSeq Stranded mRNA Library Prep Kit according to the manufacturer's instructions. Libraries were sequenced with single-end, 100-bp reads in the Illumina NovaSeq6000 System. Raw reads (two fastq files for each sample) were aligned to the SL4.0 genome using STAR (v2.7.9a) (Dobin et al. 2013) with default parameters except --alignIntronMax 2000 and --outFilterMismatchNmax 10. Mapped reads were counted by HTSeq (v0.13.5) with default parameters except “-m intersection-strict -s reverse” (Anders et al. 2015), and differential expression was determined using edgeR (v3.40.2) (Robinson et al. 2010; Chen et al. 2016). The WT (time-course) analysis and the comparison between WT, *slpif8a*, and *slpifq* were conducted separately. Genes with low counts per million (cpm) values were filtered out, using the edgeR function [rowSums(cpm(counts) > 5) ≥ 3] for differential expression analysis. A design matrix was set up in which each parameter (light, tissue, and time point for the WT time course, and light, tissue, and genotypes for the mutant analysis) was 1 group, and a generalized linear model was fitted to the read counts with this design matrix. For differential gene expression, contrasts were set up between 24FR and 24WL at each time point and for each tissue, as well as between genotypes for each condition and tissue.

Gene expression (cpm) and fold-change data are given in Supplementary Data sets S4 and S5. A GO analysis was performed using DAVID (Huang et al. 2009; Sherman et al. 2022). Since the GO analysis using tomato annotation gave poor results, the tomato genes were first annotated to their Arabidopsis homologs and a GO analysis was then performed using the Arabidopsis annotations.

### Accession numbers

Sequence data for genes used in this study can be found in the Sol Genomics Network under the following accession numbers: *SlPIF1a* (*Solyc09g063010*), *SlPIF1b* (*Solyc06g008030*), *SlPIF3* (*Solyc01g102300*), *SlPIF4* (*Solyc07g043580*), *SlPIF7a* (*Solyc03g115540*), *SlPIF7b* (*Solyc06g069600*), *SlPIF8a* (*Solyc01g090790*), and *SlPIF8b* (*Solyc10g018510*). RNA-seq (GSE267088) has been deposited into the Gene Expression Omnibus: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE267088

## Supplementary Material

koaf048_Supplementary_Data

## Data Availability

The data underlying this article are available in the article and in its online supplementary material.

# Supplementary material for: Species-specific PHYTOCHROME-INTERACTING FACTOR utilization in the plant morphogenetic response to environmental stimuli
**Source:** Plant Cell. 2025 Mar 14;37(5):koaf048. doi: 10.1093/plcell/koaf048
**Supplement:** koaf048_Supplementary_Data

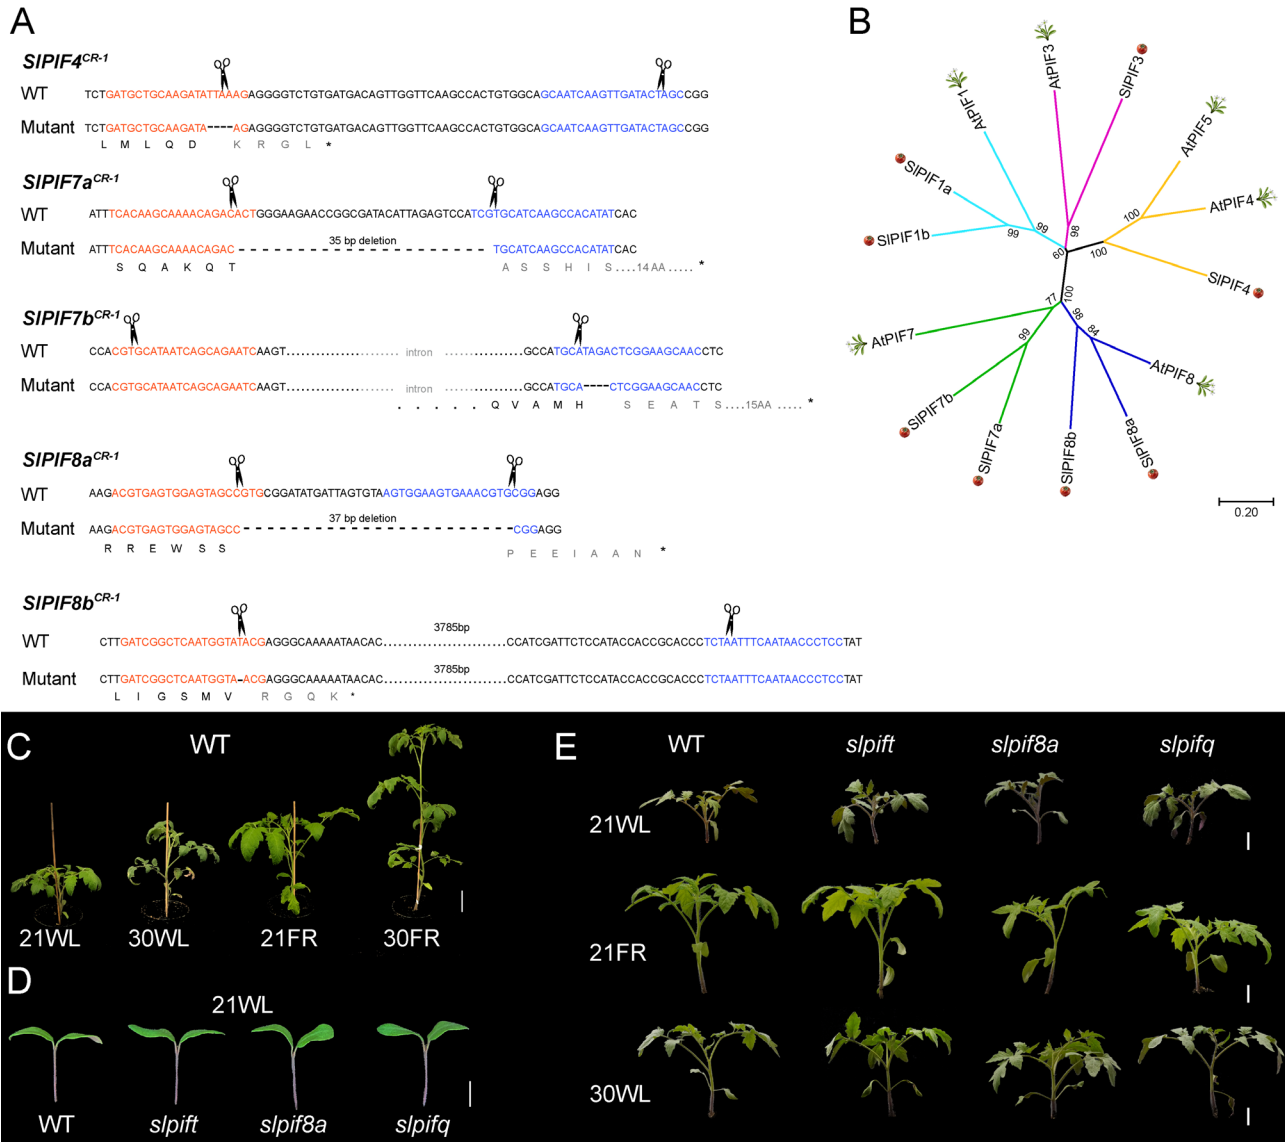

Supplementary Figure S1: CRISPR-edited *SIPIF4*, *SIPIF7a*, *SIPIF7b*, and *SIPIF8a* genes in tomato (Supports Figures 1 and 2).

- A. Sequences of wild-type (WT, top) and edited *slpif4*, *slpif7a*, *slpif7b*, *slpif8a*, and *slpif8b* (middle) along with the predicted change in the mutant protein sequence (bottom). In each gene sequence, the nucleotides in orange and blue represent the gRNA1 and gRNA2 binding sites, respectively. The dashed lines between nucleotides represent deletions (with the number of base pairs deleted). A dotted line between nucleotides represents a gap in the gene sequence. Scissors mark the predicted cutting sites in the WT sequence. Black amino acids represent the WT sequence and gray amino acids represent the expected change in the protein sequence resulting from the CRISPR-mediated change in the gene sequence. An asterisk indicates the newly formed stop codon.
- B. Phylogenetic analysis of *Arabidopsis thaliana* and *Solanum lycopersicum* PIF proteins, using full-length sequences (see Supplementary Files S1 and S2). Numbers at nodes represent bootstrap frequencies. Scale bar = Distance scale.
- C. Representative images of 37-day-old wild-type tomato, grown under LD conditions at 21WL for 9 days and then moved to LD conditions at **30WL** ( $\sim 200 \mu\text{mol m}^{-2} \text{s}^{-1}$ ), **21FR** ( $\sim 200 \mu\text{mol m}^{-2} \text{s}^{-1}$ , R/FR = 0.6), or **30FR** ( $\sim 200 \mu\text{mol m}^{-2} \text{s}^{-1}$ , R/FR = 0.6), or kept at **21WL** ( $\sim 200 \mu\text{mol m}^{-2} \text{s}^{-1}$ ) for 28 more days. Scale bar = 5 cm (applicable to all images).

- D. Representative images of 9-day-old tomato seedlings grown under long-day conditions (LD, 16/8) at 21°C under white light ( $\sim 200 \mu\text{mol m}^{-2} \text{s}^{-1}$ , **21WL**) for 9 days. Scale bar = 1 cm (applicable to all images).
- E. Representative images of 21-day-old tomato seedlings of the indicated genotypes grown under LD conditions and 21WL for 9 days, followed by 12 days under the indicated conditions. Scale bar = 2 cm (applicable to all the images from the same growth condition).

In **C-E**, images were digitally extracted for comparison.

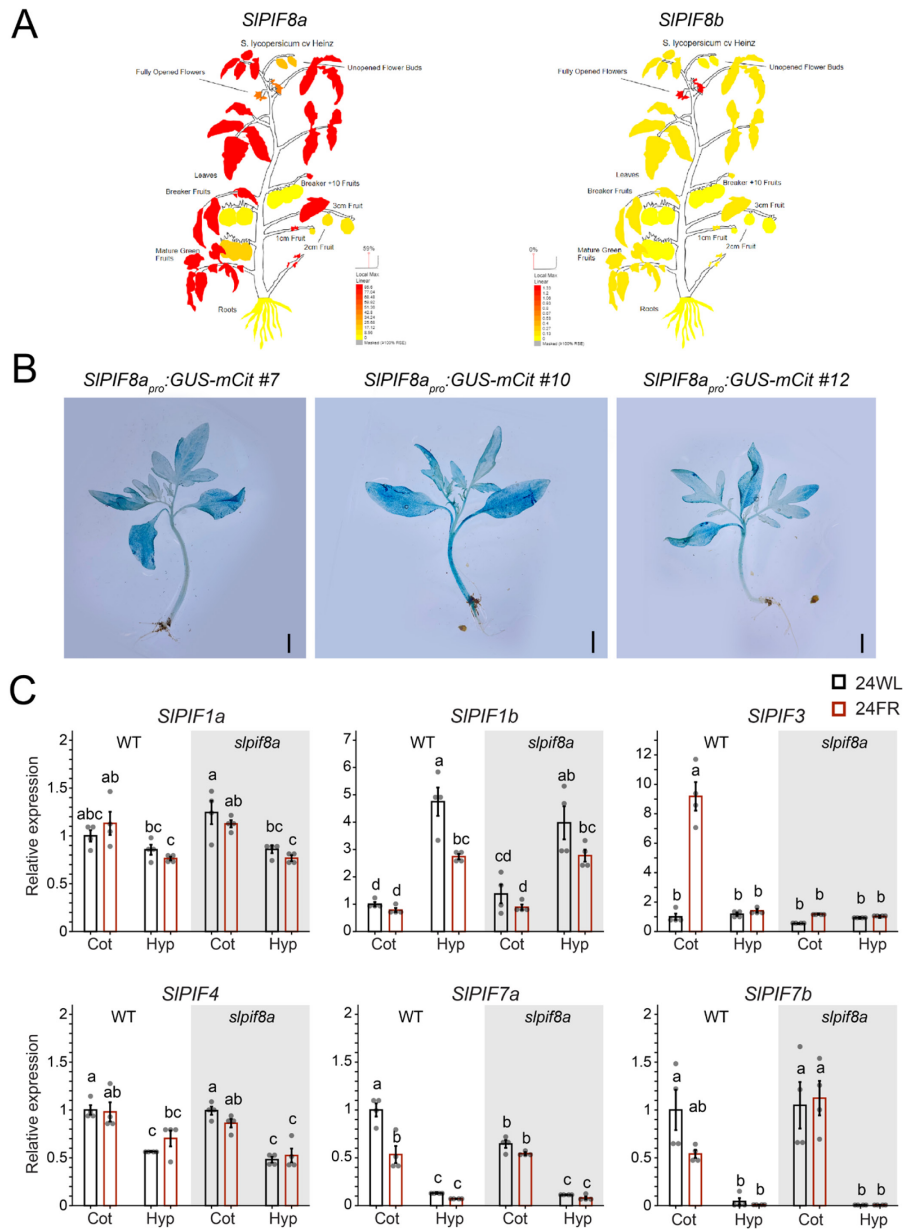

Supplementary Figure S2: Expression of *SIPIFs* in response to low R/FR (Supports Figure 1).

- Screenshot from the tomato eFP browser (Waese et al. 2017; bar.utoronto.ca/efp2/Tomato/Tomato\_eFPBrowser2) showing the expression levels of *SIPIF8a* and *SIPIF8b* in various parts of tomato plants.
- Images of GUS-staining of tomato seedlings of three different lines carrying the *SIPIF8a<sub>pro</sub>::GUS-mCitrine* reporter gene. Plants were grown under long-day conditions (LD, 16 h light/ 8 h dark) at 24°C under white light (**24WL**, ~200  $\mu\text{mol m}^{-2} \text{s}^{-1}$ ) for 12 days, followed by 24 h under LD + 24°C + white light supplemented with far-red light (**24FR**, ~200  $\mu\text{mol m}^{-2} \text{s}^{-1}$ , R/FR = 0.6). Scale bar = 1 cm. Images were digitally extracted for comparison.
- Relative expression of *SIPIFs* in the cotyledons and hypocotyls of 9-day-old wild-type (WT) and *slpif8a* seedlings grown under 24WL for 9 days and then either kept under the same conditions or moved to 24FR for 3 h. Gene expression was assayed using RT-qPCR relative to the reference gene *EXPRESS* and normalized to the expression in the wild-type cotyledons at 24WL. The average values of 4 biological replicates per condition  $\pm$  SE are shown. Different letters denote statistical differences ( $p < 0.05$ ) among samples, as assessed by one-way ANOVA and Tukey's HSD.

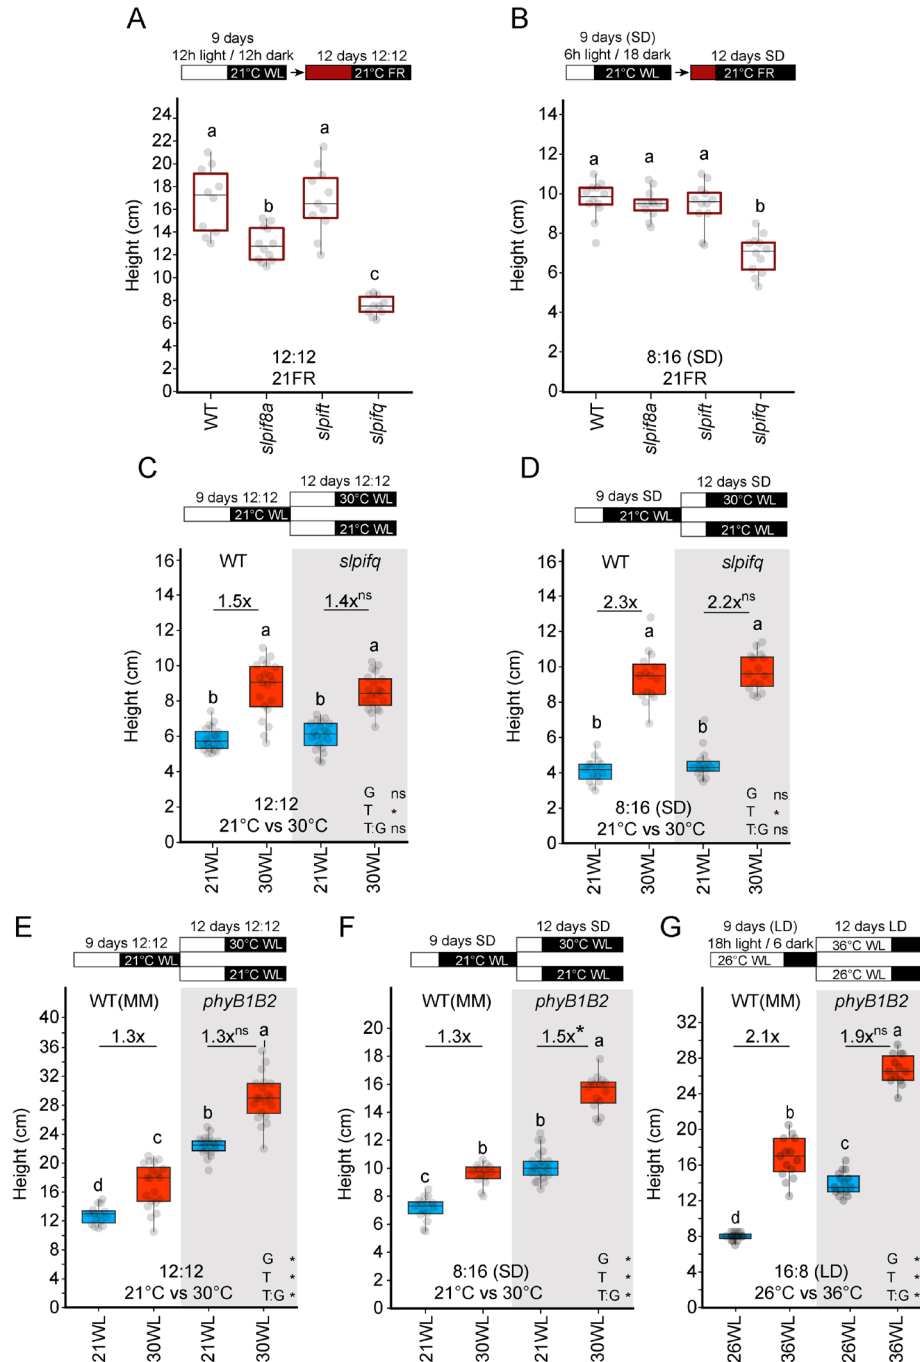

Supplementary Figure S3: Roles of SIPIFs, phyB1, and phyB2 in response to low R/FR ratios and elevated ambient temperatures in tomato (Supports Figure 1).

A, B. Plant height of 21-day-old wild-type and *slpif*-mutant seedlings grown under day natural conditions (12 h light / 12 h dark; 12:12,  $\sim 160 \mu\text{mol m}^{-2} \text{s}^{-1}$ , **A**) or short-day conditions (8 h light / 16 h dark; SD,  $\sim 200 \mu\text{mol m}^{-2} \text{s}^{-1}$ , **B**) at 21°C white light for 9 days, and then moved to (A) 12:12 or (B) SD conditions at 21°C supplemented with far-red light (21FR, R/FR = 0.6).  $n > 10$  seedlings per sample.

C, D. Plant height of 21-day-old wild-type and *slpifq* mutant seedlings grown in (C) 12:12 ( $\sim 160 \mu\text{mol m}^{-2} \text{s}^{-1}$ ) or (D) 8:16 (SD,  $\sim 200 \mu\text{mol m}^{-2} \text{s}^{-1}$ ) at 21°C in white light for 9 days, and then moved to the same light conditions at either 30°C (30WL) or 21°C (21WL).  $n > 15$  seedlings per sample.

E, F. Plant height of 21-day-old wild-type and *phyB1B2* mutant seedlings grown in (E) 12:12 (~160  $\mu\text{mol m}^{-2} \text{s}^{-1}$ ) or (F) 8:16 (SD, ~200  $\mu\text{mol m}^{-2} \text{s}^{-1}$ ) at 21°C in white light for 9 days, and then moved to the same light conditions at either 30°C (30WL) or 21°C (21WL).  $n > 14$  seedlings per sample.

G. Plant height of 21-day-old wild-type and *phyB1B2* mutant seedlings grown under long-day conditions (16 h light / 8 h dark; LD) at 26°C under white light (~200  $\mu\text{mol m}^{-2} \text{s}^{-1}$ ) for 9 days and then transferred to LD at either 36°C (36WL) or 26°C (26WL) under white light.  $n > 13$  seedlings per sample.

Boxes indicate the first and third quartiles, whiskers indicate the minimum and maximum values, black lines within the boxes indicate the median values, and gray dots indicate the individual data points. Different letters denote statistical differences ( $p < 0.05$ ) among samples, as assessed by one-way ANOVA (A, B) or two-way ANOVA (C–G) and Tukey's HSD. In C–G, the average fold change between the high and low temperatures is shown. Asterisks indicate significant differences ( $p < 0.05$ ) based on Student's *t*-test or ANOVA. T, temperature treatment; G, genotype; T:G, the interaction between temperature treatment and genotype; ns, not significant.

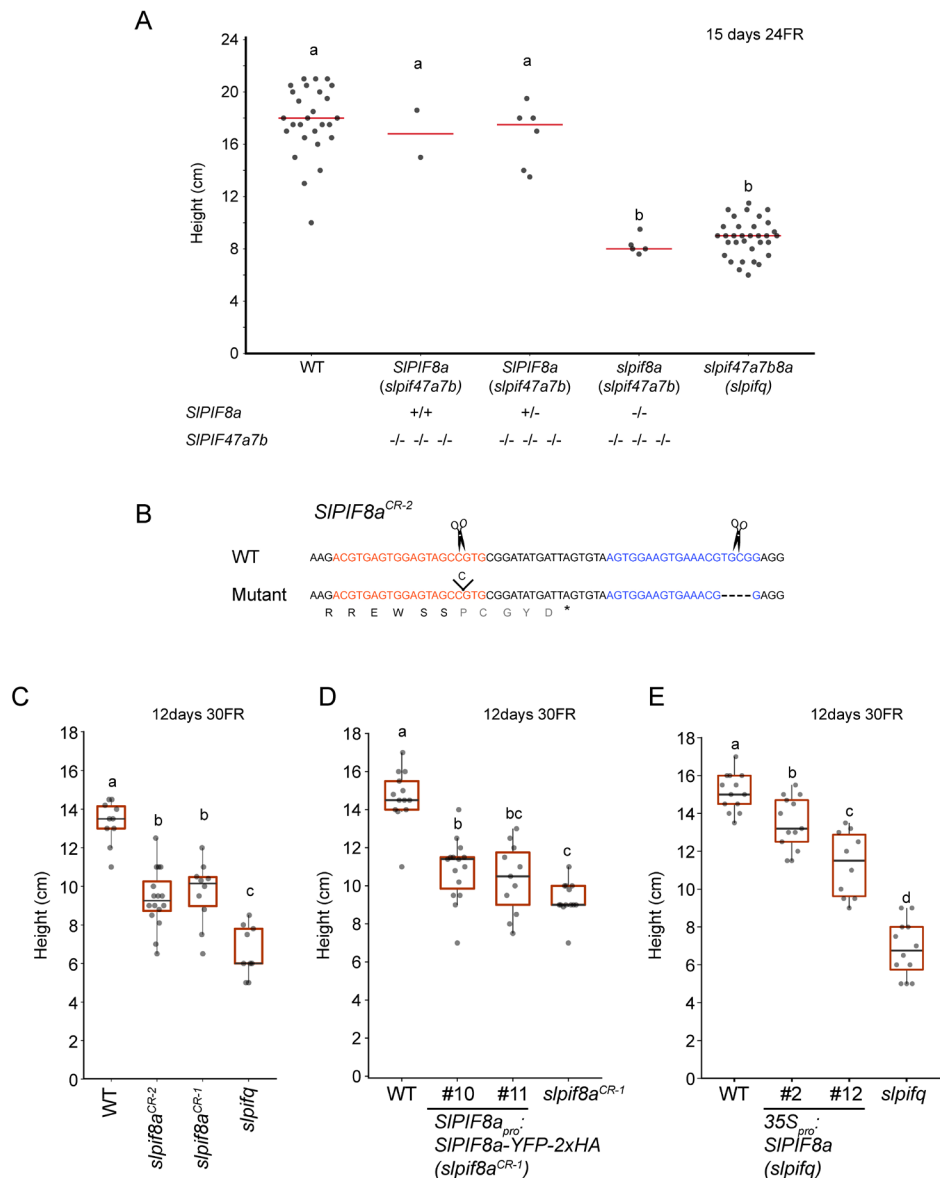

Supplementary Figure S4: SIPIF8a is the major PIF that regulates the response to low R/FR in tomato (Supports Figures 1 and 3).

- Total height of 24-day-old WT, *slpifq*, and segregate plants; homozygous in *slpif4*, *slpif7a*, and *slpif7b*; and heterozygous in *slpif8a* as indicated (+/+ wild-type; +/- heterozygote; -/- mutant). Seedlings were grown at 24WL for 9 days and then moved to 24FR for 15 days. Different letters denote statistical differences ( $p < 0.05$ ) among samples as assessed by one-way ANOVA and Tukey's HSD. Red lines indicate the median values and black dots mark individual seedlings.  $n > 5$ , except for *slpif47a7b* (SIPIF8a +/+) in which  $n = 2$ .
- Sequences of WT (top) and *slpif8a*<sup>CR-2</sup> allele (bottom) with the inserted nucleotide highlighted. Nucleotides in orange and blue represent the gRNA1 and gRNA2 binding sites, respectively, and scissors indicate the predicted cutting site. Black amino acids indicate the wild-type sequence and gray amino acids indicate a predicted change in the protein sequence resulting from the CRISPR-mediated gene modification. A dashed line between nucleotides represents a deletion, and an asterisk indicates a newly formed stop codon. *slpif8a*<sup>CR-1</sup> allele (Supplementary Fig. S1A) was used for all experiments described in this paper, unless otherwise noted.

C-E. Total height of 21-day-old WT plants, *slpifq* plants, and two alleles of *slpif8a* plants (**C**). (**D**) Rescue lines of *slpif8a* expressing *SIPIF8a<sub>pro</sub>:SIPIF8a-YFP-2xHA*, and (**E**) *slpifq* rescue lines expressing *35S<sub>pro</sub>:SIPIF8a*. The seedlings were grown at 21WL for 9 days and then moved to 30FR for 12 more days.  $n > 9$  seedlings per sample. Different letters denote statistical differences ( $p < 0.05$ ) among samples, as assessed by one-way ANOVA and Tukey's HSD. Boxes indicate the first and third quartiles, whiskers indicate the minimum and maximum values, black lines within the boxes indicate the median values, and gray dots indicate the individual data points.

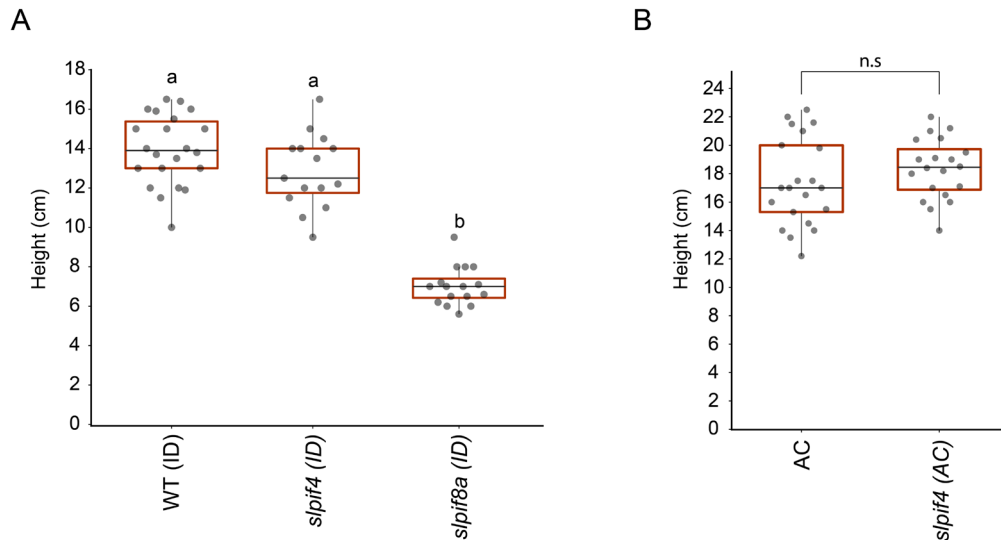

Supplementary Figure S5: The *slpif4* mutants in an indeterminate tomato background (Supports Figure 1).

- A. Total height of 21-day-old wild-type (M82), *slpif4*, and *slpif8a* indeterminate (ID) tomato plants.  $n > 15$  seedlings per sample. Different letters denote statistical differences ( $p < 0.05$ ) among samples, as assessed by one-way ANOVA and Tukey's HSD.
- B. Total height of the 21-day-old tomato *slpif4* mutant and its indeterminate background, corresponding to the Ailsa Craig (AC) background.  $n > 20$  seedlings per sample. ns, not significant based on Student's  $t$ -test ( $p < 0.05$ ).

In **A** and **B**, the seedlings were grown at 21WL for 9 days and then moved to 30FR for 12 more days. Boxes indicate the first and third quartiles, whiskers indicate the minimum and maximum values, black lines within the boxes indicate the median values, and gray dots indicate the individual data points.

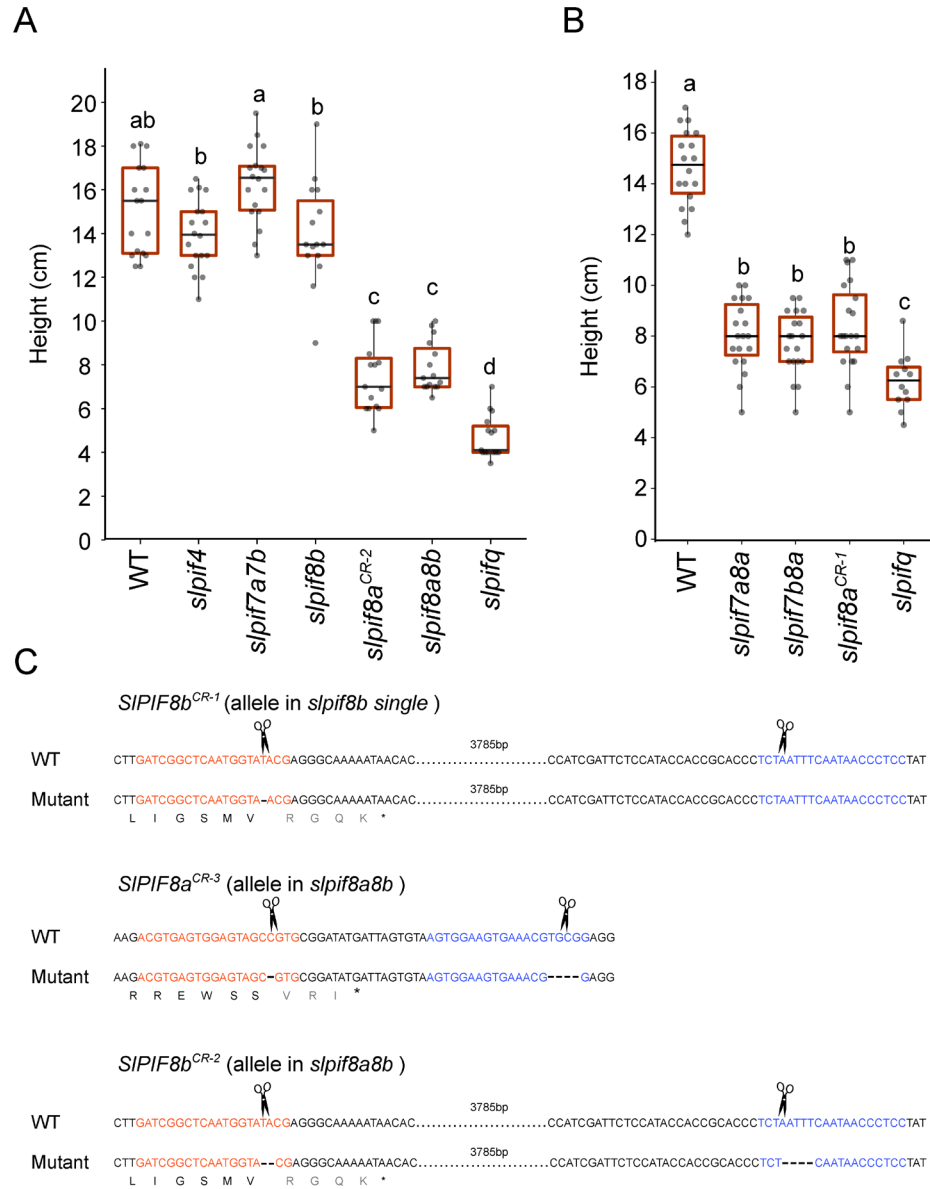

Supplementary Figure S6: *SIPIF8b* does not play a role in the response to low R/FR (Supports Figure 1).

- A, B. Total height of 21-day-old wild-type plants and the indicated *slpif* mutants. The seedlings were grown at 21WL for 9 days and then moved to 30FR for 12 more days.  $n > 12$  seedlings per sample. Different letters denote statistical differences ( $p < 0.05$ ) among samples, as assessed by one-way ANOVA and Tukey's HSD. Boxes indicate the first and third quartiles, whiskers indicate the minimum and maximum values, black lines within the boxes indicate the median values, and gray dots indicate the individual data points.
- C. Sequences of WT (top) and edited alleles *slpif8b<sup>CR-1</sup>* (also present in Supplementary Fig. S1A) *slpif8a<sup>CR-3</sup>*, and *slpif8b<sup>CR-2</sup>* (middle) along with the predicted change in the mutant protein sequence (bottom). In each gene sequence, the nucleotides in orange and blue represent the gRNA1 and gRNA2 binding sites, respectively, and scissors indicate the predicted cutting site. A dotted line between nucleotides represents a gap in the gene sequence. Black amino acids indicate the WT sequence and gray amino acids indicate the predicted change in the protein sequence resulting from the CRISPR-mediated gene modification. A dashed line between nucleotides represents a deletion, and an asterisk indicates a newly formed stop codon.

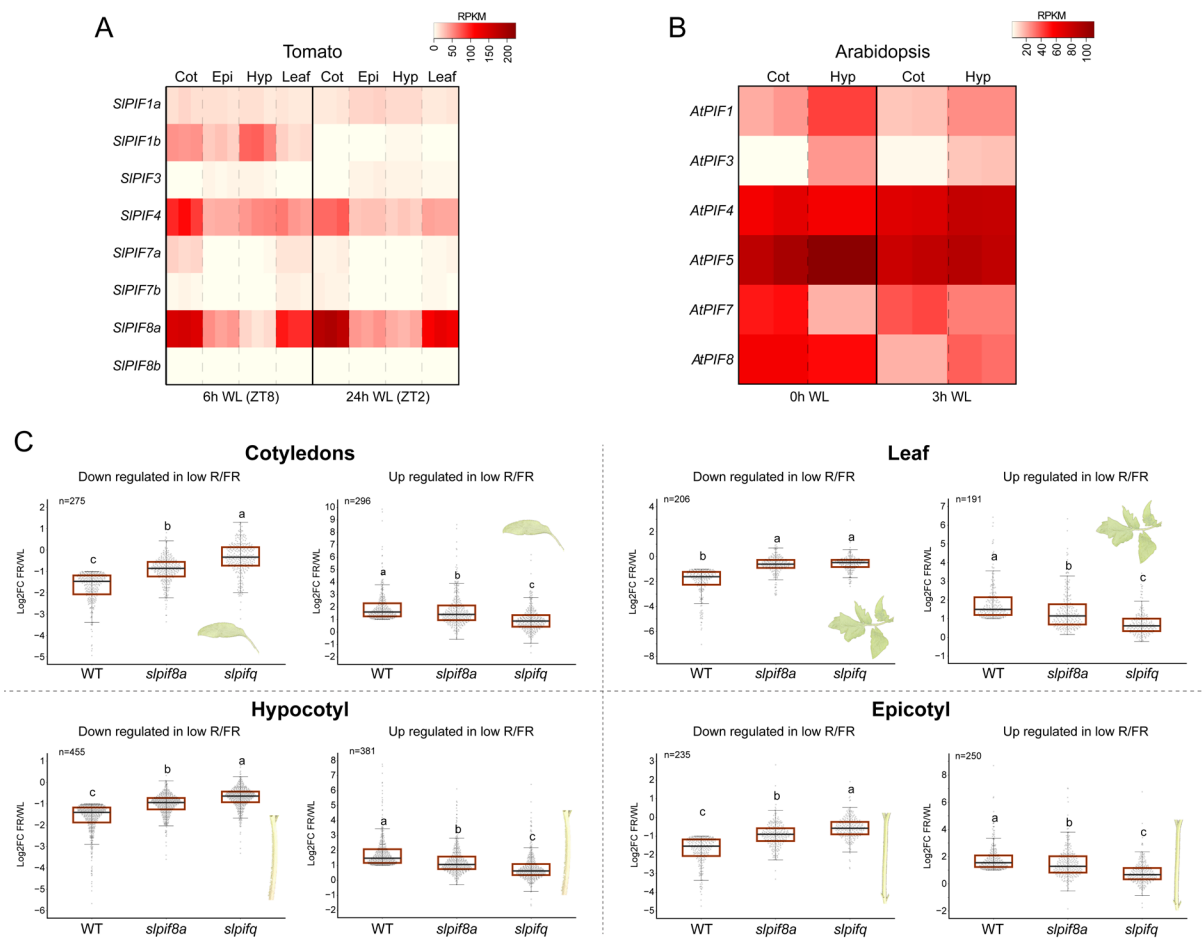

Supplementary Figure S7: SIPIFs regulate the response to low R/FR in the cotyledons, first leaf, hypocotyl, and epicotyl (Supports Figure 4).

- Tissue-specific expression levels of tomato *SIPIF* genes in wild-type seedlings exposed to white light for the indicated period of time. The color scale represents the reads per kilobase per million mapped reads (RPKM).
  - Tissue-specific expression levels of Arabidopsis *At-PIF* genes in wild-type seedlings at the beginning of the experiment (0 h) and after 3 h of exposure to white light. The color scale represents RPKM. Raw data taken from Kohnen et al. 2016.
  - Tissue-specific relative expression of genes downregulated (left) or upregulated (right) in wild-type seedlings exposed to 24FR for 6 h, corresponding to the heatmap presented in **Fig. 4D**. Log2FC: Log2 Fold Change relative to 24WL for each tissue specifically and for each genotype. Different letters denote statistical differences ( $p < 0.05$ ) within time points, as assessed by one-way ANOVA and Tukey's HSD. Boxes indicate the first and third quartiles and whiskers indicate the minimum and maximum values. The black lines within the boxes indicate the median values, and gray dots indicate individual genes. Sample sizes ( $n$ ) are indicated in the top left corner of each plot.
- For **A** and **B**, see Supplementary Dataset S1; Cot, cotyledons; Leaf, first leaf; Hyp, hypocotyl; Epi, epicotyl.

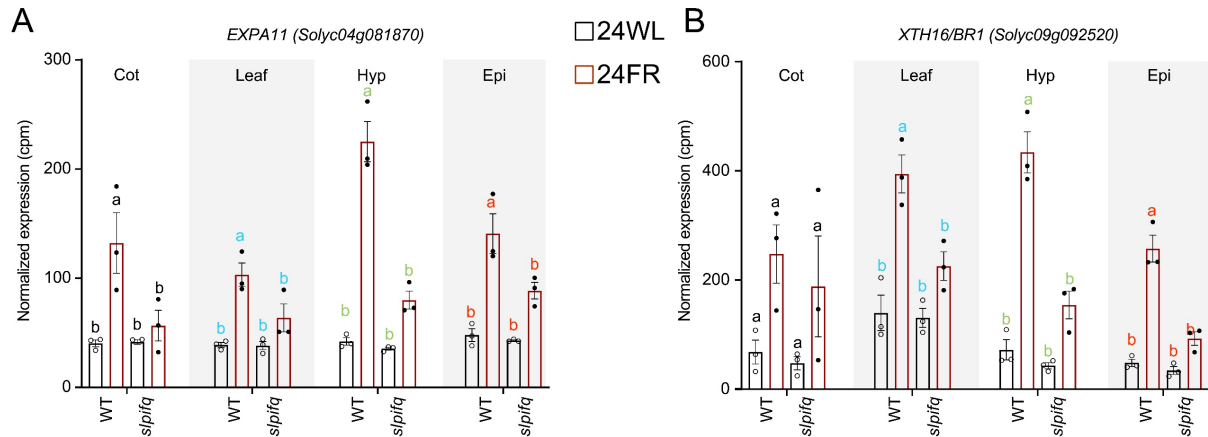

Supplementary Figure S8: Low R/FR regulates cell wall-modifying genes in an *SLP1F*-dependent manner (Supports Figure 4).

Expression levels (derived from the RNA-seq data) of tomato *EXPA11* (Solyc04g081870, **A**) and *XTH16/BR1* (Solyc09g092520, **B**). The expression levels in the indicated organs (Cot, cotyledons; Leaf, first leaf; Hyp, hypocotyl; Epi, epicotyl) of wild-type and *slp1fq* plants grown as described in **Fig. 1H**, followed by 6 h of 24FR (red bars) or 24WL (black bars) are shown. Data are presented as normalized counts per million mapped reads (cpm). The average values of 3 biological replicates per condition  $\pm$  SE are presented. Different letters denote statistical differences ( $p < 0.05$ ) among samples, as assessed by one-way ANOVA and Tukey's HSD for each organ separately.

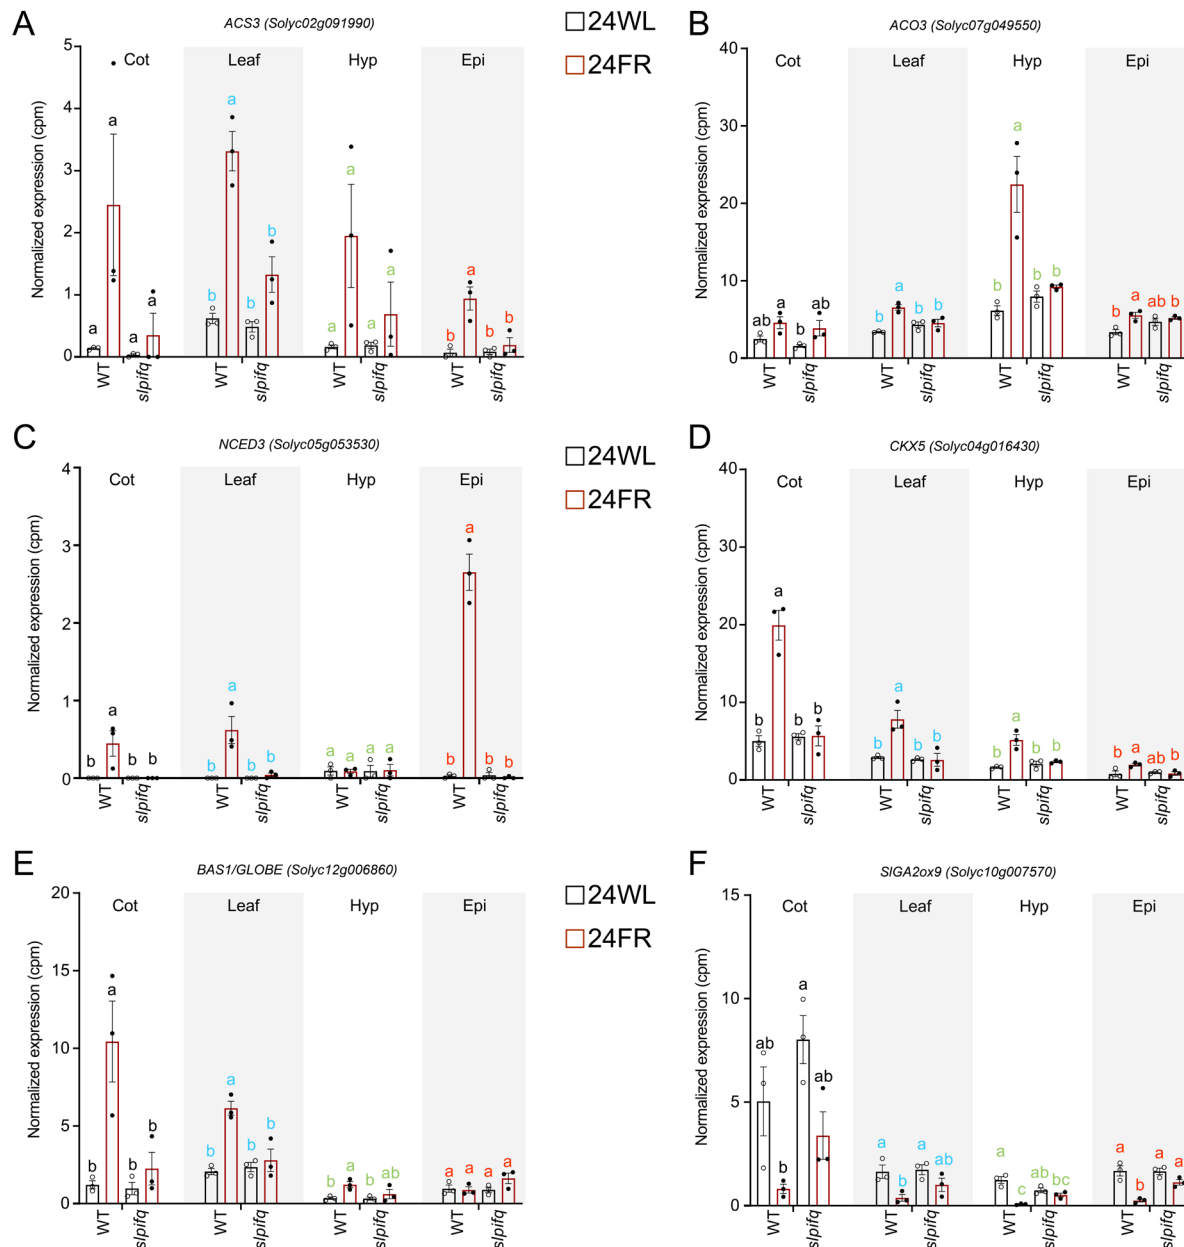

**Supplementary Figure S9: Low R/FR regulates hormone biosynthesis genes in an SIPIFs-dependent manner (Supports Figure 4).**

Expression levels (derived from the RNA-seq data) of tomato ACS3 (*Solyc02g091990*, **A**), ACO3 (*Solyc07g049550*, **B**), NCED3 (*Solyc05g053530*, **C**), CKX5 (*Solyc04g016430*, **D**), BAS1/GLOBE (*Solyc12g006860*, **E**), and SIGA2ox9 (*Solyc10g007570*, **F**). The expression levels in the indicated organs (Cot, cotyledons; Leaf, first leaf; Hyp, hypocotyl; Epi, epicotyl) of wild-type and *slp1fq* plants, grown as described in Fig. 1H followed by 6 h of 24FR (red bars) or 24WL (black bars) are shown. Data are presented as normalized counts per million mapped reads (cpm). The average values of 3 biological replicates per condition  $\pm$  SE are presented. Different letters denote statistical differences ( $p < 0.05$ ) among samples, as assessed by one-way ANOVA and Tukey's HSD for each organ separately.

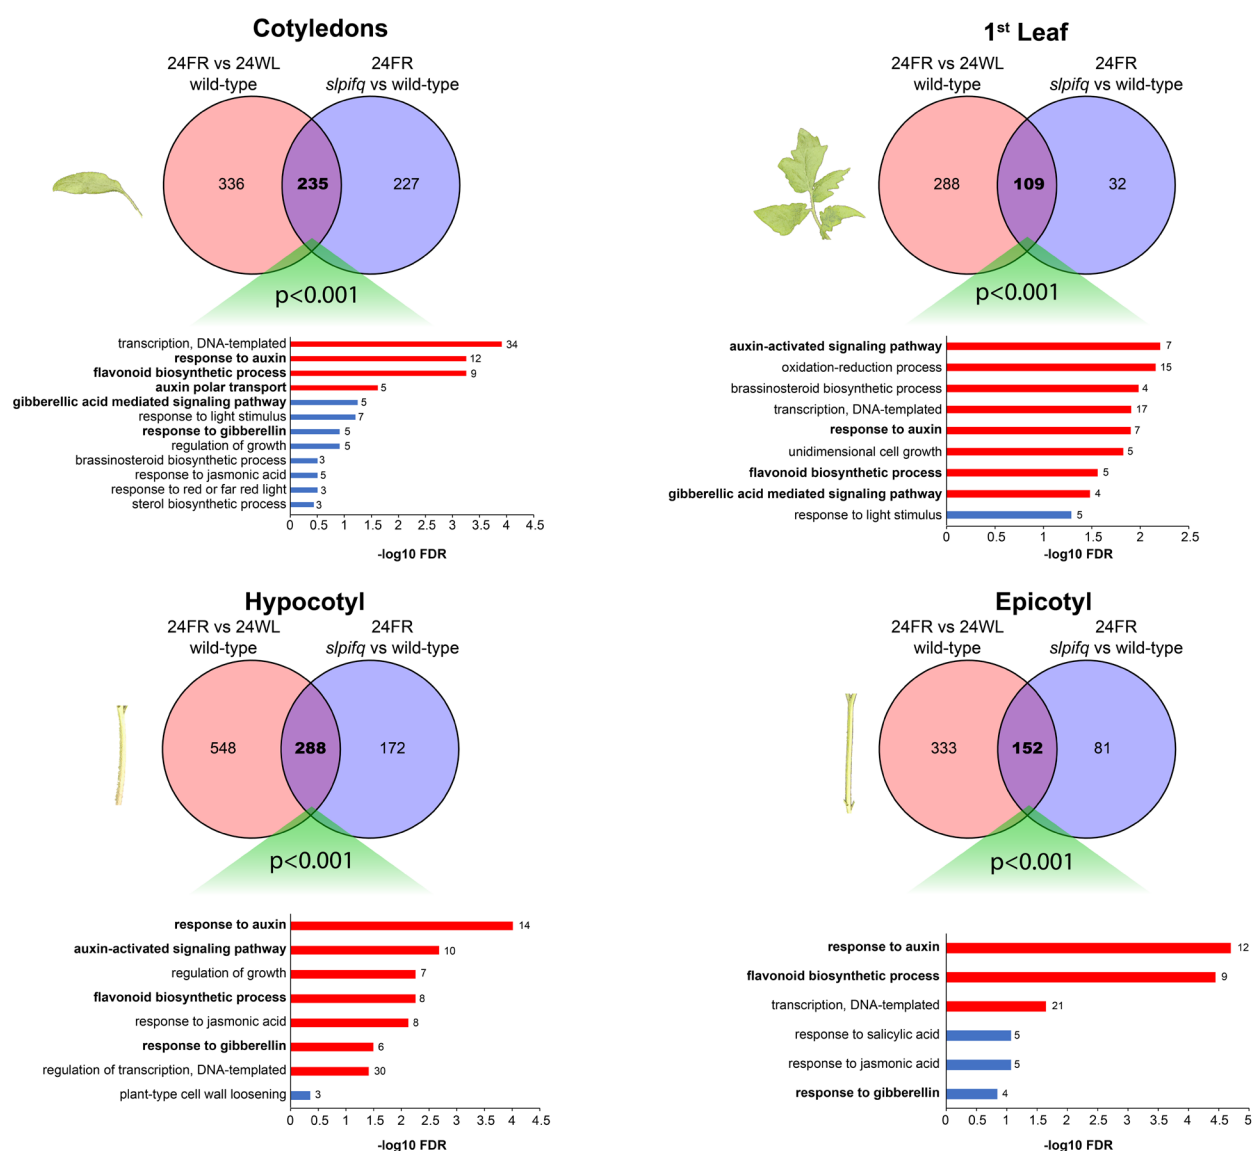

Supplementary Figure S10: Gene ontology (GO) analysis of genes regulated by both low R/FR and SIPIFs in the cotyledons, first leaf, hypocotyl, and epicotyl (Supports Figures 4 and 5).

Venn diagrams comparing the tissue-specific differentially expressed genes (FDR < 0.05 and FC > 1 or < -1) in wild-type at 24FR versus 24WL (red) or wild-type versus *slp1fq* (blue) or both. The number of genes in each group is shown. Fisher's exact test was used to test for overrepresented gene overlap. For a list of genes in each group, see Supplementary Dataset S3. The GO enrichment of genes expressed differently in 24FR versus 24WL and *slp1fq* versus wild-type is presented at the bottom for each tissue. The lengths of the bars indicate the -log<sub>10</sub> FDR, and the number next to the bar shows the number of genes with the presented GO term. Red bars: FDR < 0.05; blue bars: FDR > 0.05; and  $p < 0.05$ . For the full results of the GO analysis, see Supplementary Dataset S3.

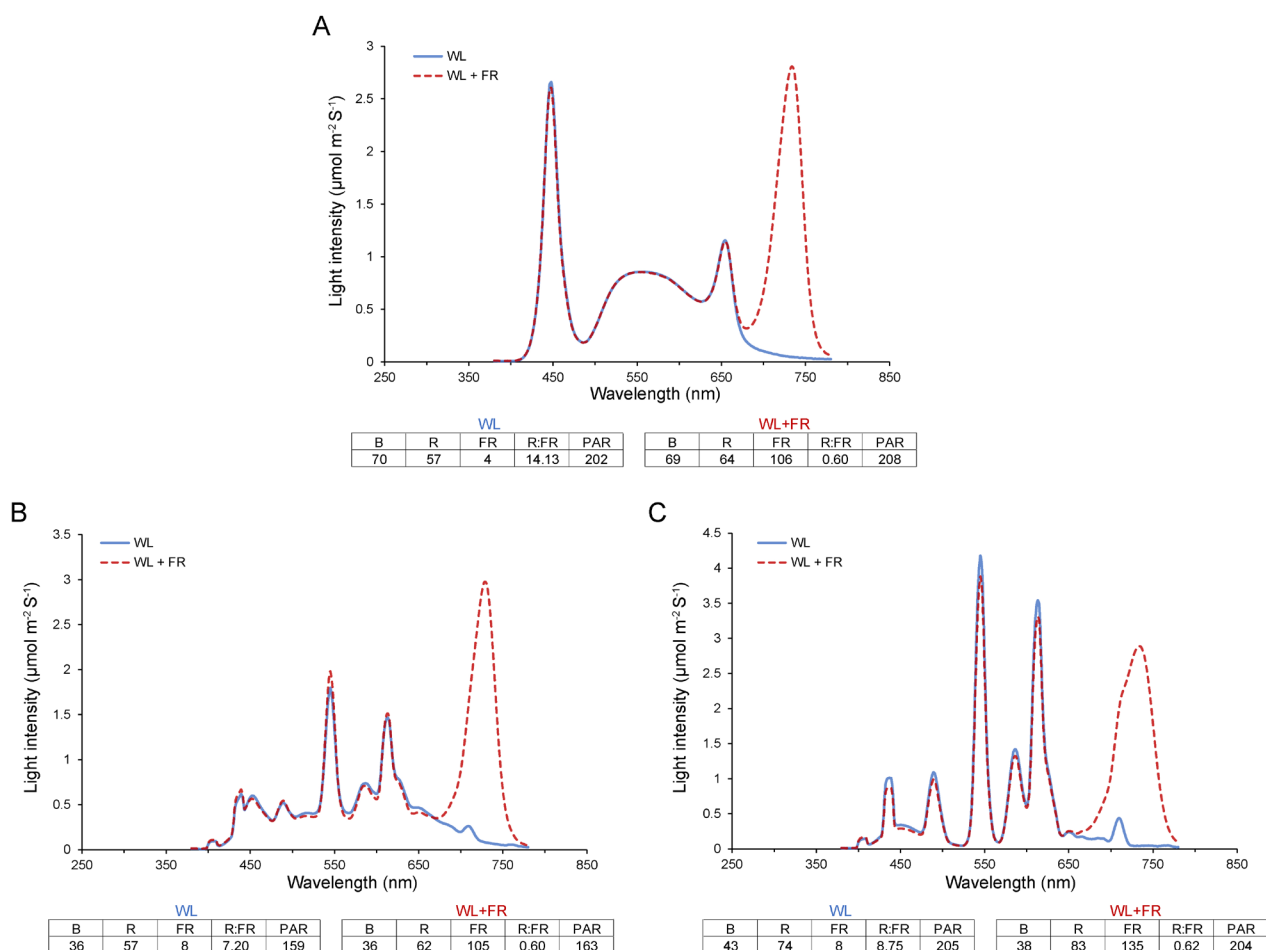

Supplementary Figure S11: Spectral distributions of the light used in the white-light and low-R/FR conditions (Supports Figures 1-5).

Spectral distributions, measured with a LI-COR LI-180 spectrometer, of white light (WL, blue line) and white light supplemented with far-red light (WL + FR, red dashed line). The spectrum shown in **A** was used for all experiments, except for those described in Supplementary Fig. S3 A-F, for which the spectrums shown in **B** and **C** were used. The spectrum shown in **B** was used for a 12 h light / 12 h dark (12:12) setting, while the spectrum shown in **C** was used for an 8 h light / 16 h dark (short-day, SD) setting.

Supplementary Table S1: Primers used in this work.

| Primer name            | Sequence 5' >>> 3'                                        | Purpose                                        | Use                   |
|------------------------|-----------------------------------------------------------|------------------------------------------------|-----------------------|
| AttB4_SIPIF8a_p_F      | GGGGACAAC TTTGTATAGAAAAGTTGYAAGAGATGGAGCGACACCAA          | Cloning <i>SIPIF8a</i> promoter to pDONR P4-P1 | Transform into tomato |
| AttB1_SIPIF8a_p_R      | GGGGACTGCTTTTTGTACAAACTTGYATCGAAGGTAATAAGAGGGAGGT         |                                                |                       |
| AttB1_SIPIF8a_F        | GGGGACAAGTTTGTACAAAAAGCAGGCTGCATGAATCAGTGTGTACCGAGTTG     | Cloning SIPIF8a to pDONR P1-P2                 |                       |
| AttB2_SIPIF8a_R        | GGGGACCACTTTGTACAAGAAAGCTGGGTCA TTTT TAGGGCCAGAGCCA       |                                                |                       |
| SIPIF4_gRNA_1          | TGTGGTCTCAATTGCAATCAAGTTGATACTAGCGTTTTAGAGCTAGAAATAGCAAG  | Cloning SIPIF4 gRNAs with universal primer     |                       |
| SIPIF4_gRNA_2          | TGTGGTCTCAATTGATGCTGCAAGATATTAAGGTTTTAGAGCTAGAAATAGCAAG   |                                                |                       |
| SIPIF7a_gRNA_1         | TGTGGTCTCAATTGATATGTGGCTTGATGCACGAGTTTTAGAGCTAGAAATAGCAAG | Cloning SIPIF7a gRNAs with universal primer    |                       |
| SIPIF7a_gRNA_2         | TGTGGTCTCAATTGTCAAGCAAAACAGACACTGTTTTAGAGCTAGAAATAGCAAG   |                                                |                       |
| SIPIF7b_gRNA_1         | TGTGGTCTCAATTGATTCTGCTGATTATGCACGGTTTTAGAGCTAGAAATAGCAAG  | Cloning SIPIF7b gRNAs with universal primer    |                       |
| SIPIF7b_gRNA_2         | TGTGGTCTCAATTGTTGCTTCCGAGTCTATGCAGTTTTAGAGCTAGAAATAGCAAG  |                                                |                       |
| SIPIF8a_gRNA_1         | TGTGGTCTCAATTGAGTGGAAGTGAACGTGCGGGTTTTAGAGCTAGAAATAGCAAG  | Cloning SIPIF8a gRNAs with universal primer    |                       |
| SIPIF8a_gRNA_2         | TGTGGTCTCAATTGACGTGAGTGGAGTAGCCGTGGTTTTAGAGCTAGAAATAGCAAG |                                                |                       |
| SIPIF8b_gRNA_1         | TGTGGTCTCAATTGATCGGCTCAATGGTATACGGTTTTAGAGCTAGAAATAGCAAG  | Cloning SIPIF8b gRNAs with universal primer    |                       |
| SIPIF8b_gRNA_2         | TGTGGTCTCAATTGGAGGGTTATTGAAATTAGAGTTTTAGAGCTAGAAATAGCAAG  |                                                |                       |
| gRNA_universal_pri mer | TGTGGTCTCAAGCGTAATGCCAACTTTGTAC                           | PCR with gRNA primers                          |                       |
| SIPIF4_RT_F            | CAAGGCGCTTCTCAGCCTAT                                      | SIPIF4                                         | RT-qPCR               |
| SIPIF4_RT_R            | GGATGCGGTAAC TGCTGAGT                                     |                                                |                       |
| SIPIF8a_RT_F           | CCCCGGACTTCCTTCCTTTC                                      | SIPIF8a                                        |                       |
| SLPIF8a_RT_R           | AAGGCGCGGAGTTTGAGTTA                                      |                                                |                       |
| SIPIF7a_RT_F           | TGGTCTTGGCATGGGTATGG                                      | SIPIF7a                                        |                       |
| SIPIF7a_RT_R           | CACTGGCAGGGCTAACAGAA                                      |                                                |                       |
| SIPIF7b_RT_F           | GCGCTCCCCTCATTTATCCA                                      | SIPIF7b                                        |                       |
| SIPIF7b_RT_R           | TTTGGGGCTGATGGATTCCG                                      |                                                |                       |
| SIPIF3_RT_F            | AGCTGCCACAGAATCAGAC                                       | SIPIF3                                         |                       |
| SIPIF3_RT_R            | TGGGACCAGCTTCATTTCGG                                      |                                                |                       |
| SIPIF1a_RT_F           | CGAAGGTCAGAATGAGGATG                                      | SIPIF1a                                        |                       |
| SLPIF1a_RT_R           | AGCACGAGATCTCTTTGTGGA                                     |                                                |                       |
| SIPIF1b_RT_F           | GCTGATGCAAGGAAGCAAGT                                      | SIPIF1b                                        |                       |
| SIPIF1b_RT_R           | CTGTCTCGGCGTTTCCTTT                                       |                                                |                       |
| Express_F              | TGGGTGTGCCTTTCTGAATG                                      | Express, control gene                          |                       |
| Express_R              | GCTAAGAACGCTGGACCTAATG                                    |                                                |                       |

|                 |                           |                                     |            |
|-----------------|---------------------------|-------------------------------------|------------|
| SIPIF7a det- F  | CATGGGAAAAAGGGCAGTTA      | Genotype SIPIF7a                    | Genotyping |
| SIPIF7a det- R  | CAGCACCCCAGTTTTCAGAT      |                                     |            |
| SIPIF7b det- F  | TCACCAAAAAACAAGAACAACAA   | Genotype SIPIF7b                    |            |
| SIPIF7b det- R  | TTGCCTGATTTTGTCCATCA      |                                     |            |
| SIPIF4 det- F   | CAATGCCACCTCCAAGATTT      | Genotype SIPIF4                     |            |
| SIPIF4 det- R   | TTCAAATGTGTCTCGGTCCA      |                                     |            |
| SIPIF8a det- F  | ACCTCAAATTCGGACAACCA      | Genotype SIPIF8a                    |            |
| SIPIF8a det- R  | GTCGTACCAAATTCTCTATCAAACG |                                     |            |
| SIPIF8b det- F1 | GTGACGAGGGTGGTGATGAT      | Genotype SIPIF8b                    |            |
| SIPIF8b det- R1 | TGTGCTGCATGGAATCATA       |                                     |            |
| SIPIF8b det- F2 | TTTTGTTTAAGCAGACTGATACGG  |                                     |            |
| SIPIF8b det- R2 | TTGTACCTGTGATAATTGGCGTA   |                                     |            |
| CAS9 F          | CGCTAATCTTGCAGGTAGCC      | Genotype for CAS9-free plants       |            |
| CAS9 R          | TGCCAGCTCGTTACCTTTCT      |                                     |            |
| SP F            | TTACTCCGTCTGTCTGTCCTAAT   | Genotype for SP gene + BstNI enzyme |            |
| SP R            | CGTCTAATCAACTGTACGACAACA  |                                     |            |

## References

1. **Kohnen, M.V., Schmid-Siebert, E., Trevisan, M., Petrolati, L.A., Senechal, F., Muller-Moule, P., Maloof, J., Xenarios, I., and Fankhauser, C.** (2016). Neighbor Detection Induces Organ-Specific Transcriptomes, Revealing Patterns Underlying Hypocotyl-Specific Growth. *Plant Cell* **28**, 2889-2904.
2. **Waese, J., Fan, J., Pasha, A., Yu, H., Fucile, G., Shi, R., Cumming, M., Kelley, L.A., Sternberg, M.J., Krishnakumar, V., Ferlanti, E., Miller, J., Town, C., Stuerzlinger, W., and Provart, N.J.** (2017). ePlant: Visualizing and Exploring Multiple Levels of Data for Hypothesis Generation in Plant Biology. *Plant Cell* **29**, 1806-1821.

How the deposited data were processed for this re-analysis (not part of the article)

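RNA was measured in the cotyledons, first leaf, hypocotyl and epicotyl of tomato seedlings kept in white light (24WL) or given additional far-red light (24FR), each group with 3 biological replicates pooled from 4 seedlings. WT, *slpif8a* and *slpifq* were sampled after 6 h, and WT also after 3 and 24 h. The 24 WT libraries of 6 h stand in both tables, so that 120 libraries were used in all. From single-end reads of stranded libraries, merged over 2 runs, the authors made the deposited counts by alignment to the SL4.0 genome with STAR and counting with HTSeq (v0.13.5, intersection-strict, reverse strand). The deposited normalized signal values are CPM over effective library sizes, which the authors computed with edgeR (v3.40.2) after a filter on low counts. From the counts these signal values were computed again within a relative difference of 4.98e-07 for the genotypes and 4.97e-10 for the time course. The genes in the table of the time course are those with CPM above 5 in at least 3 libraries, as the methods state, and those in the table of the genotypes are those with CPM above 2.

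Everything else was computed from the counts, apart from an alternative on the deposited CPM. The 5 entries without a gene name, which hold reads not given to a gene, made up 8.56 to 17.0% of a library of the genotypes and 8.54 to 16.5% of a library of the time course, and stayed out of library sizes and tests. Of 34075 genes listed, 27739 and 27504 had a count, and those with CPM above 5 in at least 3 libraries were tested. Counts on genes were 15905765 to 33913236 per library of the genotypes and up to 32898950 in the time course. At this depth 3 counts, taken as the floor, are 0.074 to 0.222 CPM, and a fold change against a group at the floor is given as a lower bound. The 10 most abundant genes held 2.72 to 9.05% of the counts of a library of the genotypes. The common dispersion was 0.0193 for the genotypes and 0.0138 for the time course.

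R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Library sizes were normalized by TMM, and edgeR's quasi-likelihood test was applied to a model with a mean for every group, with Benjamini-Hochberg adjustment over the genes tested. A gene was called for light or genotype at an adjusted p under 0.05 with an absolute log2 fold change above 1, and for an interaction at an adjusted p under 0.05. Compared were 24FR with 24WL within each organ, genotype and time, each mutant with WT within each organ and light, and the differences between such light responses of genotypes or organs. Values of groups were compared by exact permutation tests, for which 3 against 3 libraries give no p under 0.1, and overlaps of gene lists by Fisher's exact test. The share of the response kept in a mutant is the median over genes of the ratio of its log2 fold change to that of WT. Named genes are those the paper names for a conclusion, with the identifiers of the paper or its supplement, and named genes under the filter were read from a fit without it. Of other genes, the 2 with the largest fitted log2 value in each direction are given, among called genes whose replicates did not overlap between the groups and, for interactions, that were called for light.

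The tests were tested on simulated data in which 200 genes were changed. The light response in WT cotyledons, changed by 2 on the log2 scale, recovered 200 of the 200 among 17460 genes, with 3 false calls. The interaction of *slpifq* in the cotyledons, also changed by 2, recovered 198, with 15 false calls. Smaller changes were not simulated for these tests, so their recovery is not known. The simulation gave every organ the same spread per gene. In the real libraries the common dispersion was 0.0343 in the cotyledons against 0.0193 for all 4 organs. The recovery and false calls above therefore do not carry over to the real cotyledons. The difference between epicotyl and hypocotyl, changed by 1 on the log2 scale, recovered 182 of the 200 among 17469 genes, with 6 false calls.

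The alternatives were the likelihood ratio test, DESeq2's Wald test, DESeq2's size factors in edgeR's fit, no filter or a filter at 1 CPM, a fit to the compared groups or to the libraries of the organ alone, limma on log2 of the deposited CPM with a pseudocount of 1 or 0.1, a term for the replicate number, and each library of a comparison left out in turn. For gene lists and ratios, other gene sets, a slope in place of the median, the adjusted p alone and each time alone were used. After the values had been seen, the genes of the deposited normalized table and the likelihood ratio test on these genes were added. No library was left out of the reported results. Enrichment of functional terms was not computed, since the files hold no annotation of all tested genes, and genes of the paper's terms were followed instead. Tests of gene families by product name were not made, since the reference names did not match the gene identifiers. Reads were not available, so genes that share reads with a close relative could not be told from each other beyond what the authors' counting does. Plant lengths, RT-qPCR, protein blots and phylogeny of the paper have no file in this series and were not examined.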

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

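The tests in this part were all chosen after the results they weigh had been seen, apart from the alternatives and the libraries left out.

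What drew attention first was a test of the difference itself, the light response of an organ against that of another at the same time. Between first leaf and cotyledons the difference was called for 28, 34 and 305 genes at 3, 6 and 24 h, with 1330, 1134 and 2548 at an unadjusted p under 0.05, and between epicotyl and hypocotyl for 30, 208 and 4443, with 1474, 1490 and 6197. The light labels of the 6 libraries of each organ were regrouped into 100 splits drawn at random. Between first leaf and cotyledons, as many genes were called in 24, 49 and 14 of the 100 splits at 3, 6 and 24 h, the real one included, and in 10, 33 and 2 of the 84 that moved the labels of both organs, so that the count of 6 h was no larger than regrouped labels often give. Between epicotyl and hypocotyl, as many were called in 12, 14 and 9 of the 100 splits at 3, 6 and 24 h, the real one included, and in 0, 2 and 0 of the 84 that moved the labels of both organs. The other splits keep the labels of at least 1 organ, and with them its whole light response, so they count that response and not the difference between organs. A split that moves the labels of both organs mixes the lights within its groups. This adds the light response to their spread, so such splits do not stand for equal responses of the organs either.

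The differences between first leaf and cotyledons depended on how the spread was estimated. A fit to the compared groups alone called 3, 0 and 159 genes at 3, 6 and 24 h, with 580 at an unadjusted p under 0.05 at 6 h, and a fit to the libraries of both organs called 0, 11 and 104, with 914 at an unadjusted p under 0.05 at 3 h. The biological coefficient of variation was 16% in the cotyledons and 10.6% in the first leaf of the time course, so a spread shared by all organs counts too little of it in the cotyledons. With a library left out, the counts ran from 12 (without 24FR replicate 2 of the first leaf) to 66 (without 24FR replicate 1 of the cotyledons) at 3 h, from 23 (without 24FR replicate 2 of the first leaf) to 61 (without 24FR replicate 3 of the cotyledons) at 6 h and from 187 (without 24FR replicate 3 of the cotyledons) to 454 (without 24WL replicate 3 of the cotyledons) at 24 h. With every library thinned to the lowest total they were 19, 29 and 263. The count of 24 h stayed at 104 or more in each of these analyses, while those of 3 and 6 h each fell to 0 in a fit. A technical explanation, the spread of the cotyledons, stays open for the counts of 3 and 6 h, and so does a difference between the organs.

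For epicotyl and hypocotyl the count rose to 4443 at 24 h, and technical explanations of this rise were tested. A scaling shift between the groups moves all genes alike and leaves the spread of the difference over genes as it is. Over the 17469 tested genes, the interquartile range of the difference was 0.24, 0.22 and 0.49 on the log2 scale at 3, 6 and 24 h, 2.03 times the larger of the earlier times, which argues against such a shift as the whole cause. With every library thinned to the lowest total, 3793 genes were called at 24 h against 22 and 135 at 3 and 6 h, so a difference in depth was not the cause of the rise. With the hypocotyl and epicotyl libraries alone, 5637 were called against 105 and 386, which argues against the spread shared with the leafy organs. A hypocotyl and an epicotyl library swapped would show in the profiles, and all 12 libraries of 24 h were nearest to a group of their own organ. No library decided the count, which ran from 3790 (without 24WL replicate 2 of the hypocotyl) to 4286 (without 24WL replicate 3 of the hypocotyl) with a library left out. At 6 h it ran from 145 (without 24WL replicate 1 of the epicotyl) to 179 (without 24FR replicate 1 of the hypocotyl). At 3 h a single library moved it most, and it ran from 8 (without 24FR replicate 1 of the hypocotyl) to 98 (without 24FR replicate 3 of the hypocotyl). The content of bases, gene length and reads shared between related genes were not tested. They are the same for the libraries of 3, 6 and 24 h and would have to act at 24 h alone. A difference in response between these organs at 24 h stays open as the explanation. For its rise from 3 and 6 h, the age of the seedlings and the time of day stay open too, since those of 24 h also differ in these. Both are the same for the groups compared at 24 h, so they bear on the rise and not on the difference at 24 h itself.

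Each mutant was also compared with WT in 24WL, where differences were found too. After 6 h in 24WL, 13, 15, 15 and 83 genes were called between *slpif8a* and WT in the cotyledons, first leaf, hypocotyl and epicotyl, and 18, 14, 24 and 41 between *slpifq* and WT, with 2133, 2401, 1564 and 4915 and 1528, 1597, 2032 and 2750 genes at an unadjusted p under 0.05. Of these calls, 7, 8, 10 and 17 and 11, 11, 14 and 24 were also called in the same direction in 24FR. Of the 10 splits of the 6 libraries of each comparison into 3 and 3, 3, 1, 1 and 1 gave as many genes for *slpif8a* and 4, 1, 1 and 1 for *slpifq*, the real one included, which is always counted. In the cotyledons other splits reached 29 and 643 genes, so the counts of that organ do not stand out from the spread of its libraries. A fit to the compared groups alone called 0, 2, 1 and 79 genes for *slpif8a*, with 778 at an unadjusted p under 0.05 in the cotyledons, and 1, 8, 3 and 12 for *slpifq*.

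With a library left out, the counts of *slpif8a* in 24WL ran from 8 (without 24WL replicate 3 of slpif8a) to 20 (without 24WL replicate 1 of WT) in the cotyledons, from 6 (without 24WL replicate 1 of slpif8a) to 11 (without 24WL replicate 3 of slpif8a) in the first leaf, from 7 (without 24WL replicate 2 of WT) to 23 (without 24WL replicate 1 of WT) in the hypocotyl and from 50 (without 24WL replicate 2 of WT) to 105 (without 24WL replicate 1 of WT) in the epicotyl, and those of *slpifq* from 13 (without 24WL replicate 2 of WT) to 39 (without 24WL replicate 3 of WT) in the cotyledons, from 8 (without 24WL replicate 1 of WT) to 13 (without 24WL replicate 2 of WT) in the first leaf, from 13 (without 24WL replicate 2 of WT) to 84 (without 24WL replicate 1 of WT) in the hypocotyl and from 14 (without 24WL replicate 2 of WT) to 50 (without 24WL replicate 1 of WT) in the epicotyl. A technical source is the line itself, since each genotype is a single edited line, and 5 genes were called in both lights and all 4 organs of a mutant. With 1 line per genotype an inherited difference between the lines cannot be told apart from an effect of the SlPIF proteins for these 5 genes. For the other genes called in 24WL, an inherited difference between the lines stays open too. So does a biological explanation, that SlPIFs act in 24WL as well, and neither was tested.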

How the results depend on the processing

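The alternatives were chosen before the data were examined, except for the genes of the deposited CPM table in place of the filter and the likelihood ratio test on those genes, which were added after the values had been seen. The 109 results that answer a comparison gave 1001 values under the alternatives that keep every library. Of these, 836 kept their side of the threshold or stayed within the spread or within 1.5 times the count, and 165 moved, each of which is given here. Calls are numbers of genes. For short, an interaction is the difference between the light responses of a mutant and WT, and a mutant against a mutant, or an organ against an organ, stands for the difference between their light responses. The 228 results for single genes and for the comparisons in 24WL gave 2736 such values, of which 2594 kept their direction and side of the threshold, 57 lost their call, 32 gained it, 49 moved and 4 changed sign. None of the results that answer a comparison moved with DESeq2's size factors in edgeR's fit, with a filter at 1 CPM, on the genes of the deposited CPM table, with CPM from library totals, or with a pseudocount of 0.1 in the means of the gene lists. Where no cause is named below, the cause was not tested.

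Fitting each comparison to its own groups alone, with fewer libraries to estimate the spread from, moved most values: calls for light at 6 h went from 484 to 233 in WT cotyledons, from 153 to 275 in *slpif8a* first leaf, from 386 to 36 in *slpifq* cotyledons, from 198 to 42 in *slpifq* hypocotyl and from 83 to 36 in *slpifq* epicotyl. For *slpif8a* against WT in 24FR they went from 62 to 2 in the cotyledons and from 90 to 9 in the hypocotyl, for *slpifq* against WT in 24FR from 350 to 40 in the cotyledons, from 116 to 63 in the first leaf and from 363 to 180 in the hypocotyl, for the *slpif8a* interaction from 30 to 0 in the cotyledons (560 at unadjusted p < 0.05), from 13 to 0 in the hypocotyl (814 at unadjusted p < 0.05) and from 15 to 25 in the epicotyl, for the *slpifq* interaction from 880 to 1 in the cotyledons, from 54 to 26 in the first leaf, from 234 to 126 in the hypocotyl and from 89 to 169 in the epicotyl, for *slpifq* against *slpif8a* from 455 to 3 in the cotyledons, from 2 to 0 in the first leaf (586 at unadjusted p < 0.05) and from 18 to 1 in the hypocotyl, for light in the time course from 224 to 111 in the cotyledons at 3 h and from 538 to 235 in the cotyledons at 6 h, and for first leaf against cotyledons from 28 to 3 at 3 h, from 34 to 0 at 6 h (580 at unadjusted p < 0.05) and from 305 to 159 at 24 h. The calls of named genes for the *slpifq* interaction went from 19 to 12 in the 4 organs together, the comparisons with a mutated gene past an adjusted p of 0.05 against WT from 8 to 3 in both mutants together, the expansion genes called for a difference between epicotyl and hypocotyl from 2 to 1 at 6 h, and the log2 *slpif8a* interaction of *ATHB2* from 0.0074 to -0.0044 in the cotyledons.

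A fit to the 18 libraries of the organ (36 for 2 organs) also uses the spread of those organs only: calls for light at 6 h went from 386 to 158 in *slpifq* cotyledons, from 198 to 116 in *slpifq* hypocotyl and from 83 to 126 in *slpifq* epicotyl. For *slpif8a* against WT in 24FR they went from 62 to 14 in the cotyledons and from 90 to 42 in the hypocotyl, for *slpifq* against WT in 24FR from 350 to 127 in the cotyledons, for the *slpif8a* interaction from 30 to 1 in the cotyledons and from 15 to 30 in the epicotyl, for the *slpifq* interaction from 880 to 28 in the cotyledons and from 89 to 206 in the epicotyl, for *slpifq* against *slpif8a* from 455 to 6 in the cotyledons, from 18 to 11 in the hypocotyl and from 17 to 47 in the epicotyl, for first leaf against cotyledons from 28 to 0 at 3 h (914 at unadjusted p < 0.05), from 34 to 11 at 6 h and from 305 to 104 at 24 h, and for epicotyl against hypocotyl from 30 to 105 at 3 h and from 208 to 386 at 6 h. The comparisons with a mutated gene past an adjusted p of 0.05 against WT went from 8 to 5 in both mutants together, the expansion genes called for a difference between epicotyl and hypocotyl from 2 to 4 at 6 h, and the log2 *slpif8a* interaction of *ATHB2* from 0.0074 to -0.0045 in the cotyledons. For the cotyledons the spread was measured, at a common dispersion 1.77 times the highest of the other organs.

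With limma on the deposited CPM, a pseudocount of 1 shrinks the changes of genes with low levels, and calls for light at 6 h went from 367 to 239 in *slpif8a* epicotyl, from 386 to 234 in *slpifq* cotyledons, from 198 to 96 in *slpifq* hypocotyl and from 83 to 49 in *slpifq* epicotyl. For *slpif8a* against WT in 24FR they went from 90 to 59 in the hypocotyl and from 70 to 34 in the epicotyl, for *slpifq* against WT in 24FR from 179 to 100 in the epicotyl, for the *slpifq* interaction from 54 to 90 in the first leaf, for *slpifq* against *slpif8a* from 2 to 8 in the first leaf, for light in the time course from 224 to 146 in the cotyledons at 3 h, from 245 to 123 in the hypocotyl at 3 h, from 125 to 78 in the epicotyl at 3 h, from 392 to 259 in the first leaf at 6 h, from 439 to 274 in the epicotyl at 6 h, from 448 to 279 in the cotyledons at 24 h, from 739 to 474 in the hypocotyl at 24 h and from 1212 to 743 in the epicotyl at 24 h, and for first leaf against cotyledons from 28 to 45 at 3 h. The log2 *slpifq* interaction of *XTH16/BR1* went from 0.13 to -0.26 in the cotyledons. With a pseudocount of 0.1 instead, calls for *slpif8a* against WT in 24FR went from 62 to 100 in the cotyledons. For the *slpif8a* interaction they went from 30 to 51 in the cotyledons, for *slpifq* against *slpif8a* from 18 to 8 in the hypocotyl, and for first leaf against cotyledons from 28 to 46 at 3 h. The cell cycle and cytokinesis genes called for a difference between epicotyl and hypocotyl went from 10 to 6 at 24 h, and the log2 *slpifq* interaction of *XTH16/BR1* from 0.13 to -0.26 in the cotyledons.

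With the likelihood ratio test in place of the quasi-likelihood test, calls for light at 6 h went from 83 to 135 in *slpifq* epicotyl. For the *slpif8a* interaction they went from 15 to 32 in the epicotyl, for the *slpifq* interaction from 54 to 83 in the first leaf and from 89 to 148 in the epicotyl, for *slpifq* against *slpif8a* from 2 to 4 in the first leaf, from 18 to 35 in the hypocotyl and from 17 to 38 in the epicotyl, for first leaf against cotyledons from 28 to 49 at 3 h and from 34 to 70 at 6 h, and for epicotyl against hypocotyl from 30 to 102 at 3 h and from 208 to 324 at 6 h. On the genes of the deposited CPM table, the likelihood ratio test, chosen after the values had been seen, gave further changes: calls for light at 6 h went from 83 to 149 in *slpifq* epicotyl. For *slpif8a* against WT in 24FR they went from 62 to 96 in the cotyledons and from 27 to 41 in the first leaf, for the *slpif8a* interaction from 15 to 33 in the epicotyl, for the *slpifq* interaction from 89 to 155 in the epicotyl, for *slpifq* against *slpif8a* from 18 to 38 in the hypocotyl and from 17 to 35 in the epicotyl, for first leaf against cotyledons from 28 to 49 at 3 h and from 34 to 67 at 6 h, and for epicotyl against hypocotyl from 30 to 102 at 3 h and from 208 to 323 at 6 h. With DESeq2's Wald test, calls for light at 6 h went from 83 to 140 in *slpifq* epicotyl. For the *slpif8a* interaction they went from 15 to 35 in the epicotyl, for the *slpifq* interaction from 54 to 85 in the first leaf and from 89 to 161 in the epicotyl, for *slpifq* against *slpif8a* from 455 to 690 in the cotyledons, from 18 to 39 in the hypocotyl and from 17 to 39 in the epicotyl, for first leaf against cotyledons from 28 to 48 at 3 h, from 34 to 67 at 6 h and from 305 to 544 at 24 h, and for epicotyl against hypocotyl from 30 to 98 at 3 h and from 208 to 325 at 6 h. The correlation of cotyledons and first leaf went from 0.516 to 0.549 at 3 h and from 0.661 to 0.681 at 24 h. The cause was not tested for these tests.

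The deposited labels number the replicates, and whether equal numbers pair the libraries was read from the data. The differences between replicates correlated above 0.1 for every pair in 8 of 28 contrasts between genotypes or lights and in 2 of 12 contrasts of the time course, so the comparisons were not paired. Between organs, libraries of the same number shared deviations, with a mean correlation of 0.306 and 0.224 in the 2 tables. Organs cut from the same seedlings or harvested together would give this, which was not tested. With the replicate block, the replicate number as a block in the same fit, calls for light at 6 h went from 48 to 82 in *slpifq* first leaf and from 83 to 126 in *slpifq* epicotyl. For the *slpifq* interaction they went from 880 to 1521 in the cotyledons, from 54 to 123 in the first leaf, from 234 to 394 in the hypocotyl and from 89 to 177 in the epicotyl, for *slpifq* against *slpif8a* from 455 to 971 in the cotyledons, from 2 to 4 in the first leaf, from 18 to 35 in the hypocotyl and from 17 to 28 in the epicotyl, and for epicotyl against hypocotyl from 30 to 52 at 3 h. The ratio of *slpif8a* to WT went from 0.411 to 0.352 in the first leaf for falling genes. The block takes up part of the spread between replicates, and the cause was not tested further.

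The ratios of the responses in the mutants moved with the choice of genes and of the measure. With a slope through 0 in place of the median, the ratio of *slpif8a* to WT went from 0.925 to 0.898 in the cotyledons for rising genes, from 0.741 to 0.766 in the first leaf for rising genes, from 0.411 to 0.366 in the first leaf for falling genes and from 0.824 to 0.781 in the epicotyl for rising genes. On the genes called in WT at 3 or 24 h, the ratio of *slpif8a* to WT went from 0.925 to 0.947 in the cotyledons for rising genes, from 0.741 to 0.814 in the first leaf for rising genes, from 0.411 to 0.522 in the first leaf for falling genes, from 0.824 to 0.954 in the epicotyl for rising genes and from 0.600 to 0.761 in the epicotyl for falling genes, and the ratio of *slpifq* to WT from 0.265 to 0.402 in the cotyledons for falling genes. On the genes called in any genotype at 6 h, the ratio of *slpif8a* to WT went from 0.925 to 0.947 in the cotyledons for rising genes, from 0.741 to 0.818 in the first leaf for rising genes, from 0.824 to 1.03 in the epicotyl for rising genes and from 0.600 to 0.653 in the epicotyl for falling genes, and the ratio of *slpifq* to WT from 0.523 to 0.669 in the cotyledons for rising genes. With the genes called on 2 WT replicates and the change read from the replicate left out, which removes the advantage of WT, the ratio of *slpif8a* to WT went from 0.925 to 0.988 in the cotyledons for rising genes, from 0.602 to 0.995 in the cotyledons for falling genes, from 0.741 to 0.790 in the first leaf for rising genes, from 0.411 to 0.521 in the first leaf for falling genes and from 0.600 to 0.693 in the epicotyl for falling genes, and the ratio of *slpifq* to WT from 0.265 to 0.437 in the cotyledons for falling genes and from 0.361 to 0.431 in the epicotyl for falling genes. Without a filter on low counts, the ratio of *slpifq* to WT went from 0.523 to 0.467 in the cotyledons for rising genes, the ratio of *slpif8a* to WT from 0.741 to 0.727 in the first leaf for rising genes and from 0.411 to 0.377 in the first leaf for falling genes, the correlation of cotyledons and first leaf from 0.516 to 0.112 at 3 h, from 0.702 to 0.255 at 6 h and from 0.661 to 0.195 at 24 h, and the correlation of hypocotyl and epicotyl from 0.482 to 0.122 at 3 h, from 0.723 to 0.292 at 6 h and from 0.604 to 0.309 at 24 h. Genes with few counts add noise to a correlation across genes, and apart from the choice of other genes the cause was not tested.

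Alternatives that change the definition of a set moved its count by construction. With an adjusted p under 0.05 and no fold-change minimum, the genes called for light in WT and for *slpifq* against WT in 24FR went from 193 to 814 in the cotyledons, from 94 to 321 in the first leaf, from 247 to 1511 in the hypocotyl and from 129 to 1061 in the epicotyl, and the genes called for light at 1 time or more in both organs from 356 to 2497 in cotyledons and first leaf and from 620 to 5822 in hypocotyl and epicotyl. With the genes of 3 h alone, the genes called for light at 1 time or more in both organs went from 356 to 95 in cotyledons and first leaf and from 620 to 72 in hypocotyl and epicotyl. With those of 6 h alone, the genes called for light at 1 time or more in both organs went from 620 to 294 in hypocotyl and epicotyl. With those of 24 h alone, the genes called for light at 1 time or more in both organs went from 356 to 164 in cotyledons and first leaf and from 620 to 353 in hypocotyl and epicotyl. With the gene listed as EXPA like 1 left out, the mean difference of the expansion genes between epicotyl and hypocotyl went from -0.39 to -0.54 at 3 h. With *XTH1* left out of its list, the mean difference of the expansion genes between epicotyl and hypocotyl went from -1.16 to -1.30 at 6 h. With *XTH33* left out of its list, the mean difference of the expansion genes between epicotyl and hypocotyl went from -1.16 to -0.98 at 6 h. With *EXPA5* left out of its list, the mean difference of the expansion genes between epicotyl and hypocotyl went from -0.98 to -0.78 at 24 h.

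Each library was left out in turn with the dispersion trend of the full fit kept, and a group then holds 2 replicates. Of the 1266 values of the results that answer a comparison, 1096 stayed within the spread or within 1.5 times the count and 170 moved, and the lowest and highest of each such result are given with the library whose absence gave them, named by genotype or organ, light and replicate number. Calls for light at 6 h ran from 194 (without *slpifq* 24FR 3) to 663 (without *slpifq* 24FR 1) against 386 in *slpifq* cotyledons, from 33 (without *slpifq* 24FR 2) to 111 (without *slpifq* 24FR 1) against 48 in *slpifq* first leaf, from 111 (without *slpifq* 24FR 2) to 324 (without *slpifq* 24FR 1) against 198 in *slpifq* hypocotyl and from 43 (without *slpifq* 24FR 2) to 116 (without *slpifq* 24FR 1) against 83 in *slpifq* epicotyl, those for *slpif8a* against WT in 24FR from 44 (without *slpif8a* 24FR 2) to 97 (without *slpif8a* 24FR 1) against 62 in the cotyledons, from 16 (without *slpif8a* 24FR 1) to 26 (without *slpif8a* 24FR 3) against 27 in the first leaf and from 49 (without *slpif8a* 24FR 2) to 116 (without *slpif8a* 24FR 3) against 90 in the hypocotyl, and those for *slpifq* against WT in 24FR from 222 (without WT 24FR 2) to 678 (without WT 24FR 3) against 350 in the cotyledons. Calls for the *slpif8a* interaction ran from 16 (without *slpif8a* 24WL 3) to 55 (without WT 24WL 3) against 30 in the cotyledons, from 5 (without *slpif8a* 24FR 1) to 12 against 12 in the first leaf and from 7 (without *slpif8a* 24FR 2) to 19 (without *slpif8a* 24FR 3) against 13 in the hypocotyl, those for the *slpifq* interaction from 283 (without WT 24FR 2) to 2103 (without WT 24FR 3) against 880 in the cotyledons, from 32 (without WT 24FR 2) to 93 (without *slpifq* 24WL 3) against 54 in the first leaf, from 143 (without *slpifq* 24WL 3) to 255 (without *slpifq* 24FR 2) against 234 in the hypocotyl and from 49 (without WT 24WL 2) to 97 (without WT 24WL 1) against 89 in the epicotyl, and those for *slpifq* against *slpif8a* from 150 (without *slpif8a* 24FR 1) to 858 (without *slpif8a* 24WL 1) against 455 in the cotyledons, from 0 (without *slpif8a* 24FR 3, as in 6 of the 12 fits, and 451 to 692 at unadjusted p < 0.05) to 4 (without *slpifq* 24FR 2) against 2 in the first leaf, from 3 (without *slpifq* 24FR 1) to 32 (without *slpif8a* 24FR 2) against 18 in the hypocotyl and from 0 (without *slpif8a* 24WL 2, and 566 at unadjusted p < 0.05) to 18 (without *slpifq* 24FR 2) against 17 in the epicotyl. Calls for first leaf against cotyledons ran from 12 (without first leaf 24FR 2) to 66 (without cotyledons 24FR 1) against 28 at 3 h, from 23 (without first leaf 24FR 2) to 61 (without cotyledons 24FR 3) against 34 at 6 h and from 187 (without cotyledons 24FR 3) to 454 (without cotyledons 24WL 3) against 305 at 24 h, and those for epicotyl against hypocotyl from 8 (without hypocotyl 24FR 1) to 98 (without hypocotyl 24FR 3) against 30 at 3 h. Fewer libraries lower the power of each fit, and the cause of the higher counts was not tested.

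The other results that moved with a library left out were these. The ratio of *slpif8a* to WT ran from 0.805 (without WT 24WL 2) to 0.984 (without *slpif8a* 24WL 1) against 0.925 in the cotyledons for rising genes, from 0.640 (without WT 24WL 1) to 0.776 (without *slpif8a* 24FR 1) against 0.741 in the first leaf for rising genes, from 0.340 (without WT 24WL 1) to 0.516 (without WT 24WL 3) against 0.411 in the first leaf for falling genes, from 0.762 (without WT 24WL 1) to 0.844 (without *slpif8a* 24FR 1) against 0.824 in the epicotyl for rising genes and from 0.531 (without WT 24WL 1) to 0.630 (without WT 24WL 2) against 0.600 in the epicotyl for falling genes, the ratio of *slpifq* to WT from 0.462 (without WT 24FR 3) to 0.583 (without WT 24FR 1) against 0.523 in the cotyledons for rising genes, from 0.0316 (without WT 24WL 3) to 0.376 (without *slpifq* 24FR 1) against 0.265 in the cotyledons for falling genes and from 0.112 (without *slpifq* 24WL 3) to 0.382 (without *slpifq* 24WL 2) against 0.291 in the first leaf for falling genes, and the genes called for light in WT and for *slpifq* against WT in 24FR from 154 (without WT 24FR 1) to 301 (without WT 24FR 3) against 193 in the cotyledons. The correlation of cotyledons and first leaf ran from 0.429 (without cotyledons 24FR 3) to 0.508 (without first leaf 24FR 2) against 0.516 at 3 h, from 0.632 (without cotyledons 24WL 3) to 0.705 (without cotyledons 24FR 2) against 0.702 at 6 h and from 0.615 (without cotyledons 24WL 3) to 0.658 (without cotyledons 24WL 1) against 0.661 at 24 h, the correlation of hypocotyl and epicotyl from 0.374 (without epicotyl 24WL 2) to 0.499 (without epicotyl 24FR 3) against 0.482 at 3 h, from 0.676 (without hypocotyl 24WL 1) to 0.725 (without hypocotyl 24WL 2) against 0.723 at 6 h and from 0.563 (without hypocotyl 24WL 3) to 0.620 (without epicotyl 24FR 1) against 0.604 at 24 h, and the mean difference of the expansion genes between epicotyl and hypocotyl from -1.27 (without hypocotyl 24WL 3) to -0.99 (without hypocotyl 24WL 1) against -1.16 at 6 h. The calls of named genes for the *slpif8a* interaction ran from 2 (without *slpif8a* first leaf 24FR 1) to 4 against 4 in the 4 organs together.

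Of the 2148 values of single genes and of the comparisons in 24WL with a library left out, 1969 stayed the same, 114 lost their call, 16 gained it, 20 moved and 29 changed sign. The 10 results that changed sign were small interactions. The log2 *slpif8a* interaction of *SlATHB2* ran from -0.39 (without *slpif8a* 24FR 1) to 0.15 (without WT 24FR 1) against -0.19 in the cotyledons, the log2 *slpif8a* interaction of *ATHB2* from -0.25 (without WT 24WL 1) to 0.57 (without *slpif8a* 24WL 1) against 0.0074 in the cotyledons and from -0.46 (without *slpif8a* 24WL 3) to 0.16 (without *slpif8a* 24WL 1) against -0.24 in the hypocotyl, and the log2 *slpif8a* interaction of *EXPA11* from -0.11 (without *slpif8a* 24FR 1) to 0.59 (without WT 24FR 1) against 0.27 in the cotyledons. The log2 *slpif8a* interaction of *XTH16/BR1* ran from -0.67 (without *slpif8a* 24FR 3) to 0.0026 (without *slpif8a* 24FR 1) against -0.27 in the epicotyl, the log2 *slpifq* interaction of *XTH16/BR1* from -0.79 (without *slpifq* 24FR 3) to 0.57 (without *slpifq* 24FR 1) against 0.13 in the cotyledons, and the log2 *slpif8a* interaction of *ACO3* from -0.16 (without *slpif8a* 24FR 3) to 0.39 (without *slpif8a* 24FR 2) against 0.071 in the hypocotyl. The log2 *slpifq* interaction of *ACO3* ran from -0.029 (without *slpifq* 24FR 3) to 0.62 (without WT 24FR 1) against 0.40 in the cotyledons, and the log2 *slpif8a* interaction of *SlSAUR19* from -0.96 (without WT 24WL 1) to 0.46 (without WT 24WL 3) against -0.20 in the cotyledons and from -0.48 (without *slpif8a* 24WL 2) to 0.60 (without *slpif8a* 24WL 1) against -0.081 in the first leaf. None of these interactions was called, and the cause was not tested.

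The share of calls in each direction moved by more than 10 points between TMM and DESeq2's size factors in a single comparison, the light response of the first leaf against that of the cotyledons at 24 h, where it went from 160 toward the first leaf and 145 toward the cotyledons (52.5%) to 272 and 114 (70.5%), with a shift of the median gene of 0.035 on the log2 scale.

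Depth limits what can be said of genes at low levels. *SlYUC9* in the hypocotyl and epicotyl, *SlPIF7b* in the same organs, *ACS3* and *NCED3* lay at or near the floor of 3 counts in at least a group, so a change there has a bound or no value. With every library thinned to 15905765 counts, the lowest total, the interaction was called for 15, 10, 10 and 13 genes in *slpif8a* and 575, 38, 193 and 81 in *slpifq*, in the cotyledons, first leaf, hypocotyl and epicotyl. A test of gene families, with camera against fry, had been chosen before the data were examined and was not run, since the gene reference pairs none of the tomato identifiers with a symbol. ACS3 and NCED3 have no value under the alternatives that keep the filter at 5 CPM, which removes them.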

Differences from the paper's values

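No value that could be set beside one of the paper's differed from it by more than 1.5 times and the spread between replicates. The 106 mean CPM of *SlATHB2*, *ATHB2*, *SlGA20ox2*, *BES1/BZR1-like*, *SlSAUR19* and *SlYUC9* in the paper's Supplementary Data that lay above the floor were 0.996 to 1.01 times those computed here. The counts of genes called were lower than the paper's throughout. For light in WT at 6 h the paper lists 571, 397, 836 and 485 genes in the cotyledons, first leaf, hypocotyl and epicotyl against 484, 326, 717 and 395 here, of which 477, 326, 712 and 394 are among the paper's. For *slpifq* against WT in 24FR the paper lists 462, 141, 460 and 233 against 350, 116, 363 and 179 here, of which 345, 113, 356 and 177 are among the paper's, and for both together 235, 109, 288 and 152 against 193, 94, 247 and 129. The likelihood ratio test on the genes of the deposited table, which was chosen after seeing the values, gave 572, 399, 838 and 486, then 463, 142, 462 and 233 and 235, 109, 290 and 152. Of the alternatives chosen before the data were examined, a fit to the compared groups alone and limma with a pseudocount of 1 gave counts that differ from the paper's by more than 1.5 times in some organs, and a fit to the libraries of the organ did so in the cotyledons.

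Values read by eye from figures lay close as well. For genes higher in 24FR in WT at 6 h, the bars of Supplementary Fig. S7C, read by eye, stand at about 300, about 190, about 380 and about 250 in the cotyledons, first leaf, hypocotyl and epicotyl, against 251, 153, 341 and 207 here. For the genes called in both organs over the time course, Fig. 5C gives about 360 and Fig. 5D about 630, read by eye, against 356 and 620 here.

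Some statements on single genes were met only in part by the values here. The paper states that *SlPIF8a* has the highest level of the *SlPIF* genes in white light, above all in the cotyledons and first leaf, and it ranked first in those organs at every time, in the epicotyl and, at 24 h, in the hypocotyl. In the hypocotyl at 3 and 6 h *SlPIF1b* was higher, and *SlPIF8a* stood at 0.553 and 0.242 times its level per kilobase, and no scaling tried changed this rank. The paper states that *SlATHB2* and *ATHB2* depend on SlPIFs in all tested organs, with *slpif8a* between WT and *slpifq*. The mean CPM in 24FR had that order in every organ, and both genes were called lower in *slpifq* than in WT in 24FR in every organ as reported, *ATHB2* in the epicotyl with an adjusted p of 0.0224 in edgeR, or 0.0919 without 24FR replicate 3 of *slpifq*. The interaction of *slpif8a* with light was called for neither gene, except that of *SlATHB2* in the epicotyl (-1.24, adjusted p 0.202 in edgeR as reported) by a fit to the compared groups alone (0.0173) and a fit to the libraries of the organs compared (0.0122), with 0.0122 to 0.296 over the alternatives. The interaction of *slpifq* was not called for *ATHB2* in 3 organs, with 0.0653, 0.194 and 0.323 in the cotyledons, hypocotyl and epicotyl. It was called in the cotyledons by the replicate number in the model (0.0129), DESeq2's Wald test (0.0478) and limma with a pseudocount of 1 (0.0331), with 0.0129 to 0.421 over the alternatives, in the hypocotyl by the replicate number in the model (0.0343), with 0.0343 to 0.278 over the alternatives, and in the epicotyl by a fit to the compared groups alone (0.00890) and a fit to the libraries of the organs compared (0.00362), with 0.00362 to 0.467 over the alternatives.

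The paper lists *XTH16/BR1*, *BAS1*, *ACS3* and *NCED3* among the genes that respond to low R/FR in a way that depends on SlPIFs. No interaction with light was called for *XTH16/BR1* under any alternative (lowest adjusted p 0.256 in edgeR, DESeq2 or limma) or for *ACS3* (lowest adjusted p 0.0848 in the same). In 24FR itself, *slpifq* was called lower than WT as reported for *XTH16/BR1* in the hypocotyl (-1.49, adjusted p 0.0238 in edgeR, or 0.147 without 24FR replicate 1 of *slpifq*) and epicotyl (-1.47, adjusted p 0.0392 in edgeR, or 0.190 without 24FR replicate 1 of *slpifq*), for *BAS1* in the cotyledons (-2.23, adjusted p 0.000357 in edgeR), for *ACS3* in the cotyledons (-2.91, adjusted p 0.0198 in edgeR) and for *NCED3* in the cotyledons and epicotyl. *BAS1* did not rise in the WT epicotyl under any alternative. Its interaction with *slpifq* was called in the cotyledons (-1.87, adjusted p 0.0895 in edgeR as reported) by limma with a pseudocount of 1 (0.00575), with 0.00575 to 0.475 over the alternatives. For *NCED3*, read without the filter, the interaction with *slpifq* was called in the epicotyl (adjusted p 0.245 in edgeR as reported) by the likelihood ratio test on the genes of the deposited table, chosen after seeing the values (0.00609), limma with a pseudocount of 1 (8.38e-14) and limma with a pseudocount of 0.1 (7.02e-07), with 8.38e-14 to 0.245 over the alternatives, in the cotyledons by limma with a pseudocount of 1 (0.0250) and limma with a pseudocount of 0.1 (0.0184), with 0.0184 to 1 over the alternatives, and in the first leaf by limma with a pseudocount of 1 (0.0243), with 0.0243 to 1 over the alternatives, and the interaction with *slpif8a* was called in the epicotyl (0.153 as reported) by the likelihood ratio test on the genes of the deposited table, chosen after seeing the values (0.00145), limma with a pseudocount of 1 (1.89e-13) and limma with a pseudocount of 0.1 (4e-06), with 1.89e-13 to 0.153 over the alternatives.

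For the other genes that the paper describes this way, the interaction of *slpifq* was called in some organs and not in others. Most of the calls in the cotyledons were lost in a fit to the compared groups alone, which called almost no gene there. In 24FR itself, *slpifq* was called lower than WT as reported for *SlGA20ox2* and *CKX5* in every organ, *SlYUC9* in the cotyledons and first leaf, *EXPA11* in the cotyledons and hypocotyl, *BES1/BZR1-like* in all but the hypocotyl and *SlSAUR19* in the hypocotyl and epicotyl, and higher for *SlGA2ox9* in all but the first leaf. With a library left out, the calls of *CKX5* in the hypocotyl (0.0708 without 24FR replicate 2 of WT) and epicotyl (0.187 without 24FR replicate 3 of *slpifq*) and of *SlSAUR19* in the epicotyl (0.104 without 24FR replicate 1 of WT) were lost. That of *EXPA11* in the cotyledons fell short of the fold-change minimum without 24FR replicate 1 of WT (-0.904). Where the interaction was not called as reported, it was called for *SlYUC9* in the first leaf by the replicate number in the model (0.0346), a fit to the libraries of the organs compared (0.0242), DESeq2's Wald test (0.0457) and limma with a pseudocount of 1 (4e-05), with 4e-05 to 0.152 over the alternatives, for *SlGA2ox9* in the epicotyl by the likelihood ratio test (0.0364), the likelihood ratio test on the genes of the deposited table, chosen after seeing the values (0.0382), the replicate number in the model (0.0495), a fit to the compared groups alone (0.0465), a fit to the libraries of the organs compared (0.0210) and DESeq2's Wald test (0.0413), with 0.0210 to 0.588 over the alternatives, for *CKX5* in the first leaf by limma with a pseudocount of 1 (0.0497), with 0.0497 to 0.364 over the alternatives and in the hypocotyl by a fit to the libraries of the organs compared (0.0408), with 0.0408 to 0.173 over the alternatives, for *SlSAUR19* in the hypocotyl by limma with a pseudocount of 1 (0.00347), with 0.00347 to 0.752 over the alternatives, and for *BES1/BZR1-like* in the hypocotyl by the replicate number in the model (0.00613), with 0.00613 to 0.184 over the alternatives. The interaction of *slpif8a* was called for *SlGA20ox2* in the cotyledons by limma with a pseudocount of 1 (6.28e-05) and limma with a pseudocount of 0.1 (0.0152), with 6.28e-05 to 1 over the alternatives, and for *BES1/BZR1-like* in the epicotyl by the replicate number in the model (0.00182), a fit to the compared groups alone (0.0451) and a fit to the libraries of the organs compared (0.0101), with 0.00182 to 0.296 over the alternatives.

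The paper states that *EXPA2*, *EXPA5*, *XTH1* and *XTH33* rose in the hypocotyl specifically. The difference between epicotyl and hypocotyl was not called for *EXPA2*. It was called at 6 h (-1.02, adjusted p 0.353 in edgeR as reported) by a fit to the libraries of the organs compared (0.0352), with 0.0352 to 0.468 over the alternatives, and at 24 h (-0.82, 0.135 as reported) by a fit to the compared groups alone (0.0160) and a fit to the libraries of the organs compared (0.0144), with 0.0144 to 0.189 over the alternatives. For *XTH1* at 6 h (-0.62, 0.0879 as reported) it was called by a fit to the libraries of the organs compared (0.0337), with 0.0337 to 0.143 over the alternatives, and for *EXPA5* at 3 h (-0.81, 0.0771 as reported) by the likelihood ratio test (0.0260), the likelihood ratio test on the genes of the deposited table, chosen after seeing the values (0.0269), a fit to the libraries of the organs compared (0.0467) and DESeq2's Wald test (0.0380), with 0.0260 to 0.122 over the alternatives. For the gene listed as EXPA like 1 no alternative called it at 3, 6 or 24 h. The hypocotyl was not the only organ in which these genes rose, since *EXPA5* and *XTH1* also rose at 24 h in the cotyledons, by 0.91 and 0.87 on the log2 scale (adjusted p = 4.91e-06 and 1.08e-06 in edgeR), and *XTH33* at 6 h, by 1.93.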

Other observations

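The tests in this part were all chosen after the results they weigh had been seen.

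The calls were set beside those of other splits of the same libraries. For the light response at 6 h, the real split alone gave as many genes in each organ of WT and *slpif8a* (1 of 10 splits each), and in *slpifq* 2, 2, 1 and 1 of 10 did, with 525 and 227 genes in another split of the cotyledons and first leaf. For the mutants against WT in 24FR, 2, 1, 1 and 1 of 10 splits gave as many genes for *slpif8a*, with 216 in another split of the cotyledons, and the real split alone did for *slpifq* (1 of 10 in each organ). With 10 splits the share is never under 0.1. For the light response of the time course, 1 of 10 splits, the real one, gave as many in every organ at 3, 6 and 24 h. For the interactions with light, the genotype labels within each light were regrouped into 100 splits drawn at random. As many genes were called in 29, 7, 21 and 12 of them for *slpif8a*, in 15, 10, 9 and 9 for *slpifq* and in 11, 17, 20 and 7 for *slpifq* against *slpif8a*, the real one included. Of the 84 splits that moved the labels in both lights, 20, 0, 10 and 1 gave as many for *slpif8a*, 12, 3, 0 and 1 for *slpifq* and 6, 7, 10 and 0 for *slpifq* against *slpif8a*, in the cotyledons, first leaf, hypocotyl and epicotyl. A split that keeps the labels of a light keeps the difference between the genotypes in that light, and so part of the interaction.

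The interaction of *slpifq* with light was called for 880 genes in the cotyledons, more than in the other organs. The tables argue against a difference in depth, since 575 genes were called with every library thinned to the lowest total, still the most of the 4 organs. A single library was not the whole cause, since the lowest count with a library left out, 283 (without 24FR replicate 2 of WT), was still above those of the other organs, but it moved the count far, and the count reached 2103 without 24FR replicate 3 of WT. What stays open is the spread of the cotyledon libraries. Their common dispersion was 1.77 times the highest of the other organs, and a model with a spread shared by the 4 organs takes part of it for signal. Fitted to the libraries of each organ, the interaction was called for 28, 65, 178 and 206 genes, and the cotyledons no longer led. The count of the cotyledons may therefore be too high, and the order of the organs by this count was not kept.

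*SlPIF3* rose in 24FR in WT cotyledons from 3.73 ± 0.674 to 33.2 ± 5.65 CPM and in the first leaf from 5.30 ± 0.584 to 28.4 ± 7.10 CPM (SD, n = 3), log2 fold changes of 3.17 and 2.42 (adjusted p = 2.88e-22 and 1.35e-18 in edgeR), with every 24FR replicate above every 24WL replicate. In the hypocotyl and epicotyl it changed by 0.01 and 0.16 (adjusted p = 0.984 and 0.490 in edgeR). Reads shared with another *SlPIF* would raise that gene too, and the highest log2 fold change of another *SlPIF* in these organs was 0.41. With library totals alone in place of the normalization, the lowest 24FR library still stood 1.76 on the log2 scale above the highest 24WL library. In *slpifq* the response was smaller, with interactions of -2.38 and -2.35 in the cotyledons and first leaf, and in *slpif8a* of -1.91 and -2.02. Under the alternatives the adjusted p of these interactions in edgeR, DESeq2 or limma reached 0.0707 for *slpifq* and 0.0642 for *slpif8a* in the cotyledons. By RT-qPCR after a shorter exposure, the paper already found *SlPIF3* raised by low R/FR in the cotyledons, dependent on SlPIF8a. It proposes that SlPIF3 may act downstream of SlPIF8a. As a hypothesis, *SlPIF3* may be raised by low R/FR through the mutated SlPIFs in the first leaf as well. Base content and gene length do not change between lights and were not tested.

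*SlPIF1b* was higher at 6 h than at 24 h in WT kept in 24WL, by 83.4, 26.9, 18.2 and 12.6 times in the cotyledons, first leaf, hypocotyl and epicotyl (exact permutation test, two-sided p = 0.1 in each organ, n = 3), from 111 CPM at 6 h to 6.09 CPM at 24 h in the hypocotyl. Reads shared with *SlPIF1a* would raise that gene alike, and its highest fold was 1.31. With library totals alone in place of the normalization, the lowest fold of the 4 organs was 12.6. The time of day, the age of the seedlings and the time in the chamber change together in this design and stay open as explanations.

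*SlPIF8a* itself fell in WT in 24FR at 6 h, by 1.29 on the log2 scale in the hypocotyl (adjusted p = 1.08e-09 in edgeR) and by 0.65 in the epicotyl (adjusted p = 0.000476 in edgeR).

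The 5 genes apart from WT in both lights and all 4 organs of a mutant, chosen after their values were seen, were these. In *slpif8a*, *Solyc05g021245* had a median of 0.139 CPM over the 24 libraries against 3.47 in WT, and *Solyc09g091615* at most 0.390 CPM in any library against at least 0.521 in WT. *Solyc09g091615* was called in 7 of the 8 comparisons of *slpifq* as well. *Solyc05g021245* was called in only 2 of them, with a median of 1.08 CPM in *slpifq*, which also carries the mutation in *SlPIF8a*. In *slpifq*, *Solyc01g044365* stood at 9.42 to 21 CPM against at most 0.222 in WT and 2.20 in *slpif8a*, *Solyc04g064770* had a median of 23.7 CPM against 1.53 in WT, and *Solyc06g071800* of 1.73 against 21.5. An inherited difference between the lines apart from the edited genes would give such genes, and so could the loss of the SlPIF proteins. The design has 1 line per genotype, which keeps both open, so they cannot be told apart for these 5 genes.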
